# Pathogenic human variant that dislocates GATA2 zinc fingers disrupts hematopoietic gene expression and signaling networks

**DOI:** 10.1172/JCI162685

**Published:** 2023-04-03

**Authors:** Mabel Minji Jung, Siqi Shen, Giovanni A. Botten, Thomas Olender, Koichi R. Katsumura, Kirby D. Johnson, Alexandra A. Soukup, Peng Liu, Qingzhou Zhang, Zena D. Jensvold, Peter W. Lewis, Robert A. Beagrie, Jason K.K. Low, Lihua Yang, Joel P. Mackay, Lucy A. Godley, Marjorie Brand, Jian Xu, Sunduz Keles, Emery H. Bresnick

**Keywords:** Genetics, Hematology, Genetic variation, Signal transduction, Transcription

## Abstract

Although certain human genetic variants are conspicuously loss of function, decoding the impact of many variants is challenging. Previously, we described a patient with leukemia predisposition syndrome (GATA2 deficiency) with a germline *GATA2* variant that inserts 9 amino acids between the 2 zinc fingers (9aa-Ins). Here, we conducted mechanistic analyses using genomic technologies and a genetic rescue system with *Gata2* enhancer–mutant hematopoietic progenitor cells to compare how GATA2 and 9aa-Ins function genome-wide. Despite nuclear localization, 9aa-Ins was severely defective in occupying and remodeling chromatin and regulating transcription. Variation of the inter–zinc finger spacer length revealed that insertions were more deleterious to activation than repression. GATA2 deficiency generated a lineage-diverting gene expression program and a hematopoiesis-disrupting signaling network in progenitors with reduced granulocyte-macrophage colony-stimulating factor (GM-CSF) and elevated IL-6 signaling. As insufficient GM-CSF signaling caused pulmonary alveolar proteinosis and excessive IL-6 signaling promoted bone marrow failure and GATA2 deficiency patient phenotypes, these results provide insight into mechanisms underlying GATA2-linked pathologies.

## Introduction

In metal-binding proteins, the metal requirement to regulate protein structure/function links mechanisms governing metal homeostasis, proteome composition, and genome regulation. Hundreds of proteins harbor zinc “fingers” that coordinate zinc ions (1). These proteins include transcription factors, in which the finger mediates DNA and/or protein binding. Sequences within one or more fingers confer sequence-specific DNA binding (1). Artificial zinc finger proteins can be engineered with designer DNA binding specificities for experimental and therapeutic applications (2). Finger-altering genetic variation can change DNA binding specificity (3) and cause diseases (4–8). Sequences extrinsic to fingers can enhance DNA-binding affinity (9). Insertion of KTS residues between Wilms tumor 1 zinc fingers via alternative splicing alters DNA binding specificity (10). Unlike sophisticated zinc finger structure/function knowledge, the impact of spacer length and sequence and alterations thereof cannot be predicted.

GATA transcription factors (11) harbor N- and C-zinc fingers, based on proximity to N- and C-termini (12, 13). In GATA1, which promotes erythroid, megakaryocytic, and mast cell development, the C-finger binds a small subset of WGATAR motifs (14, 15) in chromatin (16, 17). The N-finger binds the 9–zinc finger coregulator Friend of GATA1 (FOG1) (18, 19). Although FOG1 fingers do not appear to bind DNA, four are implicated in binding GATA1 (20). GATA2 promotes hematopoietic stem cell emergence in the embryo (21, 22) and hematopoiesis in adult mice (23, 24). Heterozygous *GATA2* coding or enhancer germline mutations cause GATA2 deficiency syndrome involving immunodeficiency, myelodysplastic syndrome, and acute myeloid leukemia (25–29). Most mutations alter the GATA2 C-finger (30) and inhibit DNA binding (27, 31) and chromatin occupancy (32, 33). Although *GATA2* mutational analyses revealed loss-of-function phenotypes that may underlie pathogenesis (30), GATA2 variants can partially retain or have supraphysiological activity (33, 34). GATA2 dysregulation is also implicated in myeloproliferative neoplasms (35).

We described a human variant that alters the distance between GATA2 zinc fingers. A family harbored a germline in-frame 9–amino acid insertion (9aa-Ins) between the N- and C-fingers (36). The 8-year-old proband had GATA2 deficiency with warts, lymphedema, and cytopenias, and the variant was detected in the asymptomatic mother. 9aa-Ins was defective in activating three GATA2 target genes tested. As GATA factor target genes are regulated via distinct mechanisms with context-dependent coregulator requirements (37), it is unpredictable whether 9aa-Ins would be defective in activating and repressing all target genes, whether defects reflect an inability to occupy and/or remodel chromatin, and whether it has activities distinct from GATA2 (ectopic). It is unclear whether 9aa-Ins defects would be recapitulated with any spacing alteration, whether select changes are tolerable, and whether a threshold exists beyond which alterations are inhibitory.

We analyzed how GATA2 and 9aa-Ins regulate chromatin and transcription genome-wide in a rescue system with GATA2-deficient progenitors. 9aa-Ins was defective in occupying and remodeling chromatin and regulating most target genes. GATA2 repressed expression of *Ebf1*, encoding a B lineage–regulatory transcription factor (38) and EBF1 target genes important in B cell biology, indicating a lineage-diverting expression program in GATA2-deficient fetal progenitors. *Csf2rb*, encoding the common β chain of granulocyte-macrophage colony-stimulating factor (GM-CSF), interleukin-3 (IL-3), and IL-5 receptors (39–41), exemplified a GATA2-activated gene compromised by the insertion, and this defect diminished GM-CSF signaling. In humans, defective GM-CSF signaling impairs the capacity of lung macrophages to consume surfactant, causing pulmonary alveolar proteinosis (42, 43), a severe GATA2 deficiency syndrome phenotype (44, 45). Genes encoding IL-6 receptor subunits (*Il6ra* and *Il6st*) (46, 47) were upregulated in GATA2-deficient cells, instigating IL-6 signaling, and 9aa-Ins did not repress expression. Ectopic IL-6 signaling drives immune dysregulation and bone marrow failure (48–50). Our analysis of a disease variant unveiled principles of GATA factor function and pathogenic mechanisms and will enable clinical genetic variant curation.

## Results

### GATA2 pathogenic variant with dislocated zinc fingers is severely defective genome-wide, yet retains activity at select loci.

The GATA2 pathogenic 9-aa insertion (p.A345delinsALLVAALLAA) lies within the spacer between zinc fingers proximal to the DNA-binding C-finger (Figure 1A). The GATA2 zinc finger and spacer sequences are conserved (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI162685DS1), and spacer sequence and length are conserved among the mammalian GATA factors. To test whether the 9aa insertion is uniquely deleterious, we generated retroviruses to express variants with reductions (8, 6, 4, and 2 aa) from the middle of 9aa-Ins (X = deleted aa; LLVAXLLAA, LLVXXXLAA, LLXXXXXAA, LXXXXXXXA).

To assess whether the insertion alters the zinc finger domain conformation, we used the AlphaFold Protein Structure Database to predict structures of WT and 9aa-Ins variant domains (Figure 1B). The WT fingers display conformations similar to experimentally derived structures of other GATA zinc fingers (51–54). The spacer conformation is extended and predicted with low confidence, consistent with being disordered in solution and not discernible in crystal structures of GATA zinc finger proteins bound to DNA (51, 53). The 9aa insertion is predicted with intermediate confidence to form an α helix and induce 3 residues (RRA) from the WT spacer to adopt helicity (Figure 1B). This predicted helix was also observed with smaller insertion variants, with 8aa predicted to yield the longest helix and 2aa the smallest. Such a conformation might alter or generate GATA2-dependent macromolecular interactions (Figure 1B).

Given the invariant spacer, spacer length or sequence deviations might destabilize GATA2. We tested whether variants can be expressed in progenitors. We adapted our rescue assay with *Gata2*–77^–/–^ primary fetal liver progenitors (33, 36) to HoxB8-immortalized mutant progenitors (hi–77^–/–^) (55) (Figure 1C). WT and mutant hi–77^–/–^ cells were infected with control (empty) GFP-expressing retrovirus or retroviruses expressing GFP and HA-GATA2 or a variant. After culturing for 3 days, the population containing GFP^+^ cells was analyzed by Western blotting (Figure 1D and Supplemental Figure 1B). The mean infection efficiency quantified by flow cytometry was 27% GFP^+^ (Supplemental Figure 1C). Endogenous GATA2 mRNA and protein expression was approximately 75% lower in hi–77^–/–^ versus hi–77^+/+^ progenitors, consistent with –77 function to increase *Gata2* transcription in progenitors (55–57). As the HA tag reduced GATA2 mobility, anti-GATA2 antibody detected endogenous and exogenous GATA2. HA-tagged 9, 8, 6, 4, and 2aa variant levels resembled HA-GATA2 (Figure 1D) and were not destabilizing. Endogenous GATA2 levels in hi–77^+/+^ cells resembled HA-GATA2 or variant levels in hi–77^–/–^ (Supplemental Figure 1D). Using anti-HA to detect GATA2 or 9aa-Ins after expression in hi–77^–/–^ cells and GFP to identify infected hi–77^–/–^ cells, anti-HA staining in confocal microscopy was nuclear for GATA2 and 9aa-Ins (Figure 1E), with no immunoreactivity detected in control cells.

Previously, we demonstrated that 9aa-Ins is defective in activating 3 GATA2 target genes and promoting myeloerythroid progenitor activity when expressed in –77^–/–^ progenitors (36). As context-dependent GATA factor mechanisms preclude predictions at a given locus (11, 37), and genetic variation can create ectopic functions (58), the relationship between defective 9aa-Ins activity and genome-wide function was unclear. We tested whether 9aa-Ins was defective in activation and/or repression and/or acquires ectopic activity. With the rescue assay, we expressed GATA2 or 9aa-Ins, isolated GFP^+^ cells, and used RNA-Seq to test models (Figure 2A). We compared differentially expressed genes (DEGs) between hi–77^–/–^ empty and hi–77^+/+^ empty, between hi–77^–/–^ empty and hi–77^–/–^ GATA2, and between hi–77^–/–^ empty and hi–77^–/–^ 9aa-Ins, and amalgamated data from 4 biological replicates quantified by RSEM (59). 

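RNA-Seq was performed on 16 samples, 4 biological replicates of each of 4 groups. hi–77 cells are mouse fetal liver progenitors immortalized with estrogen-regulated HoxB8, and hi–77-/- cells lack the –77 enhancer of *Gata2*. One group was hi–77+/+ cells infected with empty retrovirus. The other groups were hi–77-/- cells infected with empty retrovirus, with retrovirus expressing GATA2, or with retrovirus expressing 9aa-Ins, in which 9 amino acids separate the zinc fingers further. Cells were cultured for 3 days after infection and sorted for GFP. The sample labels give the genotype as hi–77-/- for all 16 samples, whereas the label descriptions and the paper identify 4 of them as WT, and the genotypes of the paper were used.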

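The authors prepared stranded libraries from rRNA-reduced total RNA, aligned the reads to mm10 with STAR and GENCODE basic annotations, and quantified 55487 gene IDs with RSEM. The deposited values are the expected count, TPM and FPKM of each gene in each sample. RSEM divides reads that match several genes among those genes, and 3.34% of the expected counts were not whole numbers. Total expected counts per replicate ranged from 48407646 to 60175504 in hi–77+/+ empty (median 53097178) and from 45904208 to 59153304 in hi–77-/- empty (median 49084905). The totals ranged from 52440316 to 62549217 in hi–77-/- GATA2 (median 59995110) and from 42693425 to 57042756 in hi–77-/- 9aa-Ins (median 48912284). A total of 0 pairs of samples held identical values. Expected counts were rounded and tested with edgeR, using its filterByExpr count filter, TMM normalization and the quasi-likelihood F test (2-sided) with Benjamini-Hochberg adjustment over the 14008 genes that passed the filter. The methods of the paper name edgeR, the 2-fold minimum and the adjusted p limit of 0.05, and do not name the count filter, the normalization or the edgeR test. Any of these choices could change the numbers. All 16 samples were fitted together, and TMM factors lay between 0.965 and 1.04.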

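*Gata2* lies on chromosome 6 of mm10 from 88193891 to 88207032. Its TPM was 19.4 to 25.3 in the 4 hi–77+/+ empty replicates and 4.49 to 6.97 in the 4 hi–77-/- empty replicates. In hi–77-/- GATA2 and hi–77-/- 9aa-Ins, where the retroviral murine cDNA is also counted, it was 29.6 to 35.7 and 15.6 to 26.2. The noncoding *Rn7s1* and *Rn7s2* together took 20.2 to 41.5% of the TPM of a replicate, so TPM values of other genes also move with that share, whereas they took 0.995 to 3.15% of the expected counts. Transcripts of 4 Y-linked genes (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) were present in hi–77-/- samples at a summed TMM-normalized CPM of 16.8 ± 1.44% (SD, n = 4) of the hi–77+/+ empty mean with empty retrovirus. The level was 6.35 ± 0.19% (SD, n = 4) with GATA2 and 6.19 ± 0.65% (SD, n = 4) with 9aa-Ins. After these levels were seen, an alternative was added in which the mean hi–77+/+ empty profile was subtracted from each hi–77-/- sample at its Y-linked level. This takes the Y-linked share to hold for every gene. Of 9151 genes with at least 5 CPM in hi–77+/+ empty, 10 had a hi–77-/- empty to hi–77+/+ empty ratio under 0.0838. These go against that assumption. The cutoff of 0.0838 lies well below the Y-linked level of 16.8%, so the 10 understate how many genes fall under that level. For example, *Cma1* was not among them, at 0.462 CPM in hi–77-/- empty and 5.22 CPM in hi–77+/+ empty. The subtraction can therefore remove too much. It is called the subtraction of the hi–77+/+ share at the genes whose direction or call it changed.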

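With at least a 2-fold change and an edgeR adjusted p under 0.05, 2092 genes differed between hi–77-/- empty and hi–77+/+ empty. By the same definition, 2142 genes differed between hi–77-/- empty and hi–77-/- GATA2, and 942 genes differed between hi–77-/- empty and hi–77-/- 9aa-Ins. Without the 2-fold minimum, 7593, 8205 and 5636 genes had an adjusted p under 0.05 in these comparisons, which shows how many calls rest on the fold minimum. Across the 16 fits that each left out one replicate, the counts ranged from 2107 to 2199 for –77, from 2132 to 2254 for GATA2, and from 906 to 1000 for 9aa-Ins. Restricting the test to genes with TPM of at least 1 moved the –77 count most, to 981 genes, and edgeR's test against a 2-fold change (glmTreat) moved the 9aa-Ins count most, to 348 genes.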

The DEGs (|log_2_(fold change)| ≥1 and adjusted *P* value < 0.05) were parsed into: –77-regulated, 2,084 DEGs; HA-GATA2–regulated, 2,138 DEGs; 9aa-Ins–regulated, 939 DEGs (Figure 2B). 

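Signs of log2 fold changes were compared without any minimum over the tested genes. Of 7268 genes that were lower in hi–77-/- empty than in hi–77+/+ empty, 4769 were higher with GATA2 than with empty retrovirus, which is 65.6% (95% Wilson interval 64.5 to 66.7%). Of 6722 genes that were higher in hi–77-/- empty, 4537 were lower with GATA2, which is 67.5% (95% Wilson interval 66.4 to 68.6%). The intervals treat genes as independent, which they are not. The hi–77-/- empty replicates enter both comparisons, so a low or high hi–77-/- empty value moves both signs together. When separate pairs of hi–77-/- empty replicates were used in the 2 comparisons, the mean over the 6 divisions was 63.4% and 64.6%. With the same pair of hi–77-/- empty replicates in both, it was 66.9% and 68.4%. With 9aa-Ins in place of GATA2, 60.4% and 59.3% of genes changed back. Restricting the genes to those with an edgeR adjusted p under 0.05 for –77 moved the shares most, to 69.7% and 75.1%.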

Analysis of gene expression changes (|log_2_(fold change)| > 0 and no adjusted *P* value cutoff) resulting from –77 deletion and HA-GATA2 expression in the rescue assay demonstrated that HA-GATA2 rescued 66% (4,768 of 7,258) and 68% (4,541 of 6,724) of genes activated and repressed, respectively, by endogenous GATA2 (Supplemental Figure 2A). 

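Among the genes that changed at least 2-fold, 915 were regulated in the same direction by –77 and by retroviral GATA2, 412 activated and 503 repressed. This is 43.7% of the –77-regulated genes, where independent lists of these sizes would share 160.0 genes. Another 198 genes were on both lists in opposite directions. 9aa-Ins and –77 regulated 375 genes in the same direction, 77 activated and 298 repressed, which is 17.9% of the –77-regulated genes against 72.5 genes for independent lists. Here 202 genes were on both lists in opposite directions. The lists share the hi–77-/- empty samples, which can raise same-direction overlaps, and the values for independent lists do not allow for that. The 9aa-Ins list is also the shorter one, so the 2 overlaps differ in part through list length. With genes of TPM at least 1 the overlaps were 398 and 145 genes, and after the subtraction of the hi–77+/+ share they were 1270 and 624 genes.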

There was greater overlap between –77- and HA-GATA2–regulated genes versus –77- and 9aa-Ins–regulated genes (916 vs. 377).

–77-, HA-GATA2–, and 9aa-Ins–regulated genes were parsed into activated and repressed (Figure 2B). The analysis revealed 2,138 GATA2-regulated genes, 525 GATA2- and 9aa-Ins–regulated genes, and 414 genes solely regulated by 9aa-Ins (ectopic) (Figure 2B). 

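GATA2 and 9aa-Ins changed 530 genes by at least 2-fold in the same direction relative to hi–77-/- empty, where independent lists would share 72.2 genes. Both lists use the same hi–77-/- empty samples, so they are not independent, and the value of 72.2 does not allow for that. The other 412 genes changed by 9aa-Ins, 129 activated and 283 repressed, did not pass the 2-fold and adjusted p limits with GATA2 in that direction. Passing in one comparison and not in the other is not a test of the difference, so hi–77-/- 9aa-Ins was also compared with hi–77-/- GATA2 directly. This comparison separated 266 of the 412 genes (64.6%) by at least 2-fold with an edgeR adjusted p under 0.05, and 340 of them at any fold with the sign of the 9aa-Ins change. It did not separate the remaining 146 at 2-fold. GATA2 changed 106 of the 412 genes in the same direction with an edgeR adjusted p under 0.05 and less than 2-fold. It changed 97 of them by at least 2-fold in the opposite direction. The alternative that moved the number most was glmTreat against a 2-fold change, with 130 genes.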

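By the naming rule given with the processing of the data, the largest falls with 9aa-Ins were in *Mmp12* (chromosome 9, 7344381 to 7369499), with a log2 fold change of −3.40 (SE 0.08, edgeR adjusted p = 3.34e-16), and *Mmp8* (chromosome 9, 7558456 to 7568485), with −3.34 (SE 0.06, edgeR adjusted p = 1.1e-17). GATA2 lowered *Mmp12* by nearly the same amount, −3.42, and *Mmp8* by less, −1.96. The rises named by the rule were in the snoRNA genes *Rnu3b1* and *Rnu3b3* on chromosome 11, at least 146-fold higher with 9aa-Ins and at least 85.3-fold higher with GATA2. These near-identical copies share reads and had the same counts. *Rnu3b1* TPM with 9aa-Ins was 1810 in replicate 4 and 69.4 to 213 in the others, against 347 to 593 with GATA2, and the direct difference of 0.75 was not past the threshold (edgeR adjusted p = 0.479). The lower bound with 9aa-Ins is computed from a mean that replicate 4 raises, so it depends on that replicate. The values of both genes are uncertain, so the 2 lower bounds cannot be ranked.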

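In the opposite view, 1612 genes passed the limits with GATA2 and not with 9aa-Ins in the same direction, 916 of them activated and 696 repressed by GATA2. The direct comparison of hi–77-/- 9aa-Ins with hi–77-/- GATA2 separated 1144 of the 1612 genes (71.0%) by at least 2-fold. 9aa-Ins changed 440 of the 1612 in the direction of GATA2 with an edgeR adjusted p under 0.05 and less than 2-fold. These were 178 of the activated genes (19.4%) and 262 of the repressed genes (37.6%). Among the 530 genes regulated by both, 199 still differed by at least 2-fold between hi–77-/- 9aa-Ins and hi–77-/- GATA2. Of the 525 gene symbols in Supplemental Table 1, 517 were among the 530. Restricting the test to genes with TPM of at least 1 moved the number shared by GATA2 and 9aa-Ins most, to 208. Of 382 genes repressed by both, 334 remained repressed by both after the subtraction of the hi–77+/+ share, and of the 60 that were at least 2-fold higher in hi–77+/+ empty, 19 did.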

As GATA2 and 9aa-Ins regulated 525 genes, 9aa-Ins retained activity to regulate a minority of GATA2-regulated genes (Supplemental Table 1). To identify 9aa-Ins–regulated genes, we excluded genes with low expression (transcripts per million [TPM] <1 in any replicate of hi–77^–/–^ GATA2 for activation; hi–77^–/–^ empty for repression) and compared fold change of hi–77^–/–^ empty versus hi–77^–/–^ GATA2 and hi–77^–/–^ empty versus hi–77^–/–^ 9aa-Ins (Figure 2C). 

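Retention was computed for each shared gene as the linear fold change with 9aa-Ins divided by that with GATA2, both relative to hi–77-/- empty. Genes had TPM of at least 1 in all 4 hi–77-/- GATA2 replicates for activation or all 4 hi–77-/- empty replicates for repression. The paper does not write the formula out. Over 80 activated genes, mean retention was 65.7%, the median was 59.7%, and the middle 50% of genes lay between 21.3 and 95.4%. Retention was above 100% for 18 of them. Over 140 repressed genes, mean retention was 56.9%, the median was 51.2%, and the middle 50% lay between 30.4 and 77.1%, with 13 genes above 100%. Computed for each 9aa-Ins replicate separately, mean retention was 66.6 ± 18.0% (SD, n = 4) for activated and 59.7 ± 1.66% (SD, n = 4) for repressed genes. The activated and repressed means therefore lie within the replicate spread of the activated mean. These genes were selected for a 2-fold change with 9aa-Ins. Over all GATA2-regulated genes that pass the TPM minimum, 579 activated and 466 repressed, the mean ratio of log2 fold changes was 11.8% and 32.4%, the alternative that moved retention most.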

Of 215 genes, 79 were activated and 136 were repressed at 65% and 56%, respectively, of the level conferred by GATA2 (Figure 2C and Supplemental Figure 2B). Principal component analysis (PCA) demonstrated high data reproducibility (Figure 2D).

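Distances between samples were taken as the leading log2 fold changes over the 500 genes that differ most within each pair, from TMM-normalized log2 CPM. The first dimension held 44.1% and the second 34.2% of the variance. Replicates of the same group lay 1.41 to 2.21 apart, with a median of 1.61. The median distance from hi–77-/- empty was 4.71 to hi–77+/+ empty, 4.32 to hi–77-/- GATA2 and 2.40 to hi–77-/- 9aa-Ins. The shortest distance between a hi–77-/- empty and a hi–77-/- 9aa-Ins replicate was 2.32, which exceeds the longest distance between replicates of any group. hi–77-/- 9aa-Ins replicates were the most spread, at 1.55 to 2.21, and hi–77-/- GATA2 replicates the least, at 1.41 to 1.52.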

Since ectopic transcription factor activities may be significant (Figure 2A, model 4; and Supplemental Table 2), we tested whether the ectopic activity at 414 genes versus normal GATA2 activity was detected with *P* values from 0.01 to 0.1. As 47% of ectopically activated genes were retained at *P* = 0.1, and 40% of ectopically repressed genes at *P* = 0.01 (Figure 2E), ectopically 9aa-Ins–regulated genes emerged irrespective of stringency. 

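At an edgeR adjusted p limit of 0.05, 129 of 277 9aa-Ins–activated genes were not GATA2-activated, a share of 46.6% (95% Wilson interval 40.8 to 52.5%). For repression, the share was 283 of 665 genes, 42.6% (95% Wilson interval 38.9 to 46.3%). At a limit of 0.01 there were 327 such genes, and the shares were 47.7% and 39.6%. At a limit of 0.1 there were 454, and the shares were 46.2% and 43.9%. Of the 412 genes at 0.05, 314 were also ectopic at 0.01 and 408 at 0.1. The fold minimum was kept at each of the 10 limits, so these shares show the effect of the adjusted p alone. The subtraction of the hi–77+/+ share moved the activated share most, to 35.5%, below the repressed share of 36.3% in that setting, and glmTreat against a 2-fold change moved the repressed share most, to 29.2%. Of the 283 ectopically repressed genes, 201 remained 9aa-Ins–repressed after the subtraction. Of the 112 among them that were at least 2-fold higher in hi–77+/+ empty, 37 did.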

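GATA2 raised 1064 genes and lowered 1078 genes by at least 2-fold relative to hi–77-/- empty. Which number was larger depended on the settings, with 1033 raised and 1108 lowered in DESeq2, 1436 raised and 1270 lowered without a count filter, and 743 raised and 680 lowered with glmTreat against a 2-fold change. By the naming rule, the largest falls were in *Gfra2* (chromosome 14, 70890120 to 70979838), with a log2 fold change of −6.43 (SE 0.21, edgeR adjusted p = 1.74e-15), and *Vpreb3* (chromosome 10, 75943057 to 75949657), with −5.94 (SE 0.18, edgeR adjusted p = 7.43e-16). The rises named by the rule were in *Heph* (chromosome X, 96455359 to 96574485) and *Tpsb2* (chromosome 17, 25366305 to 25369098). Their hi–77-/- empty replicates all had at most 3 counts, so the rises are given as at least 365-fold for *Heph* and at least 231-fold for *Tpsb2*, and their rank among the rises is uncertain.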

Although GATA2-dependent repression is not understood, a similar number of genes were GATA2-activated (1,061 genes) and -repressed (1,077 genes), resembling GATA1 in erythroid cells (60, 61). GATA1-regulated genes, e.g., heme biosynthetic enzymes, hemoglobin subunits, and cytoskeletal components (16, 61–66), were not GATA2-regulated. 

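The paper names no genes for this group. A list of 26 mouse genes for heme biosynthesis, hemoglobin subunits and the erythroid membrane skeleton was fixed before testing, and 15 of them passed the count filter. The 11 others, among them *Hba-a1*, *Hba-a2*, *Slc4a1*, *Epb42* and *Ank1*, were too low for a test in these progenitors. GATA2 raised 4 of the 15 by at least 2-fold, whether p was adjusted over all genes or over the list alone, and changed all 15 with an edgeR adjusted p under 0.05 at some fold. *Hbb-bt* (chromosome 7, 103812524 to 103813996) rose from 3.91 ± 0.69 to 48.4 ± 7.83 TPM (SD, n = 4), a log2 fold change of 3.51 (SE 0.10, edgeR adjusted p = 3.41e-16). *Hbb-bs* (chromosome 7, 103826534 to 103828096), a near-identical paralog that can share reads with it, rose from 0.68 ± 0.20 to 8.24 ± 1.54 TPM (SD, n = 4; log2 fold change 3.47). Its TPM with 9aa-Ins was 0.39 in replicate 4 and 0 in the others. *Alas2* (chromosome X, 150547375 to 150570638) was 1.27 ± 0.35 TPM (SD, n = 4) with GATA2, at least 31.9-fold above hi–77-/- empty, where no replicate had more than 3 counts. With 9aa-Ins it was 0.04 TPM in replicate 1 and 0 in the others.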

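The remaining 11 tested genes changed less than 2-fold with GATA2, from a log2 fold change of −0.68 for *Add2* to 0.94 for *Cpox*. The number of the list changed by GATA2 was 8 without a count filter, the alternative that moved it most, and 3 with genes of TPM at least 1.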

One hundred forty-four of the 1,061 GATA2-activated genes (14%) were 9aa-Ins–activated, and 381 of 1,077 GATA2-repressed genes (35%) were 9aa-Ins–repressed. 

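9aa-Ins activated 148 of the GATA2-activated genes, which is 13.9%, and repressed 382 of the GATA2-repressed genes, which is 35.4%. The 9aa-Ins list held more repressed than activated genes, 665 against 277. For each GATA2-regulated gene, the log2 fold change with 9aa-Ins was divided by that with GATA2, so that 0 stands for no change with 9aa-Ins and 1 for the change with GATA2. The median ratio was 0.056 for GATA2-activated genes, with quartiles of −0.19 and 0.37, and 0.39 for GATA2-repressed genes, with quartiles of 0.16 and 0.63. 9aa-Ins changed 452 GATA2-activated genes (42.5%) and 157 GATA2-repressed genes (14.6%) in the direction opposite to GATA2, at any size of change. After the subtraction of the hi–77+/+ share, the number activated by both was 267, of which 62 had at most 3 counts left in each hi–77-/- empty replicate.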

Analysis with *P* values from 0.01 to 0.1 revealed that the insertion impaired a greater percentage of activated versus repressed genes (86.4% of GATA2-activated genes were not 9aa-Ins–activated; 64.6% of GATA2-repressed genes were not 9aa-Ins–repressed; *P* = 9.1 × 10^–5^) (Figure 2F). 

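By the calls at an edgeR adjusted p under 0.05, 86.1% of GATA2-activated genes were not 9aa-Ins–activated (95% Wilson interval 83.9 to 88.0%), and 64.6% of GATA2-repressed genes were not 9aa-Ins–repressed (95% Wilson interval 61.7 to 67.4%). The difference was 21.5 percentage points (Fisher's exact test over genes, 2-sided, p = 1.92e-31). Genes are not independent replicates, so this p describes the gene lists and not the 4 cultures. Over 10 adjusted p limits from 0.01 to 0.1, the shares ranged from 85.0 to 87.6% and from 63.7 to 66.7%. Without a fold minimum for 9aa-Ins, 69.4% of activated genes (95% Wilson interval 66.5 to 72.1%) and 40.3% of repressed genes (37.4 to 43.2%) were not changed in the direction of GATA2. By the calls with the fold minimum, the odds of impairment were 3.40 times as high for activated genes (95% confidence interval 2.74 to 4.21). Among the alternatives that kept the fold minimum, the subtraction of the hi–77+/+ share moved the activated share most, to 79.0%, and glmTreat against a 2-fold change moved the repressed share most, to 77.2%.

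**Figure D1:**
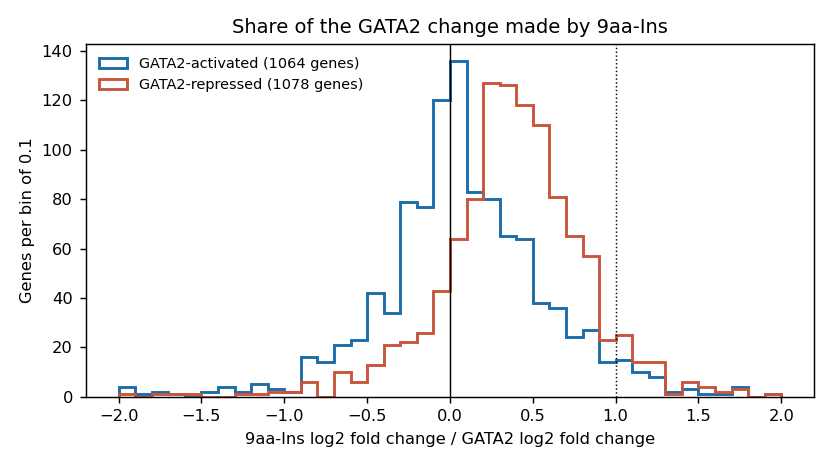
Number of GATA2-regulated genes (y axis) by the ratio of the log2 fold change with 9aa-Ins to that with GATA2, both against hi–77-/- empty (x axis, bins of 0.1 from −2 to 2), for 1064 GATA2-activated and 1078 GATA2-repressed genes. The solid line is at 0 (no change with 9aa-Ins) and the dotted line at 1 (the GATA2 change), and 5 activated genes and 1 repressed gene beyond the range are counted in the outermost bins. Activated genes centre near 0 and repressed genes lie to the right of them.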

Excluding genes with less than 1 TPM yielded identical conclusions (Supplemental Figure 2, C and D). Thus, without altering protein level and nuclear localization, zinc finger dislocation generated overt defects genome-wide.

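Keeping genes whose TPM was at least 1 in every replicate of a group being compared, 10458, 10540 and 10271 genes were tested for –77, GATA2 and 9aa-Ins. GATA2 then regulated 1048 genes, 558 activated and 490 repressed, and 9aa-Ins regulated 366, 132 activated and 234 repressed. The genes regulated by both numbered 60 activated and 148 repressed. In this set, 89.2% of GATA2-activated and 69.8% of GATA2-repressed genes were not 9aa-Ins–regulated in the same direction, 19.5 percentage points apart (Fisher's exact test over genes, 2-sided, p = 2.99e-15). The ectopic genes were 72 activated and 86 repressed, which is 54.5% of the 9aa-Ins–activated and 36.8% of the 9aa-Ins–repressed genes. The direct comparison of hi–77-/- 9aa-Ins with hi–77-/- GATA2 separated 94 of these 158 genes by at least 2-fold.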

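Over all 14008 tested genes, the root-mean-square log2 distance between replicates of the same group was 0.35 to 0.56, with a median of 0.39. The median distance was 1.09 between hi–77-/- empty and hi–77-/- GATA2 (1.06 to 1.13), 0.64 between hi–77-/- empty and hi–77-/- 9aa-Ins (0.61 to 0.79), and 1.01 between hi–77-/- 9aa-Ins and hi–77-/- GATA2 (0.98 to 1.07). For each 9aa-Ins replicate, the log2 change from the hi–77-/- empty mean was divided by the GATA2 change and the median taken over genes. It was 3.66 ± 1.72% (SD, n = 4) over GATA2-activated genes and 41.6 ± 3.97% (SD, n = 4) over GATA2-repressed genes. The 2 values did not overlap in any replicate, but an exact sign-flip test of 4 replicates (2-sided) cannot reach a p under 0.05. *Gata2* transcripts, endogenous and retroviral together, were lower with 9aa-Ins than with GATA2, by a log2 fold change of −0.64 (SE 0.10, edgeR adjusted p = 2.96e-05).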

### Inter–zinc finger spacing constraints for activation versus repression.

To establish whether the 9aa insertion is uniquely deleterious or whether smaller spacing alterations are inhibitory, we quantified expression of GATA2-activated (*Hdc*, *Gata1*, *Il1rl1*, *Csf2rb*) or -repressed (*Irf8*, *Tifab*, *Il6ra*, *Il6st*) genes detected by RNA-Seq (Figure 3A). Using the rescue assay, we compared activities of GATA2 and 2, 4, 6, 8, and 9aa variants to activate and repress transcription. Quantitative reverse transcriptase PCR (qRT-PCR) analysis with GATA2-expressing hi–77^–/–^ cells confirmed *Hdc*, *Gata1*, *Il1rl1*, and *Csf2rb* activation and *Irf8*, *Tifab*, *Il6ra*, and *Il6st* repression. 9aa-Ins was largely defective. Whereas the 8, 6, and 4aa variants were defective in activating *Hdc*, *Gata1*, *Il1rl1*, and *Csf2rb* expression, the 2aa variant was active. The 6, 4, and 2aa variants shared GATA2 activity to repress *Irf8*, *Tifab*, *Il6ra*, and *Il6st*, differing from 8aa, which resembled the defective 9aa-Ins. Although 6aa reduced GATA2-mediated activation by more than 50%, it repressed GATA2 target genes by at least 50% (Figure 3B). GATA2-mediated activation was reduced by insertions ≥2aa, whereas repression tolerated ≤6aa insertions. These results illustrate how variants can disrupt certain molecular processes, while sparing others.

### Leveraging a GATA2 pathogenic variant to elucidate how GATA2 controls genome function.

9aa-Ins could not establish the GATA2-dependent transcriptome, yet it retained some capacity to regulate select GATA2 target genes (Figure 4A). To unveil pathways/networks important for hematopoiesis, we stratified DEGs from hi–77^–/–^ empty versus hi–77^–/–^ GATA2 and hi–77^–/–^ empty versus hi–77^–/–^ 9aa based on regulatory attributes and Gene Ontology to yield: I, GATA2-activated; I.I, GATA2- and 9aa-activated; I.II, only GATA2-activated; II, GATA2-repressed; II.I, GATA2- and 9aa-repressed; II.II, only GATA2-repressed; III, ectopically activated (9aa-Ins–activated but not GATA2-activated); IV, ectopically repressed (9aa-Ins–repressed but not GATA2-repressed) (Figure 4A). 

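Of 3 genes related to G protein–coupled receptor signaling, GATA2 raised *Cnr2* (chromosome 4, 135895394 to 135920207) from 3.49 ± 0.66 to 15.1 ± 1.33 TPM (SD, n = 4), a log2 fold change of 2.03 (SE 0.06, edgeR adjusted p = 1.62e-16). With 9aa-Ins the change was 0.72 (SE 0.06, edgeR adjusted p = 6.24e-09), and 1.28 after the subtraction of the hi–77+/+ share, which would pass the 2-fold minimum. *S1pr1* (chromosome 3, 115710433 to 115715072) rose by 1.56 with GATA2 (SE 0.10, edgeR adjusted p = 3.34e-11) and changed by −0.998 with 9aa-Ins. *S1pr4* (chromosome 10, 81497747 to 81500132) rose by 1.09 with GATA2 and by 0.78 with 9aa-Ins, and the direct difference of −0.31 was not past the threshold (SE 0.14, edgeR adjusted p = 0.0701).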

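All 5 innate immune genes tested fell at least 2-fold with GATA2, and 3 of them with 9aa-Ins, with p adjusted over all genes or over the 5 alone. *Irf8* (chromosome 8, 120736358 to 120756694) fell from 11.6 ± 2.55 to 0.23 ± 0.07 TPM (SD, n = 4), a log2 fold change of −5.76 (SE 0.13, edgeR adjusted p = 5.64e-18). With 9aa-Ins it fell to 3.77 ± 0.47 TPM (SD, n = 4), a change of −1.54. *Tlr1* (chromosome 5, 64924679 to 64933563) changed by −4.25 with GATA2 and −2.95 with 9aa-Ins, and the direct difference was 1.30 (SE 0.31, edgeR adjusted p = 0.00144). *Tlr6* (chromosome 5, 64952031 to 64960097) changed by −1.46 with GATA2 and −0.58 with 9aa-Ins. *Tlr7* (chromosome X, 167304929 to 167330558), at 0.12 ± 0.03 TPM (SD, n = 4) in hi–77-/- empty, was at least 8.0-fold lower with GATA2, where no replicate had more than 3 counts, and changed by −1.85 with 9aa-Ins. *Il7* (chromosome 3, 7569994 to 7613760), at 0.225 ± 0.10 TPM (SD, n = 4), changed by −2.59 with GATA2 (SE 0.40, edgeR adjusted p = 1.81e-05). Its change with 9aa-Ins was 0.04 (SE 0.32, edgeR adjusted p = 0.938), and its sign turned with the subtraction of the hi–77+/+ share, to −0.171.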

The 9aa insertion impaired GATA2-mediated activation of genes related to G protein–coupled receptor signaling (e.g., *Cnr2*, *S1pr1*, *S1pr4*) and repression of innate immune genes (e.g., *Irf8*, *Tlr1*, *Tlr6*, *Tlr7*, *Il7*) (Figure 4B and Supplemental Figure 3). 9aa-Ins– but not GATA2-regulated genes (ectopic) did not reveal mechanistic insights. 9aa-Ins retained some activity to repress GATA2-repressed genes, including *Tgfa*, *Vwf*, *Fn1*, and *Tgfb3*, which mediate cell adhesion, wound healing, axon guidance, and collagen catabolic process (Figure 4B and Supplemental Figure 3), as well as the B-lineage genes *Pax5*, *Rag1*, and *Rag2* (Supplemental Table 1).

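All 7 of these genes fell at least 2-fold with GATA2 and with 9aa-Ins, with p adjusted over all genes or over the 7 alone. *Tgfb3* (chromosome 12, 86056745 to 86079041) changed by −4.83 with GATA2 and −3.45 with 9aa-Ins on the log2 scale, and the direct difference of 1.38 was not past the threshold (SE 0.57, edgeR adjusted p = 0.0504). With each replicate left out in turn, the GATA2 change of *Tgfb3* ranged from −5.995 to −4.469. Its TPM with GATA2 was 0.11 in replicate 4 and 0 to 0.03 in the others. *Vwf* (chromosome 6, 125546774 to 125686679) changed by −3.73 with GATA2 and −1.97 with 9aa-Ins. *Fn1* (chromosome 1, 71585520 to 71653200) changed by −1.83 with GATA2 and by −2.24 with 9aa-Ins (SE 0.08, edgeR adjusted p = 6.96e-14). *Tgfa* (chromosome 6, 86195223 to 86275719) changed by −2.72 (SE 0.32, edgeR adjusted p = 4.4e-07) and −1.26 (SE 0.27, edgeR adjusted p = 0.00105). Both *Tgfa* and *Fn1* were higher in hi–77+/+ empty than in hi–77-/- empty, at 1.35 ± 0.20 against 0.198 ± 0.01 TPM and 7.44 ± 1.11 against 3.02 ± 0.65 TPM (SD, n = 4). After the subtraction of the hi–77+/+ share, 0 counts of *Tgfa* were left in every hi–77-/- empty replicate, so no change can be given for it, while the changes of *Fn1* were −2.53 and −3.91. *Pax5* (chromosome 4, 44524757 to 44710487) changed by −5.61 with GATA2 and −2.24 with 9aa-Ins. One replicate stood apart from its group for *Pax5*, at 0.07 TPM with GATA2 (others 0.13 to 0.14) and 1.24 TPM with 9aa-Ins (others 0.72 to 0.76). *Rag1* (chromosome 2, 101638282 to 101649501) changed by −4.98 and −2.98, and *Rag2* (chromosome 2, 101624718 to 101632529) by −2.24 and −1.39.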

–77 deletion reduced *Gata2* expression 4.4-fold. 

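*Gata2* TPM was 22.2 ± 2.61 in hi–77+/+ empty and 5.59 ± 1.18 in hi–77-/- empty (SD, n = 4). The log2 fold change was −2.14 (SE 0.11, edgeR adjusted p = 2.89e-12), and every hi–77+/+ empty replicate was above every hi–77-/- empty replicate (exact permutation test on log2 of TPM + 0.1, 2-sided, p = 0.0286, the smallest p that 4 against 4 replicates allow). With each replicate left out in turn, it stayed between −2.17 and −2.08. It was −3.81 after the subtraction of the hi–77+/+ share, the alternative that moved it most. With retroviral GATA2, total *Gata2* transcripts were 32.5 ± 2.52 TPM (SD, n = 4), a log2 fold change of 2.46 (edgeR adjusted p = 2.92e-13). With 9aa-Ins they were 18.9 ± 4.93 TPM (SD, n = 4), a log2 fold change of 1.83 (edgeR adjusted p = 1.12e-10).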

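By fold change and edgeR adjusted p, 967 genes were lower and 1125 higher in hi–77-/- empty than in hi–77+/+ empty. Across the 16 fits that each left out one replicate, these numbers ranged from 945 to 1008 and from 1135 to 1220. Any other difference between the hi–77+/+ and hi–77-/- cells enters this comparison and cannot be told apart from the loss of –77. The largest falls by the naming rule were in *Maoa* (chromosome X, 16619698 to 16687818), from 5.16 ± 0.44 to 0.278 ± 0.08 TPM (SD, n = 4; log2 fold change −4.38), and *Cma1* (chromosome 14, 55941451 to 55944675), from 6.08 ± 1.45 to 0.593 ± 0.11 TPM (SD, n = 4; log2 fold change −3.50). The rises named by the rule were in *Arap2* (chromosome 5, 62602445 to 62766159) and the noncoding *Xist* (chromosome X, 103460366 to 103483254). *Arap2* was 8.11 ± 0.57 TPM (SD, n = 4) in hi–77-/- empty, at least 991-fold above hi–77+/+ empty. *Xist*, which is transcribed from the inactive X chromosome of female cells, was listed at 0 TPM in all 4 hi–77+/+ empty replicates and was at least 4000-fold higher in hi–77-/- empty. Its TPM was 10.9 in hi–77-/- empty replicate 2 and 13.6 in the other 3.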

We identified –77-regulated genes by comparing transcriptomes of hi–77^–/–^ empty versus hi–77^+/+^ empty cells. –77 deletion revealed 960 –77-activated and 1,124 –77-repressed genes (Figure 2B and Figure 4C). 

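For *Hdc* (chromosome 2, 126593667 to 126619299), the log2 fold change without –77 was −2.13 (SE 0.06, edgeR adjusted p = 4.49e-16), and that with GATA2 in hi–77-/- cells was 4.39 (SE 0.07, edgeR adjusted p = 5.88e-20). Its TPM was 210.0 ± 23.2 in hi–77+/+ empty, 53.0 ± 10.4 in hi–77-/- empty and 1184 ± 123 in hi–77-/- GATA2 (SD, n = 4). *Gata1* (chromosome X, 7959260 to 7978071) changed by −2.37 without –77 and by 5.08 with GATA2 (SE 0.10 for both). *Il1rl1* (chromosome 1, 40429570 to 40465415) changed by −2.29 and 5.73, and *Csf2rb* (chromosome 15, 78325752 to 78353847) by −1.29 and 2.90. In each of these 4 genes the level with GATA2 exceeded that in hi–77+/+ empty. *Irf8* rose by 3.94 without –77 (SE 0.11, edgeR adjusted p = 2.59e-16). *Tifab* (chromosome 13, 56173704 to 56178885) rose by 2.37 and fell with GATA2, at −3.60 (SE 0.04, edgeR adjusted p = 4.18e-21). *Il6ra* (chromosome 3, 89864059 to 89913196) rose by 2.28 and changed by −3.94 with GATA2. *Il6st* (chromosome 13, 112464070 to 112510086) had at most 3 counts in every hi–77+/+ empty replicate and was at least 245-fold higher in hi–77-/- empty. With GATA2 its log2 fold change was −2.10 (SE 0.11, edgeR adjusted p = 1.73e-12), to 0.593 ± 0.11 TPM (SD, n = 4) and not to the hi–77+/+ empty level.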

Many –77-activated (*Hdc*, *Gata1*, *Il1rl1*, *Csf2rb*) and -repressed (*Irf8*, *Tifab*, *Il6ra*, *Il6st*) genes (Figure 4C, plot I) were GATA2-activated and -repressed upon rescue (Figure 4C, plot II). 9aa-Ins was impaired in activating and repressing these genes (Figure 4C, plot III), and at most genes, it was less active than GATA2 (Figure 4C, plot IV). These analyses established the GATA2 contribution to the progenitor transcriptome and extreme differences between GATA2 and 9aa-Ins.

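With 9aa-Ins, *Hdc* rose by a log2 fold change of 1.50 (SE 0.06, edgeR adjusted p = 3.22e-13) and was lower than with GATA2, at −2.89 (SE 0.06, edgeR adjusted p = 6.67e-18). *Gata1* was −0.74 relative to hi–77-/- empty (SE 0.13, edgeR adjusted p = 9.92e-05) and −5.83 relative to GATA2. *Il1rl1* was −0.77 (SE 0.08, edgeR adjusted p = 2.37e-07) and −6.50. Neither fall with 9aa-Ins reached 2-fold, and with the subtraction of the hi–77+/+ share no difference was detected for *Gata1* (0.595, edgeR adjusted p = 0.318) or *Il1rl1* (0.435, edgeR adjusted p = 0.249). *Csf2rb* was −2.98 relative to GATA2 (SE 0.05, edgeR adjusted p = 7.84e-20). *Irf8* remained 4.22 above the level with GATA2 (SE 0.13, edgeR adjusted p = 1.27e-15). *Tifab* changed by −0.58 with 9aa-Ins and was 3.01 above the level with GATA2. *Il6ra* was 3.12 above the level with GATA2 (SE 0.11, edgeR adjusted p = 4.92e-15), and *Il6st* 0.88 (SE 0.11, edgeR adjusted p = 1.03e-06), which is less than 2-fold. Across the 16 fits that each left out one replicate, each of these 8 direct differences kept its sign.

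**Figure D2:**
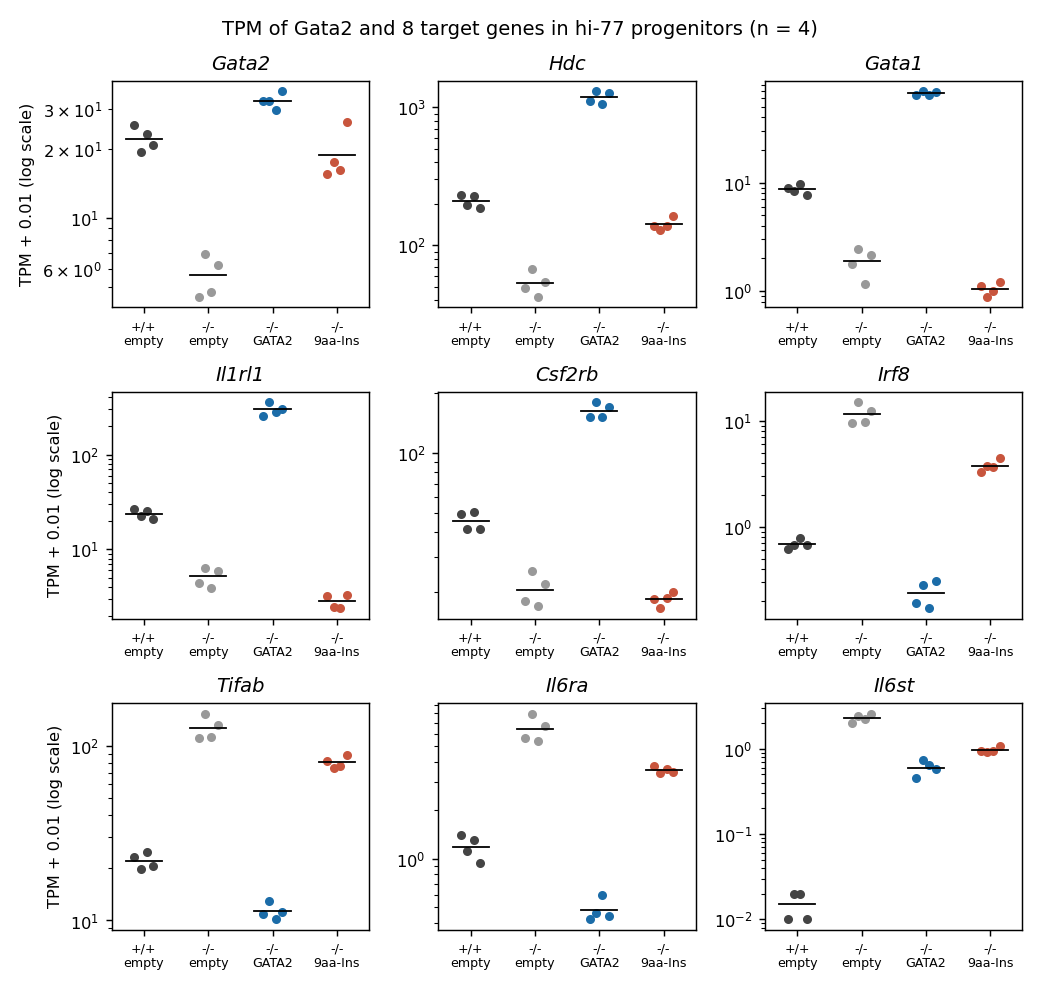
TPM + 0.01 (y axis, log scale) of *Gata2*, *Hdc*, *Gata1*, *Il1rl1*, *Csf2rb*, *Irf8*, *Tifab*, *Il6ra* and *Il6st* in the 4 groups (x axis). Each point is a replicate (n = 4 per group) and each line the mean. *Hdc* is near 142 TPM with 9aa-Ins, between hi–77-/- empty and hi–77-/- GATA2, whereas *Gata1* and *Il1rl1* with 9aa-Ins have means below hi–77-/- empty.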

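Compared directly, hi–77-/- 9aa-Ins and hi–77-/- GATA2 differed in 1802 genes by at least 2-fold with an edgeR adjusted p under 0.05, 727 higher and 1075 lower with 9aa-Ins. At any fold, 7401 genes had an adjusted p under 0.05. Across the 16 fits that each left out one replicate, the number ranged from 1802 to 1873, and with genes of TPM at least 1, which moved it most, it was 882. By the naming rule, *Ptpn13* (chromosome 5, 103425192 to 103598303) was at least 2010-fold lower with 9aa-Ins, from 18.4 ± 1.59 TPM (SD, n = 4) with GATA2. *Tpsb2* was at least 224-fold lower, from 18.1 ± 2.01 TPM (SD, n = 4). *Stfa1* (chromosome 16, 36276951 to 36285373) was higher with 9aa-Ins, at 38.0 ± 2.48 against 0.438 ± 0.16 TPM (SD, n = 4; log2 fold change 6.66, edgeR adjusted p = 7.69e-14). It belongs to a family of near-identical genes that can share reads, so its value is uncertain. *Nrp1* (chromosome 8, 128358604 to 128503363) was 7.03 ± 0.32 against 0.205 ± 0.01 TPM (SD, n = 4; log2 fold change 5.26, edgeR adjusted p = 8.79e-19). From these comparisons, the paper concludes that GATA2 contributes to the progenitor transcriptome and that GATA2 and 9aa-Ins differ greatly in what they regulate.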

Since 9aa-Ins was compromised in activating and repressing many loci, ATAC-Seq (assay for transposase-accessible chromatin using sequencing) was used to ask whether 9aa-Ins is defective in remodeling of chromatin or in steps after chromatin regulation. Integrating ATAC-Seq and RNA-Seq data linked differentially accessible peaks to DEGs. Peaks were called in the 4 replicates by MACS2 (Model-Based Analysis of ChIP-Seq), and Irreproducible Discovery Rate (IDR) was used to identify 44,733 reproducible (master) peaks. PCA of peaks across the samples confirmed reproducibility and definitive separation among the samples (Figure 5A). Using DESeq2, differentially accessible ATAC-Seq peaks were determined by amalgamation of overlapping peaks from the replicates of hi–77^–/–^ empty, hi–77^–/–^ GATA2, and hi–77^–/–^ 9aa-Ins. Differentially accessible peaks in hi–77^–/–^ GATA2 and hi–77^–/–^ 9aa-Ins were defined as |log_2_(fold change)| > 1 and adjusted *P* value < 0.05 relative to hi–77^–/–^ empty.

To test whether GATA2-mediated activation and repression similarly involve chromatin remodeling, we analyzed ATAC-Seq peaks at GATA2-regulated genes by accessibility and magnitude of changes. At GATA2-activated and -repressed loci, we parsed differential peaks by accessibility and assigned them to the nearest DEG (Supplemental Methods). Analyzing differentially regulated peaks in hi–77^–/–^ GATA2/hi–77^–/–^ empty revealed peaks linked to 559 GATA2-activated and 436 GATA2-repressed DEGs (Figure 5B). GATA2-mediated activation (559 genes) more frequently involved chromatin opening versus closing (35% versus 8.6%), while GATA2-mediated repression (436 genes) more frequently involved closing versus opening (40% versus 5.0%). The proportion of GATA2-activated genes with opening was comparable to that of GATA2-repressed genes with closing (35% versus 40%).

To compare GATA2 and 9aa-Ins activities to remodel chromatin, we quantified chromatin changes at 1,613 DEGs that were exclusively GATA2-regulated (917 activated and 696 repressed) (Figure 2B). Normalized ATAC-Seq peak signals from 439 genes activated by GATA2, but not 9aa-Ins, increased significantly (Figure 5C; Wilcoxon’s rank sum test *P* value < 2.1 × 10^–41^). Normalized peak signals from 274 genes repressed by GATA2, but not 9aa-Ins, decreased significantly (Wilcoxon’s rank sum test *P* < 2.0 × 10^–23^). The analysis at promoters (–2 kb to +100 bp) yielded similar conclusions (Supplemental Figure 4A).

As 9aa-Ins was defective in activating and repressing most GATA2-regulated genes, we asked whether 9aa-Ins failed to remodel chromatin. Analyzing differentially accessible peaks in hi–77^–/–^ GATA2/hi–77^–/–^ empty and hi–77^–/–^ 9aa-Ins/hi–77^–/–^ empty revealed 62 GATA2- and 9aa-Ins–activated and 137 GATA2- and 9aa-Ins–repressed genes (Figure 5B). The proportion of 21 mutually activated genes with chromatin opening was only 3.8% of 559 GATA2-activated genes. Thirty-two mutually repressed genes with chromatin closing constituted 7.3% of 436 GATA2-repressed genes. The 21 mutually activated genes with chromatin opening and 32 mutually repressed genes with chromatin closing represented 34% and 23% within their cohort of mutually regulated genes. Comparison of GATA2-activated with mutually activated genes revealed a similar proportion of genes (35% vs. 34%) with chromatin opening (proportion test *P* < 0.08193). Comparison of GATA2-repressed with mutually repressed genes revealed a decreased proportion of genes (40% vs. 23%) with chromatin closing (proportion test *P* < 1.495 × 10^–6^). 9aa-Ins retained activity at a minority of loci.

To quantify chromatin changes, we analyzed 525 DEGs (144 activated and 381 repressed) that were GATA2- and 9aa-Ins–regulated (Figure 2B). Sixty activated and 128 repressed genes harbored differential peaks. ATAC-Seq data from 60 GATA2- and 9aa-Ins–activated genes revealed chromatin opening by GATA2 (*P* < 8.737 × 10^–9^) and 9aa-Ins (*P* < 7.502 × 10^–8^), while ATAC-Seq data from 128 GATA2- and 9aa-Ins–repressed genes revealed chromatin closing by GATA2 (*P* < 8.875 × 10^–15^) and 9aa-Ins (*P* < 1.337 × 10^–7^). Peak signals from promoters yielded similar conclusions (Supplemental Figure 4A). Since GATA2 and 9aa-Ins remodeled chromatin similarly at mutually regulated genes, we assessed whether 9aa-Ins defect in transcriptional regulation is linked to its inability to open or close chromatin at genes regulated by GATA2, but not 9aa-Ins. We compared hi–77^–/–^ GATA2/hi–77^–/–^ empty versus hi–77^–/–^ 9aa-Ins/hi–77^–/–^ empty ATAC-Seq data from 439 exclusively GATA2-activated and 274 exclusively GATA2-repressed genes (Figure 5C). In 439 exclusively GATA2-activated genes, 9aa-Ins–mediated chromatin opening was attenuated relative to GATA2 (*P* < 3.031 × 10^–5^). In 274 exclusively GATA2-repressed genes, 9aa-Ins–mediated chromatin closing was attenuated (*P* < 4.081 × 10^–10^) (Figure 5C). Similar conclusions emerged from promoter analyses (Supplemental Figure 4A). 9aa-Ins was defective in regulating chromatin at genes exclusively regulated by GATA2.

 To test whether 9aa-Ins regulates chromatin at ectopic loci, ATAC-Seq peaks were linked to 414 ectopically regulated genes (132 activated, 282 repressed) (Figure 2B). ATAC-Seq analysis with hi–77^–/–^ 9aa-Ins/hi–77^–/–^ empty, but not hi–77^–/–^ GATA2/hi–77^–/–^ empty, revealed 78 ectopically activated and 83 ectopically repressed genes (Figure 5B). Fifty-five of 78 genes (70%) that were only activated by 9aa-Ins exhibited chromatin opening, and 13 of the 83 genes (16%) only repressed by 9aa-Ins exhibited chromatin closing. Analysis of 74 ectopically activated genes revealed increased accessibility (*P* < 7.502 × 10^–8^), while peaks at 77 ectopically repressed genes revealed reduced accessibility (*P* < 1.337 × 10^–7^) (Figure 5C). At select loci in which 9aa-Ins uniquely controlled transcription, it ectopically regulated chromatin.

Motif analysis was conducted with 560 and 557 differentially accessible peaks linked to GATA2-activated and -repressed genes, respectively (not 9aa-Ins–regulated). The GATA2-binding WGATAR motif was enriched in ATAC-Seq peaks at activated loci (Figure 5D) and underrepresented in peaks from repressed loci (Figure 5D), which was unpredictable since GATA2-dependent repression mechanisms are not established. De novo motif finding from enrichment (Supplemental Figure 4B) and discriminative (Supplemental Figure 4C) analyses yielded similar results. ETS motifs were enriched at sites within GATA2-repressed loci (Figure 5D) to a greater extent than GATA2-activated loci (Supplemental Figure 4C).

As WGATAR was enriched at GATA2-activated loci, we asked whether E-box–spacer–WGATAR composite elements and double WGATAR motifs were also enriched. We identified sequences with 6- to 14-bp spacers between E-box and WGATAR and up to 5 bp spacer between 2 WGATARs. Composite elements resided at 11.3% and 6.46% and double WGATAR motifs at 1.25% and 0.72% of ATAC-Seq peaks at GATA2-activated and -repressed loci, respectively.

Given the ETS motif enrichment at GATA2-repressed loci, and ETS protein activation functions (67), we tested whether GATA2 downregulates genes encoding ETS factors. While 15 of 26 ETS factors (*Erg*, *Etv3*, *Etv4*, *Etv5*, *Etv6*, *Elf1*, *Elf2*, *Elf4*, *Elk1*, *Elk3*, *Elk4*, *Ets2*, *Gabpa*, *Spi1*, *Fli1*) were expressed (TPM ≥1 in all conditions) in progenitors, GATA2 and 9aa-Ins did not alter their expression (Supplemental Table 3).

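Of the 26 genes in Supplemental Table 3, 16 passed the count filter, and the 15 named here had a mean TPM of at least 1 in each of the 4 groups. Among the 15, GATA2 raised 2 and lowered 1 by at least 2-fold, whether p was adjusted over all genes or over the 15 alone. *Etv4* (chromosome 11, 101769742 to 101785371) rose from 2.39 ± 0.48 to 6.93 ± 0.70 TPM (SD, n = 4), a log2 fold change of 1.45 (SE 0.08, edgeR adjusted p = 6.86e-12). *Etv5* (chromosome 16, 22381309 to 22439719) rose from 5.77 ± 0.82 to 14.7 ± 2.09 TPM (SD, n = 4), by 1.25 (SE 0.05, edgeR adjusted p = 6.24e-14). *Elk3* (chromosome 10, 93247414 to 93311135) changed from 28.1 ± 4.88 to 15.4 ± 1.66 TPM (SD, n = 4), by −1.03 (SE 0.04, edgeR adjusted p = 6.29e-15). The other 12 changed less than 2-fold with GATA2, and 13 of the 15 had an edgeR adjusted p under 0.05 at some fold. With 9aa-Ins, all 15 changed less than 2-fold, and 10 had an edgeR adjusted p under 0.05 at some fold. The change of *Etv4* with 9aa-Ins, 0.02, turned negative under DESeq2, its size factors and the TPM minimum and was 1.251 after the subtraction of the hi–77+/+ share. With glmTreat against a 2-fold change, which moved the number most, 2 of the 15 were changed by GATA2.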

9aa-Ins regulated chromatin accessibility and activated or repressed a minority of GATA2-regulated genes (Figure 5B and Supplemental Table 1). Fifty-one differentially accessible ATAC-Seq peaks at GATA2- and 9aa-Ins–activated genes harbored fewer WGATAR motifs (Figure 5D) versus only GATA2-activated genes (Supplemental Figure 4C). Eighty-two differentially accessible peaks at GATA2- and 9aa-Ins–repressed genes harbored significantly fewer ETS motifs versus only GATA2-repressed loci (Figure 5D and Supplemental Figure 4C). Comparing motifs at loci regulated by exclusively GATA2, GATA2 and 9aa-Ins, or exclusively 9aa-Ins, enriched motifs (Figure 5D) were not detected from discriminative analyses (Supplemental Figure 4C) of 119 differentially accessible peaks at ectopically 9aa-Ins–activated genes and 63 differentially accessible peaks at ectopically 9aa-Ins–repressed loci.

To test whether defective transcriptional and chromatin regulation by 9aa-Ins involves impaired DNA binding, we generated recombinant GATA2 and 9aa-Ins double–zinc finger proteins in *E.* *coli*, purified to about 80% purity (Supplemental Figure 5A), and conducted electrophoretic mobility shift assay (EMSA). One-dimensional ^1^H NMR spectra detected comparable folding between WT and 9aa-Ins, with additional signals representing the inserted 9 aa residues; the zinc fingers were not destabilized (Supplemental Figure 5B). EMSA with increasing protein concentrations and probes harboring single WGATAR sequences (AGATAA or TGATAA) of the GATA2-activated *Kit* locus (–114 kb) or double GATA motif (GGATAAAGATC) (68) revealed that 9aa-Ins zinc fingers had reduced DNA binding capacity with TGATAA and double GATA probes. WT GATA2 fingers did not stably bind the AGATAA probe; although the oligonucleotide was bound, stable complexes were unresolved (Supplemental Figure 5C).

To establish whether the 9aa insertion affects chromatin occupancy, we conducted CUT&Tag with anti-HA antibody in hi–77^–/–^ cells expressing GATA2 or 9aa-Ins. Peaks were called with MACS3 and merged with HOMER mergePeaks (69) and Diffbind (70) (6,014 GATA2 and 1,051 9aa-Ins peaks; Supplemental Figure 6A). Linking CUT&Tag peaks to the nearest GATA2-regulated genes from RNA-Seq yielded 561 GATA2 and 35 9aa-Ins peaks at activated loci and 190 GATA2 and 27 9aa-Ins peaks at repressed loci (Supplemental Figure 6B). As only 33 GATA2 and 9aa-Ins peaks at activated loci and 20 peaks at repressed loci were detected, the 9aa insertion reduced occupancy at 94% (528 of 561) and 90% (170 of 190) of activated and repressed loci, respectively. ChIP-qPCR with hi–77^–/–^ cells expressing comparable HA-GATA2 and 9aa-Ins levels (Supplemental Figure 6C) confirmed the loss of 9aa-Ins occupancy (*Gata1* and *Hdc* promoters, *Kit* –114) (Supplemental Figure 6D). Comparison of activated versus repressed loci revealed a 3.0-fold increase in GATA2 occupancy sites at activated loci (561 vs. 190) (Supplemental Figure 6B), despite a similar WGATAR distribution at activated and repressed loci (363 of 561 peaks [69%] at activated loci and 104 of 190 peaks [61%] at repressed loci; 2-sample test for equality of proportions with continuity correction, *P* = 0.08).

At loci in which GATA2 remodeled chromatin, GATA2 occupied the GATA2-activated loci *Far2*, *Gata1*, *Hdc*, and *Kit* with differentially accessible ATAC-Seq peaks in hi–77^–/–^ GATA2/hi–77^–/–^ empty (Figure 6). GATA2 did not occupy the GATA2-repressed loci *Ifi209*, *Tifab*, *Nlrp1a*, and *Trem1* with ATAC-Seq peaks that were less accessible in hi–77^–/–^ GATA2/hi–77^–/–^ empty (Figure 6). 9aa-Ins lacked occupancy at these loci (Figure 6). The lack of chromatin occupancy at select repressed loci suggests that GATA2-regulated genome repression also occurs indirectly.

### GATA2 suppresses a lineage-diverting gene expression program.

To elucidate mechanisms underlying GATA2-mediated repression, we evaluated motifs enriched at GATA2-repressed loci. Motifs for the B-lineage developmental regulator EBF1 (38, 71, 72) were enriched at repressed loci (Figure 5D and Supplemental Figure 4C). 

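*Ebf1* lies on chromosome 11 from 44617317 to 45008091. Its TPM in the 4 hi–77+/+ empty replicates had a mean of 7.53 ± 0.88 (SD, n = 4), against 18.6 ± 2.61 (SD, n = 4) in hi–77-/- empty. It passed the count filter in all groups.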

*Ebf1* expression was low (7.5 TPM) in hi–77^+/+^ cells, as expected for a lymphopoiesis-driving gene. *Ebf1* expression was upregulated 2.5-fold in hi–77^–/–^ cells (*P* = 0.0002) (Figure 7A) and 4.0-fold in -77^–/–^ primary fetal liver progenitors (*P* = 0.028) (55). 

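In hi–77 cells, the mean TPM of *Ebf1* was 2.46 times as high in hi–77-/- empty as in hi–77+/+ empty. By expected counts with TMM normalization, which is not moved by the share of *Rn7s1* and *Rn7s2*, the log2 fold change was 1.16 (SE 0.05, edgeR adjusted p = 7.6e-14). Every hi–77-/- empty replicate was above every hi–77+/+ empty replicate (exact permutation test on log2 of TPM + 0.1, 2-sided, p = 0.0286, the smallest p that 4 against 4 replicates allow). Over the 16 fits with one replicate left out, the log2 fold change was 1.15 to 1.22.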

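With GATA2, *Ebf1* was 2.89 ± 0.24 TPM (SD, n = 4), a reduction of the mean by 84.4% relative to hi–77-/- empty. The log2 fold change was −2.77 (SE 0.05, edgeR adjusted p = 3.88e-19), with no overlap of replicates (exact permutation test on log2 of TPM + 0.1, 2-sided, p = 0.0286). With 9aa-Ins, *Ebf1* was 9.04 ± 0.79 TPM (SD, n = 4) and the log2 fold change −0.97 (SE 0.05, edgeR adjusted p = 4.4e-12), just under 2-fold. It was −1.15 after the subtraction of the hi–77+/+ share, past the 2-fold minimum. In the direct comparison *Ebf1* was 1.796 higher with 9aa-Ins than with GATA2 (SE 0.05, edgeR adjusted p = 2.64e-16).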

GATA2 expression in the rescue assay reduced *Ebf1* expression by 84% (*P* < 0.0001) (Figure 7A). 

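Among 7 B-lineage genes (*Ebf1*, *Igll1*, *Vpreb3*, *Pax5*, *Myl4*, *Rag1* and *Rag2*), all 7 were at least 2-fold higher without –77 and lower with GATA2, and 5 were lower with 9aa-Ins. Among 5 genes of B-lineage and myeloid cells (*Cd79a*, *Cd79b*, *Mef2c*, *Irf8* and *Tifab*), all 5 were higher without –77, 4 were at least 2-fold lower with GATA2 and 2 with 9aa-Ins. The counts were the same with p adjusted over each list alone. *Igll1* (chromosome 16, 16860671 to 16863985) rose from 9.03 ± 0.66 to 364 ± 39.9 TPM (SD, n = 4) without –77, a log2 fold change of 5.20 (SE 0.09, edgeR adjusted p = 1.47e-19), and changed by −1.77 with GATA2. With 9aa-Ins it changed by −0.26, with replicate 4 at 366 TPM and the others at 258 to 275. *Pax5* and *Vpreb3* had at most 3 counts in every hi–77+/+ empty replicate and were at least 451-fold and at least 243-fold higher in hi–77-/- empty. *Myl4* (chromosome 11, 104550663 to 104595753) changed by 5.72 without –77, −4.73 with GATA2 and −2.14 with 9aa-Ins. *Rag1* and *Rag2* rose by 7.79 and 2.03 without –77. *Mef2c* (chromosome 13, 83504034 to 83667080) changed by 6.54 without –77, −2.93 with GATA2 and −0.94 with 9aa-Ins, the last being −1.14 after the subtraction of the hi–77+/+ share. *Cd79a* (chromosome 7, 24897381 to 24902197) changed by −1.55 with GATA2 and −1.60 with 9aa-Ins, without a direct difference (−0.05, edgeR adjusted p = 0.84). *Cd79b* (chromosome 11, 106311341 to 106314762) rose by 4.56 without –77 and changed by −0.65 with GATA2 (SE 0.05, edgeR adjusted p = 2.4e-09), which is less than 2-fold.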

The genes upregulated in hi–77^–/–^ cells and repressed by GATA2 included a cohort with expression enriched in B-lineage cells (haemosphere.org) (*Ebf1*, *Igll1*, *Vpreb3*, *Pax5*, *Myl4*, *Rag1*, and *Rag2*), which are vital for B-lineage biology and B-lineage/myeloid genes (*Cd79a*, *Cd79b*, *Mef2c*, and *Irf8*) (Figure 7A). GATA2 occupied the *Ebf1* promoter and remodeled chromatin (Supplemental Figure 7). In pre–B cells, EBF1 occupied GATA2-regulated ATAC-Seq peaks at *Igll1*, *Vpreb3*, *Pax5*, *Cd79a*, and *Cd79b* (Supplemental Figure 7). To test whether elevated EBF1 suffices to activate B-lineage genes in progenitors, we expressed HA-EBF1 in hi–77^+/+^ cells. *Ebf1* transcripts were 6.5-fold higher in HA-EBF1–expressing versus control (empty vector) cells. *Gata2* transcripts were unchanged. HA-EBF1 increased expression of B-lineage (*Igll1*, *Vpreb3*, *Pax5*, *Myl4*) and B-lineage/myeloid genes (*Cd79a* and *Cd79b*) (Figure 7B).

PU.1 regulates B-lineage and myeloid genes and binds ETS motifs that exist at GATA2-repressed loci (Figure 5D and Supplemental Figure 4C). GATA2-PU.1 antagonism can determine myeloid fate (73–75), and GATA2 loss does not alter PU.1 levels (55). At loci in which GATA2 remodeled chromatin, PU.1 occupied *Ebf1*, *Vpreb3*, *Pax5*, *Myl4*, *Cd79a*, *Cd79b*, *Mef2c*, *Irf8*, *Tifab*, and *Csf2rb* (Supplemental Figure 7). To determine whether downregulating PU.1 in hi–77^–/–^ cells reduces expression of B-lineage genes upregulated in GATA2-deficient progenitors, we ablated the –14 kb upstream regulatory element (URE) from *Spi1* (encoding PU.1) in hi–77^–/–^ cells (76–78) (Figure 7C). *Spi1* expression decreased 2.2-fold in ΔURE cells versus hi–77^–/–^ without affecting *Gata2* expression. GATA2-repressed B-lineage genes (*Vpreb3*, *Pax5*, *Rag2*, *Cd79a*, *Cd79b*, *Mef2c*, *Irf8*, and *Tifab*) were downregulated in the ΔURE cells (Figure 7D). *Csf2rb*, a GATA2-activated gene (Figure 4C), was unaffected (Figure 7D). These results support a model in which GATA2 represses *Ebf1* expression and antagonizes PU.1 in fetal progenitors to suppress a B-lineage expression program that is discordant with myeloerythroid differentiation (Figure 7E).

### GATA2 deficiency establishes a hematopoiesis-disrupting cytokine signaling network.

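Supplemental Table 4 lists 18 interleukin receptor genes, of which 14 passed the count filter. GATA2 raised 6 and lowered 2 of them by at least 2-fold, and 9aa-Ins raised 1 and lowered 2, with p adjusted over all genes or over the 14 alone. *Il9r* (chromosome 11, 32187541 to 32200279) rose from 0.33 ± 0.06 to 14.3 ± 1.42 TPM (SD, n = 4) with GATA2, a log2 fold change of 5.38 (SE 0.11, edgeR adjusted p = 2.09e-18). With 9aa-Ins its change was 0.00 (SE 0.15, edgeR adjusted p = 0.99), of unstable sign between settings, and 2.558 after the subtraction of the hi–77+/+ share, which left 2 to 8 counts of *Il9r* in the hi–77-/- empty replicates. *Il5ra* (chromosome 6, 106710357 to 106749037) rose by 4.53 with GATA2 and by 2.12 with 9aa-Ins (SE 0.12, edgeR adjusted p = 2.5e-11), and the direct difference was −2.41 (SE 0.09, edgeR adjusted p = 3.16e-14). *Il18r1* (chromosome 1, 40465552 to 40500854) rose by 4.53 with GATA2, from 0.015 ± 0.01 to 0.38 ± 0.11 TPM (SD, n = 4). *Il18rap* (chromosome 1, 40515362 to 40551705) rose by 1.34 with GATA2 and by 0.68 with 9aa-Ins, the latter 1.04 after the subtraction of the hi–77+/+ share.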

GATA2 regulated genes encoding signaling proteins that were not 9aa-Ins–regulated (Supplemental Table 4). These genes included GATA2-activated *Csf2rb* (Figure 4C), encoding the shared common β chain of GM-CSF, IL-3, and IL-5 receptors (39, 40, 79). 

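*Csf2rb* was 20.5 ± 3.82 TPM in hi–77-/- empty, 163 ± 13.8 TPM with GATA2 and 18.4 ± 1.45 TPM with 9aa-Ins (SD, n = 4). The log2 fold change with 9aa-Ins was −0.08 (SE 0.04, edgeR adjusted p = 0.172), with no difference detected. With a TPM minimum of 1 it was −0.113 (edgeR adjusted p = 0.0456), and after the subtraction of the hi–77+/+ share 0.224 (edgeR adjusted p = 0.0148), so whether a difference is called, and its sign, depend on the setting. hi–77+/+ empty cells had 45.5 ± 4.89 TPM (SD, n = 4).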

Since reduced GM-CSF signaling causes pulmonary alveolar proteinosis, a GATA2 deficiency syndrome phenotype (44, 45), we analyzed the underlying mechanism. To test whether GATA2 occupies *Csf2rb*, we assessed GATA2 CUT&RUN peaks in fetal liver Lin^–^ progenitors (Lin^–^ FL), GATA2 and HA CUT&Tag peaks in hi–77^–/–^ GATA2 and hi–77^–/–^ 9aa-Ins, ATAC-Seq peaks in hi–77^–/–^ GATA2/hi–77^–/–^ empty, and ChIP-Seq from human CD34^+^ and peripheral blood–derived erythroblast cells (80–82). GATA1 and GATA2 occupied sites upstream of *Csf2rb* (Figure 8A) and regulated chromatin accessibility. Comparing WT versus GATA2-deficient conditions (55, 83) or G1E-ER-GATA1 erythroblasts (60) revealed GATA2 and GATA1 induction of *Csf2rb* expression (Figure 8B).

By contrast to reduced *Csf2rb* expression in GATA2-deficient progenitors, genes encoding IL-6 receptor α and β subunits (*Il6ra* and *Il6st*) were upregulated due to impaired GATA2-mediated repression (Figure 4C). 

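*Il6ra* was 1.18 ± 0.21 TPM in hi–77+/+ empty, 6.41 ± 1.20 TPM in hi–77-/- empty, 0.47 ± 0.08 TPM with GATA2 and 3.56 ± 0.15 TPM with 9aa-Ins (SD, n = 4). The log2 fold change with 9aa-Ins was −0.82 (SE 0.09, edgeR adjusted p = 4.02e-07), less than 2-fold, and −1.01 after the subtraction of the hi–77+/+ share. *Il6st* was 0.005 ± 0.0058 TPM in hi–77+/+ empty, 2.29 ± 0.24 TPM in hi–77-/- empty and 0.958 ± 0.08 TPM with 9aa-Ins (SD, n = 4), where replicate 4 (1.08 TPM) stood above the others (0.9 to 0.93 TPM). With 9aa-Ins it changed by −1.22 (SE 0.10, edgeR adjusted p = 1.17e-08), past the 2-fold minimum.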

*Il6st* encodes GP130, a receptor subunit for IL-6 family members (IL-6, IL-11, and IL-27 among others) (49). Elevated IL-6 in acute myeloid leukemia (AML) induces bone marrow failure (49, 84) and promotes myelodysplastic syndrome (MDS) to AML progression (50). CUT&RUN peaks in Lin^–^ progenitors, GATA2 and HA CUT&Tag peaks in hi–77^–/–^ GATA2 and hi–77^–/–^ 9aa-Ins, and differentially accessible ATAC-Seq peaks in hi–77^–/–^ GATA2/hi–77^–/–^ empty revealed GATA2 occupancy and regulated chromatin at *Il6ra* intronic sites and 3′-UTR, and *Il6st* upstream sites (Figure 9, A and B). GATA2 ChIP-Seq with CD34^+^ cells (79) revealed intronic and upstream peaks for *Il6ra* and *Il6st*, respectively (Figure 9, A and B). *Il6ra* and *Il6st* mRNA levels were upregulated in GATA2-deficient immortalized and primary progenitors (Figure 9C).

We analyzed GM-CSF signaling with hi–77^+/+^ empty, hi–77^–/–^ empty, and hi–77^–/–^ GATA2 cells treated with vehicle (veh) or GM-CSF for 15 minutes and quantified STAT5 phosphorylation (p-STAT5) (Figure 10, A and B). In GM-CSF–treated cells, the p-STAT5/total STAT5 ratio in hi–77^+/+^ empty cells increased versus hi–77^–/–^ empty cells. Signaling was indistinguishable between hi–77^+/+^ empty and hi–77^–/–^ GATA2 cells, demonstrating that GATA2 elevates signaling. As GATA2 increased *Csf2rb* expression and GM-CSF signaling, and GATA2-deficient progenitors had reduced signaling, these results inform the molecular underpinnings of a pathogenic phenotype.

Commensurate with upregulated *Il6ra* and *Il6st* mRNA levels (Figure 9C), IL-6/STAT3 signaling was upregulated. A 15-minute treatment with IL-6 increased STAT3 phosphorylation (p-STAT3) in hi–77^–/–^ empty, but not hi–77^–/–^ GATA2, cells (Figure 10, C and D). IL-6 induced p-STAT3 in hi–77^–/–^ 9aa-Ins, but not hi–77^–/–^ GATA2, cells (Supplemental Figure 8, A and B). As elevated IL-6 signaling promotes bone marrow failure and MDS to AML progression (50), high IL-6 signaling in GATA2-deficient fetal progenitors may have pathogenic implications.

We tested whether defective GM-CSF and IL-6 signaling impacts differentiation. hi–77^+/+^ versus hi–77^–/–^ cells were treated with GM-CSF or IL-6, and granulocytic and monocytic differentiation was analyzed by flow cytometry with CD11b, CD115, Ly6C, and Ly6G markers (Supplemental Figure 9, A and B). Cells were cultured for 3 days with GM-CSF or IL-6. WT and hi–77^–/–^ cells exhibited greater granulocytic (CD11b^+^CD115^–^) and monocytic (CD11b^+^CD115^+^) differentiation, respectively (Figure 10, E and F). In WT cells, GM-CSF reduced CD11b^+^CD115^–^Ly6G^+^Ly6C^lo–^ granulocytic cells (Figure 10, E and F). GM-CSF treatment of hi–77^–/–^ cells had no effect. IL-6 suppressed the generation of CD11b^+^CD115^+^ monocytic cells to a greater extent with hi–77^–/–^ (Figure 10, E and F) versus WT cells and increased CD11b^+^CD115^–^Ly6G^+^Ly6C^lo–^ granulocytic cells (Figure 10, E and F). Thus, GATA2 deficiency in fetal progenitors generated an aberrant transcriptome that dysregulated progenitor responsiveness to cytokines.

## Discussion

Coding and noncoding variants elicit loss-of-function, gain-of-function, or composite phenotypes that initiate or promote pathogenesis or create a disease predisposition. Our analysis of how a blood disease–causing variant affects GATA factor activity indicates that GATA2 zinc finger dislocation conforms to a model involving hypomorphic and neomorphic attributes. 9aa-Ins was inactive or had reduced activity at most targets, yet it retained activity at a minority of targets and acquired ectopic activity. 8aa-Ins was defective, 2aa-Ins functioned normally, and 4 and 6aa-Ins preferentially disrupted activation.

GATA2 activated and repressed a similar number of genes in progenitors, and 9aa-Ins was incapable of remodeling chromatin and regulating transcription at most loci. 9aa-Ins retained activity at a small cohort of GATA2 targets and ectopic loci. An analysis of several target genes for GATA2 disease mutants T354M and R307W suggested a loss-of-function and gain-of-function phenotype (33). Given GATA2 deficiency syndrome variable penetrance and complex phenotypes (44, 45), hypomorphic and neomorphic attributes may contribute to this complexity. Frameshift mutations can ablate one allele (30), and epigenetic repression of the second allele can exacerbate phenotypes (85). Considering the approximately 2,000 GATA2-regulated genes, lowering GATA2, ectopic activity, or both may corrupt GATA2 genetic networks.

As GATA2-mediated repression is not understood, our demonstration that regulated chromatin sites at GATA2-activated versus -repressed genes were differentially enriched in WGATAR motifs was surprising. Sites at activated genes harbored more WGATAR than sites at repressed genes. GATA1 and GATA2 colocalize on chromatin with other transcription factors and coregulators at sites that often, but not always, contain E-box–spacer–WGATAR composite elements (16, 61, 86–90). The ETS factor FLI1 occupies these sites and is implicated in GATA1- and GATA2-mediated activation (91, 92). Although the ETS factor PU.1 can antagonize GATA1 or GATA2 (74, 93, 94), it can cooperate with GATA2 in activation (95). We tested whether GATA2 regulates expression of ETS factors in this system, and it did not. EBF motifs were enriched at GATA2-repressed loci, and GATA2 occupied *Ebf1* and decreased expression of EBF1, which promotes B-lineage differentiation (38, 72), and EBF1 target genes, including the B-lineage developmental regulator *Pax5* (96) and V-D-J recombination regulators *Rag1* and *Rag2* (97). Ectopic EBF1 expression sufficed to induce the B-lineage expression program (Figure 7B). Although GATA2 deficiency did not alter PU.1 levels, lowering PU.1 levels by ablating a PU.1 enhancer, in the context of *Gata2* –77 enhancer loss, attenuated B-lineage gene upregulation (Figure 7D). PU.1 occupied select genes that were upregulated in GATA2-deficient progenitors. Besides GATA2 inducing hematopoietic stem cell (HSC) generation during embryogenesis, maintaining HSCs in adults and promoting myeloerythroid progenitor differentiation (11), our results support a paradigm in which GATA2 suppresses a B-lineage program that may oppose myeloerythroid differentiation. In B cells, Bach1 and Bach2 suppress a myeloid program (98). As not all GATA2-repressed genes exhibit B lineage–enriched expression, this mechanism constitutes one mode of GATA2-mediated repression, but other mechanisms likely operate at distinct target genes.

GATA2 controls hematopoiesis through cell-intrinsic activities in hematopoietic stem and progenitor cells (HSPCs) (99, 100), yet many questions remain regarding the physiological and pathological mechanisms. *Gata2* mutant transcriptomes (21, 29, 55–57, 83, 101–103), *GATA2* mutant patient samples (104), and GATA2 chromatin occupancy (16, 105, 106) have revealed GATA2-activated and -repressed genes. Despite inferences from gene expression alterations, critical mediators of GATA2 activities are unknown. In GATA2-deficient fetal progenitors, with or without 9aa-Ins, inflammatory and innate immune components were upregulated. In a double-knockout rescue system to test whether upregulation of the innate immune gene activator IRF8 (107) underlies defective differentiation of –77^–/–^ progenitors (108), ablating *Irf8* partially but inefficiently rescued granulopoiesis without restoring erythropoiesis (108). Thus, a GATA2-dependent, IRF8-independent mechanism is also important. The dysregulated cytokine receptors described herein (Supplemental Table 4) may alter GATA2-deficient progenitor responsiveness to extrinsic signals, and our analyses detected such defects.

GATA2, but not 9aa-Ins, normalized cytokine receptor gene expression in GATA2-deficient fetal progenitors. The upregulated genes included those encoding IL-6 receptor subunits. By contrast to *Il6ra*, encoding a dedicated IL-6 receptor subunit, *Il6st* encodes IL6ST (GP130), a subunit of multiple IL-6/IL-12 receptor family members (47, 109). Inflammatory stimuli increase IL-6 elaboration from bone marrow microenvironment cells (48). IL-6 acts on HSPCs to divert functions into emergency granulopoiesis, in which granulocyte-monocyte progenitors (GMPs) disproportionately generate neutrophils (110). In GATA2-deficient fetal progenitors, *Il6ra* and *Il6st* upregulation endowed progenitors with IL-6 signaling, which counteracted the monocytic fate, enabling granulopoiesis, commensurate with IL-6 promotion of granulopoiesis in vivo.

Besides granulopoiesis, high IL-6 induces anemia of inflammation (111, 112). IL-1β pro-proliferative actions on AML progenitors induce inflammatory cytokines including IL-6 (113). AML cell–derived IL-6 was linked to bone marrow failure in a xenograft model. Antibody-mediated neutralization of IL-6 reversed anemia, extending survival (84), and IL-6 promotes MDS progression to AML (50). As elevated IL-6 signaling in GATA2-deficient fetal progenitors suppresses hematopoiesis, in principle, IL-6 may mediate GATA2 pathologies during fetal development.

The mechanisms of how GATA2 deficiency and pathogenic GATA2 variants impact processes during human fetal development are not established. Considering proliferative fetal versus quiescent bone marrow HSCs (114, 115) and differential sensitivity of fetal and adult HSCs to FLT3-ITD-induced oncogenesis (116), fetal and adult HSC genomes may differ in sensitivity to dysregulated GATA2. With IL-6, granulopoiesis persisted with GATA2-deficient fetal progenitors (Figure 11), and neutrophils exist in pediatric and adult GATA2 deficiency patients, despite dendritic cell, monocyte, NK cell, and lymphoid cell reductions (44, 45). The neutrophil persistence may reflect sustained granulopoietic activity in GATA2-deficient myeloid progenitors when inflammatory cytokines, e.g., IL-6, drive the process. Otherwise, GATA2-deficient fetal progenitors exhibit a monocytic fate ex vivo, although whether the mutant progeny function normally is unknown (55).

By contrast to elevated IL-6 signaling in GATA2-deficient fetal progenitors, the GM-CSF receptor common β subunit (CSF2RB) decreased, reducing GM-CSF signaling. Whereas GM-CSF induced myeloid differentiation of WT progenitors, signaling-defective GATA2-deficient progenitors were less responsive (Figure 11). CSF2RB is an IL-3 and IL-6 receptor subunit (39–41), and its deficiency would impact signaling networks involving multiple cytokine receptors, analogous to multicomponent aberrations expected from elevated IL6ST, shared by IL-6/IL-12 receptor family members (49). During inflammation, GM-CSF signaling, requiring CSF2RB, elevates neutrophils, monocytes, eosinophils, dendritic cells, and myeloid-derived suppressor cells (117). CSF2RB mediates FLT3-ITD leukemogenic activity by promoting STAT5 phosphorylation (118).

Attenuated GM-CSF signaling and acquired IL-6 signaling, with each system linked to additional cytokine receptors, illustrate complex signaling perturbations caused by GATA2 deficiency in fetal progenitors. 9aa-Ins ectopically repressed expression of cytokine receptors (*Il7ra* and *Il27ra*) and increased *Pglrp1* expression, encoding a conserved peptidoglycan binding protein implicated in *Drosophila* Toll-like receptor (119) and mammalian (120) TNF receptor-1 regulation (Supplemental Table 2). 

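The Ensembl annotation lists these genes as *Il7r*, *Il27ra* and *Pglyrp1*. *Il7r* (chromosome 15, 9505788 to 9530176) was 4.82 ± 0.77 TPM in hi–77-/- empty and 0.363 ± 0.09 TPM with 9aa-Ins (SD, n = 4), a log2 fold change of −3.64 (SE 0.14, edgeR adjusted p = 1.36e-13). hi–77-/- empty replicate 2 had 5.96 TPM and the others 4.3 to 4.51. With GATA2 its change was 0.19 (SE 0.11, edgeR adjusted p = 0.151), and −0.01 after the subtraction of the hi–77+/+ share, and the direct difference was −3.83 (SE 0.14, edgeR adjusted p = 1.28e-14). *Il27ra* (chromosome 8, 84030294 to 84042589) was 0.793 ± 0.18 TPM in hi–77-/- empty, with replicate 3 at 0.53 and the others at 0.86 to 0.92, and 0.193 ± 0.04 TPM with 9aa-Ins (SD, n = 4). It changed by −1.96 with 9aa-Ins (SE 0.18, edgeR adjusted p = 6.19e-08) and by −0.35 with GATA2 (SE 0.16, edgeR adjusted p = 0.0635), with a direct difference of −1.61. The GATA2 change of *Il27ra* was −0.373 with DESeq2 (adjusted p = 0.0453) and −0.372 with its size factors (edgeR adjusted p = 0.0497), under the 0.05 limit and less than 2-fold. *Pglyrp1* (chromosome 7, 18871331 to 18890459) rose from 11.0 ± 1.68 to 59.8 ± 5.37 TPM (SD, n = 4) with 9aa-Ins, by 2.51 (SE 0.10, edgeR adjusted p = 2.43e-13), and changed by −0.11 with GATA2 (edgeR adjusted p = 0.374). Its direct difference was 2.62 (SE 0.10, edgeR adjusted p = 2.75e-14).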

9aa-Ins increased *Mrgpra2b* expression, encoding an unstudied member of the Itch G protein–coupled receptor family (121) with high expression in myeloid progenitors (haemosphere.org). 

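*Mrgpra2b* (chromosome 7, 47463806 to 47528862) was 12.7 ± 1.38 TPM in hi–77-/- empty and 31.7 ± 1.75 TPM with 9aa-Ins (SD, n = 4), a log2 fold change of 1.39 (SE 0.09, edgeR adjusted p = 1.76e-10). With GATA2 it was 2.39 ± 0.33 TPM (SD, n = 4), a change of −2.50 (SE 0.10, edgeR adjusted p = 6.93e-14). The direct difference was 3.90 (SE 0.10, edgeR adjusted p = 1.02e-16). It belongs to a family of closely related genes that can share reads, so its value is uncertain.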

9aa-Ins exacerbates the scope of dysregulated signaling in GATA2-deficient fetal progenitors. It is attractive to propose that in GATA2-deficient patients, defective signaling networks attenuate progenitor responsiveness to stress-derived signals, e.g., from pathogens, and responsiveness to other genetic or epigenetic aberrations, thereby causing or contributing to a bone marrow failure and leukemia predisposition.

## Methods

Additional details can be found in Supplemental Methods.

### Immortalized cell culture.

ER-HoxB8-immortalized (hi) progenitors were generated from mouse fetal liver Lin^−^ cells immortalized by retroviral expression of estrogen-regulated HoxB8 (122). Cells were cultured in Opti-MEM (Gibco, Thermo Fisher Scientific) with 10% FBS, 1% penicillin-streptomycin, 1% SCF-conditioned medium, 30 mM β-mercaptoethanol, 1 μM β-estradiol, and 500 μg/mL G418. Cells were cultured in a humidified 5% CO_2_ incubator at 37°C.

### GATA2 rescue assay.

GATA2 or spacer mutants were expressed in –77 enhancer–deleted GATA2-depleted –77^−/−^ hematopoietic progenitors by infection of hi–77^–/–^ cells with retrovirus harboring murine *Gata2* or mutant cDNA in the murine stem cell virus plasmid with GFP (MSCV-PIG; ref. 33). Ecotropic virus was packaged in 293T cells, and retrovirus-containing supernatants were collected 48 hours after transfection. Cells were transferred to IMDM containing 2% FBS and incubated with supernatant by spinoculation for 90 minutes at 1,315*g* at 30°C. Cells were cultured for 3 days in media described above. GFP^+^ and GFP^–^ cells were subjected to protein analysis. GFP^+^ cells were sorted by FACS with a FACSAria cell sorter (BD Biosciences), and RNA was isolated with TRIzol (Invitrogen, Thermo Fisher Scientific).

### Genomic analysis.

Sample preparation and data processing of RNA-Seq (Gene Expression Omnibus [GEO] GSE199464), ATAC-Seq (GEO GSE201968), CUT&RUN (GEO GSE17138), and CUT&Tag (GEO GSE224904) are described in Supplemental Methods.

### Statistics.

qRT-PCR and flow cytometric analysis results were presented as the mean ± SEM. Statistical comparisons for RT-qPCR used unpaired 2-tailed Student’s *t* tests with Benjamini-Hochberg correction. For quantitative flow cytometric analysis, Dunnett’s multiple-comparison test was performed to vehicle-treated control. Western blot signals were presented as box-and-whisker plots with bounds from the 25th to the 75th percentiles, the median line, and whiskers ranging from minimum to maximum values. Dunnett’s test (for GATA2 rescue) or paired 2-tailed Student’s *t* tests with Benjamini-Hochberg correction (for cytokine signaling) were performed to control conditions. All statistics had significance cutoff of *P* less than 0.05 and were calculated using Prism software (GraphPad Software).

### Study approval.

Animal protocols were approved by the University of Wisconsin–Madison IACUC in accordance with the Association for Assessment and Accreditation of Laboratory Animal Care International regulations.

## Author contributions

MMJ and EHB designed the study and wrote the manuscript with input from all authors. MMJ performed experiments and the analyzed data. SS and SK designed analytical strategies and conducted statistical/computational analyses. RAB generated GATA2 CUT&RUN data. PL analyzed RNA-Seq data. GAB and JX conducted ATAC-Seq. TO and MB conducted CUT&Tag. TO and QZ analyzed CUT&Tag data. ZDJ and PWL facilitated generation of ChIP-Seq data. JPM generated the GATA2 molecular model. JKKL, LY, and JPM conducted EMSA. KRK generated cell lines, HA-GATA2, and 9aa-Ins and conducted ChIP-qPCR. KDJ conducted EBF1 and PU.1 experiments. AAS and KDJ facilitated flow analyses. LAG identified the 9aa-Ins patient.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

## Figures and Tables

**Figure 1:**
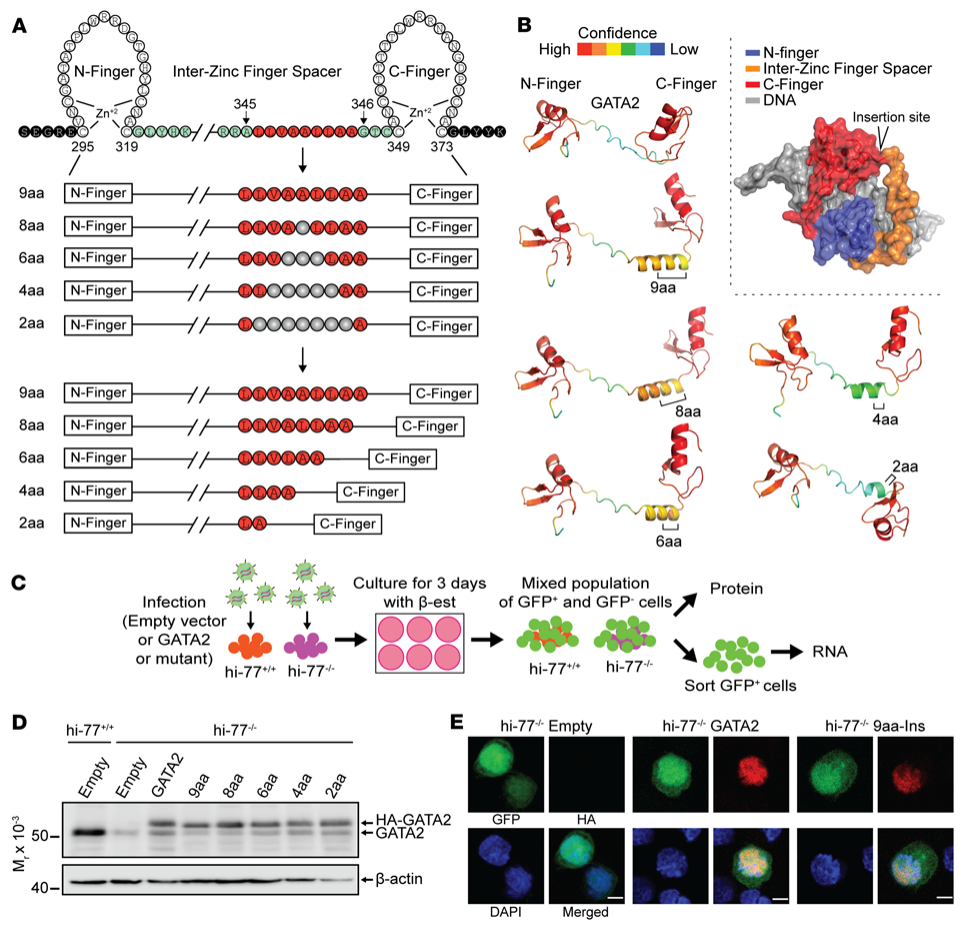
Artificial GATA2 transcription factors with variable inter–zinc finger spacers. (**A**) Mouse GATA2 9aa, 8aa, 6aa, 4aa, and 2aa insertion variants. The 9aa-Ins spacer variant models a human disease mutation (36). (**B**) AlphaFold prediction of structures. Model of GATA2 insertion site relative to the C-finger and N-finger. (**C**) Rescue assay with HoxB8-immortalized *Gata2* hi–77^+/+^ and mutant (hi–77^–/–^) cells. β-est, β-estradiol. (**D**) Western blot with anti-GATA2 antibody of hi–77 cells expressing endogenous GATA2 with or without HA-tagged GATA2 or variants (*n* = 9). (**E**) Immunofluorescence analysis of HA-GATA2 localization in hi–77 cells. Scale bars: 5 μm.

**Figure 2:**
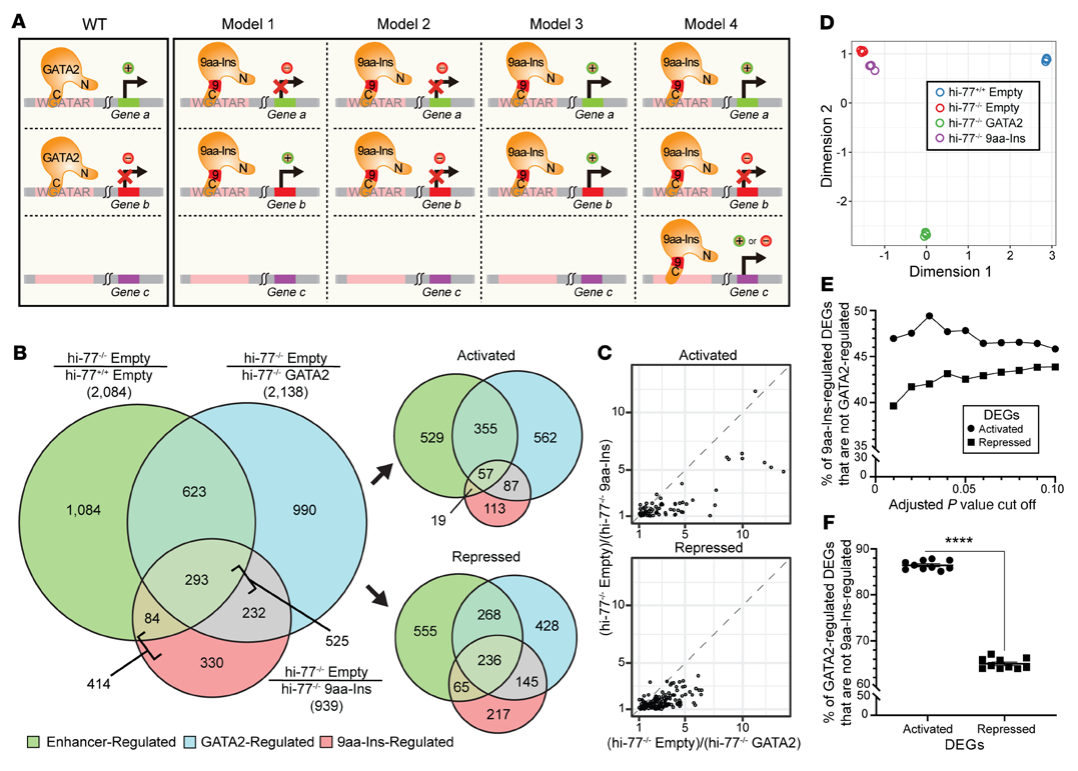
GATA2 9aa-Ins disease variant is severely defective, but not entirely inactive, in genome regulation. (**A**) Model 1, 9aa-Ins fails to regulate all GATA2-regulated genes; model 2, 9aa-Ins fails to repress GATA2-regulated genes; model 3, 9aa-Ins fails to activate GATA2-regulated genes; model 4, 9aa-Ins ectopically regulates genes that are not regulated by GATA2. (**B**) Overlap of DEGs that are –77-, GATA2-, and 9aa-Ins–regulated. RNA-Seq (4 biological replicates) of hi–77^+/+^ with control vector (hi–77^+/+^ empty), hi–77^–/–^ with control vector (hi–77^–/–^ empty), hi–77^–/–^ with GATA2 (hi–77^–/–^ GATA2), and hi–77^–/–^ with 9aa-Ins (hi–77^–/–^ 9aa-Ins). DEGs in hi–77^+/+^ empty, hi–77^–/–^ GATA2, and hi–77^–/–^ 9aa-Ins were defined as |log_2_(fold change)| ≥ 1 and adjusted *P* value < 0.05 relative to hi–77^–/–^ empty. Each circle represents DEGs in the 3 categories: green circle, enhancer-regulated, (hi–77^–/–^ empty)/(hi–77^+/+^ empty); blue circle, GATA2-regulated, (hi–77^–/–^ empty)/(hi–77^–/–^ GATA2); pink circle, 9aa-Ins–regulated, (hi–77^–/–^ empty)/(hi–77^–/–^ 9aa-Ins). DEGs were parsed into activated or repressed. DEG numbers are shown in parentheses. (**C**) Correlation plots depicting retention of 9aa-Ins–mediated activation and repression relative to GATA2. Comparison was calculated using |log_2_(fold change)| ≥ 1 of (hi–77^–/–^ empty)/(hi–77^–/–^ GATA2) and (hi–77^–/–^ empty)/(hi–77^–/–^ 9aa-Ins). Genes were required to have TPM ≥1 in all replicates in hi–77^–/–^ GATA2 for activation and hi–77^–/–^ empty for repression. (**D**) PCA quantifying multidimensional scaling distances between transcriptomes (4 biological replicates). (**E**) Percentage of 9aa-Ins–regulated genes that are not GATA2-regulated analyzed by subtraction of overlap of (hi–77^–/–^ empty)/(hi–77^–/–^ GATA2) from (hi–77^–/–^ empty)/(hi–77^–/–^ 9aa-Ins). *P* cutoffs ranged from 0.01 to 0.1. (**F**) Percentage of GATA2-regulated genes that are not 9aa-Ins–regulated analyzed by subtraction of (hi–77^–/–^ empty)/(hi–77^–/–^ 9aa-Ins) from (hi–77^–/–^ empty)/(hi–77^–/–^ GATA2). The same 10 *P* cutoffs as in **E** were used. The percentages of DEGs for each cutoff were parsed into activated or repressed. Statistical calculations used Mann-Whitney *U* test; ****P < 0.0001.

**Figure 3:**
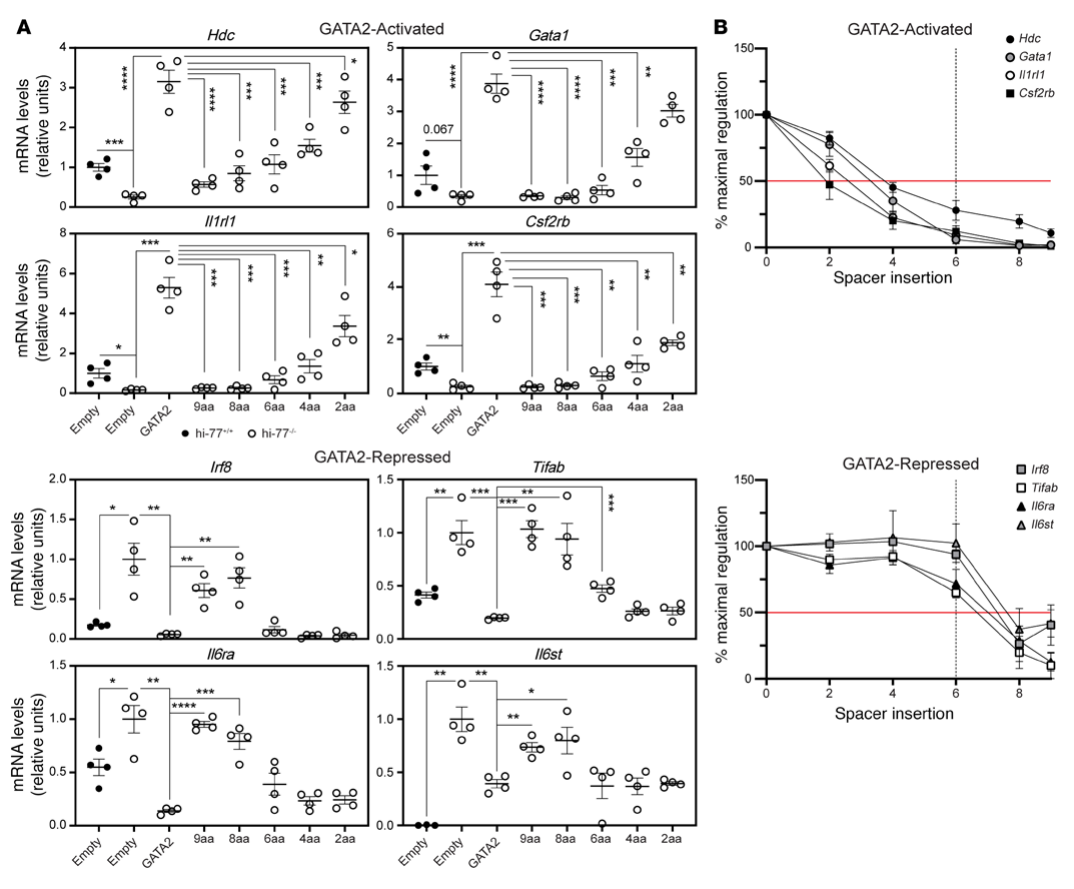
Inter–zinc finger spacer constraints for GATA2-mediated activation versus repression. (**A**) qRT-PCR analysis of mRNA expression in hi–77^–/–^ cells rescued with GATA2 or variants (*n* = 4). (**B**) Comparison of the percentage maximal activation and repression calculated with data from **A**. 100% or 0% activation and repression determined by analysis of hi–77^–/–^ cells with or without HA-GATA2. Red line, 50% regulation. Dotted line, 6aa insertion that impaired activation, but not repression, by more than 50%. Error bars represent mean ± SEM. Statistical calculations used unpaired 2-tailed Student’s *t* test with Benjamini-Hochberg correction; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 4:**
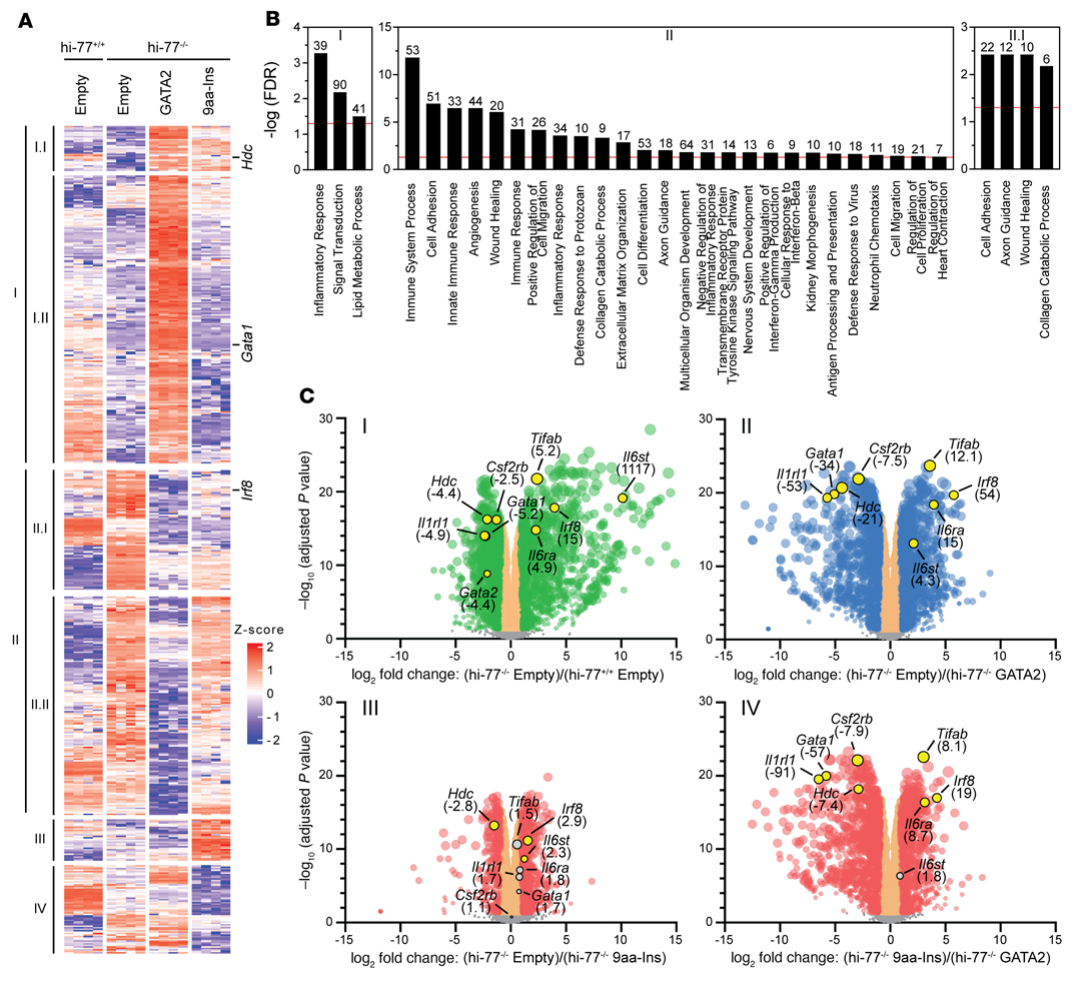
Biological/mechanistic insights revealed from *GATA2* disease variant transcriptomics. (**A**) DEGs that are GATA2-regulated, GATA2- and 9aa-Ins–regulated, and 9aa-Ins–regulated from comparison of hi–77^–/–^ empty (*n* = 4), hi–77^–/–^ GATA2 (*n* = 4), and hi–77^–/–^ 9aa-Ins (*n* = 4). *Z* score was calculated from each gene’s log_10_(FPKM+10^–3^) from all RNA-Seq replicates. GATA2 or 9aa-Ins expression in hi–77^–/–^ cells parsed the DEGs into: I, GATA2-activated; I.I, GATA2- and 9aa-Ins–activated; I.II, only GATA2-activated; II, GATA2-repressed; II.I, GATA2- and 9aa-Ins–repressed; II.II, only GATA2-repressed; III, ectopically activated; IV, ectopically repressed. (**B**) Gene Ontology (GO) analysis on 1,061 GATA2-activated, 1,077 GATA2-repressed, and 381 GATA2- and 9aa-Ins–repressed genes. Bar graphs represent –log(FDR) with a red line at FDR < 0.05 to determine statistical significance. Significant GO terms are presented. The number of genes comprised by each term is shown above the graphs. (**C**) Plots I, II, and III, expression changes from –77, GATA2, and 9aa-Ins regulation. 2,084 enhancer-regulated, 2,138 GATA2-regulated, and 939 GATA2-regulated genes from **B** are color-coded in green, blue, and pink, respectively. Plot IV, magnitude of expression between GATA2 and 9aa-Ins. DEGs are depicted in pink. GATA2-activated and -repressed DEGs are highlighted. Fold change relative to hi–77^–/–^ empty or hi–77^–/–^ GATA2 is shown in parentheses.

**Figure 5:**
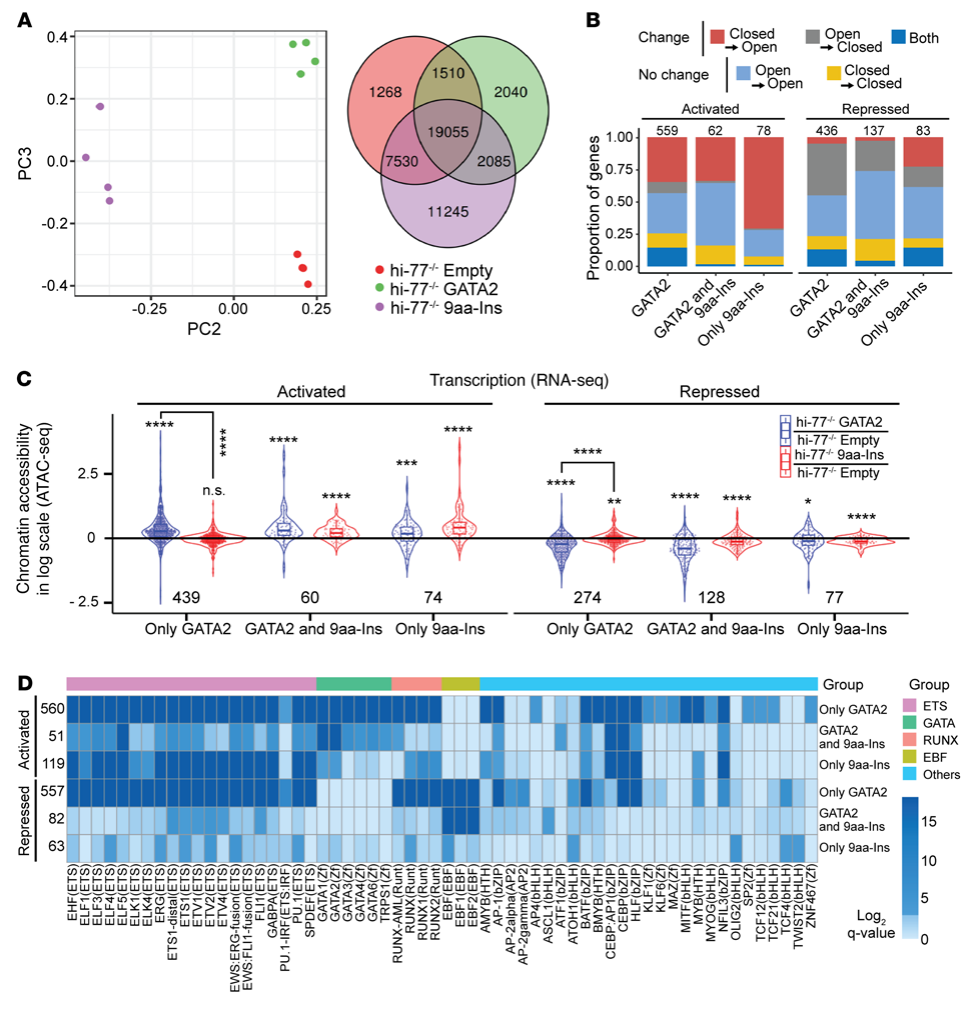
Multiomic analysis with GATA2 disease variant reveals principles of GATA2 function through chromatin. (**A**) PCA quantifying multidimensional scaling distances between differential chromatin accessibility (ATAC-Seq, GEO GSE201968) with *n* = 4 biological replicates of hi–77^–/–^ empty, hi–77^–/–^ GATA2, hi–77^–/–^ 9aa-Ins. Venn diagram depicts overlap. (**B**) Chromatin transitions of genes activated or repressed by GATA2, both GATA2 and 9aa-Ins, or only 9aa-Ins. Number of genes comprised by each group is shown above the graphs. (**C**) GATA2 and 9aa-Ins impact on chromatin accessibility. hi–77^–/–^ GATA2/hi–77^–/–^ empty signal or hi–77^–/–^ 9aa-Ins/hi–77^–/–^ empty signal was determined at genes activated/repressed by only GATA2, GATA2 and 9aa-Ins, and only 9aa-Ins conditions by amalgamation of ATAC-Seq peaks linked to DEGs. Statistical calculations to measure chromatin accessibility (>0 or <0 for differential accessibility) used Wilcoxon’s rank sum test. Comparisons between 2 groups used Wilcoxon’s signed rank test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. (**D**) Motif enrichment analysis at differentially accessible loci activated or repressed by only GATA2, GATA2 and 9aa-Ins, or only 9aa-Ins. Number of peaks comprised by each group is on the left of the heatmap. Peaks less than 100 kb from the start site were analyzed.

**Figure 6:**
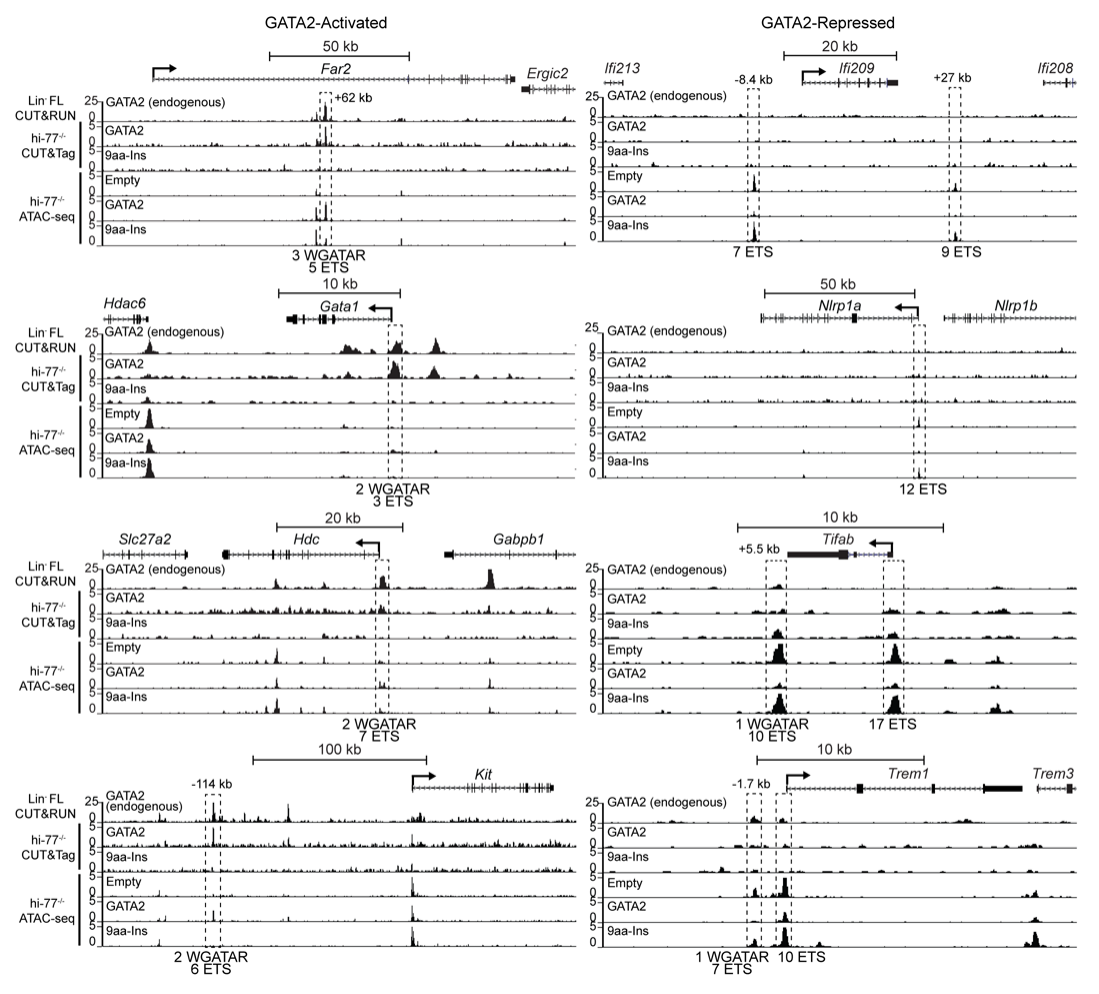
GATA2 occupancy and GATA2-regulated chromatin remodeling at GATA2-activated and -repressed loci. GATA2 CUT&RUN with fetal liver Lin^–^ erythroid progenitors (Lin^–^ FL) and HA CUT&Tag with hi–77^–/–^ GATA2 and hi–77^–/–^ 9aa-Ins revealed GATA2 occupancy at GATA2-activated but not -repressed loci corresponding to ATAC-Seq profiles of GATA2-activated and GATA2-repressed genes. Peaks near the genes are boxed by dashed lines. WGATAR and ETS motifs located at peak sites are tabulated below.

**Figure 7:**
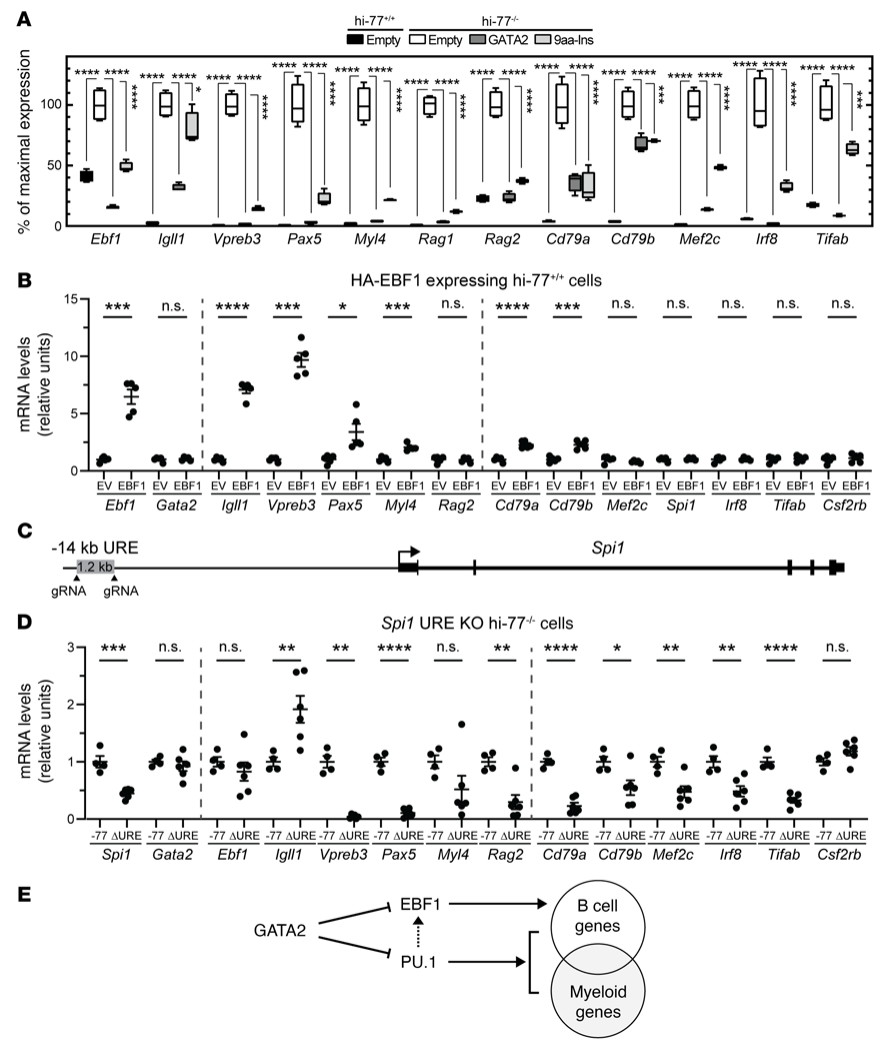
GATA2 opposes a B-lineage gene expression program. (**A**) Expression of GATA2-repressed CLP and B-lineage or myeloid genes in hi–77^+/+^ empty, hi–77^–/–^ empty, hi–77^–/–^ GATA2, and hi–77^–/–^ 9aa-Ins from the RNA-Seq of Figure 2. Average TPM of hi–77^–/–^ empty is presented as 100% of maximal expression. For multiple comparisons with hi–77^–/–^ empty control, statistics were calculated using 1-way ANOVA followed by Dunnett’s test; *P < 0.05; ***P < 0.001; ****P < 0.0001. (**B**) mRNA levels of GATA2-repressed genes in hi–77^+/+^ cells infected with retrovirus to express EBF1 or empty vector (EV). Error bars represent mean **±** SEM. Statistical calculations used unpaired 2-tailed Student’s *t* test. Welch’s correction was applied when variances were unequal (*Ebf1*, *Igll1*, *Vpreb3*, *Pax5*); *P < 0.05; ***P < 0.001; ****P < 0.0001. (**C**) Targeted ablation of a *Spi1* (encoding PU.1) enhancer –14 kb upstream regulatory element (ΔURE) (77, 78). (**D**) GATA2-repressed target gene mRNA levels in hi–77^–/–^ versus hi–77^–/–^ cells lacking PU.1 enhancer. Error bars represent mean **±** SEM. Statistical calculations used unpaired 2-tailed Student’s *t* test. Welch’s correction was applied when variances were unequal (*Vpreb3*); *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. (**E**) GATA2-mediated repression with GATA2 occupying and repressing *Ebf1* expression and opposing PU.1-mediated activation. PU.1 induction of *Ebf1* expression (75, 76, 123) is indicated by a dashed line.

**Figure 8:**
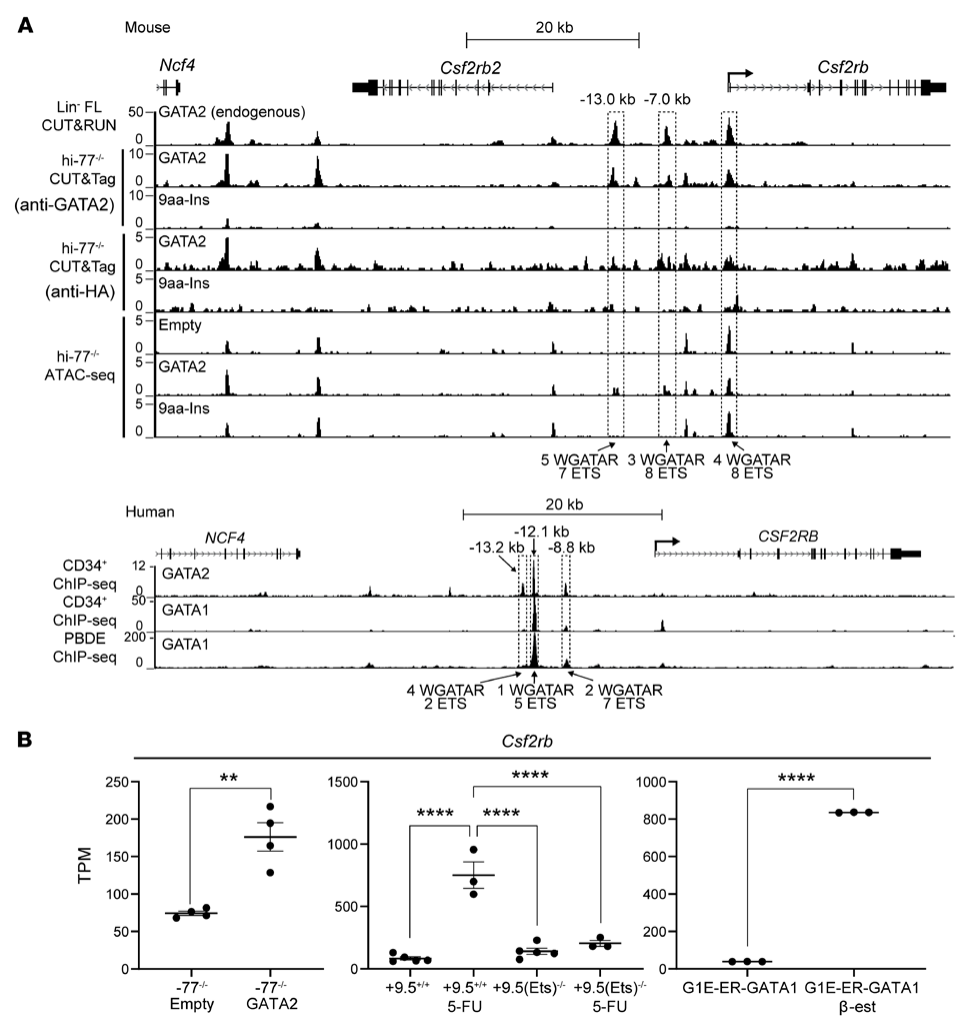
GATA1 and GATA2 occupy and remodel *Csf2rb* chromatin. (**A**) In mice, GATA2 CUT&RUN with Lin^–^ FL and GATA2 or HA CUT&Tag with hi–77^–/–^ GATA2 and hi–77^–/–^ 9aa-Ins revealed GATA2, but not 9aa-Ins, occupancy at the start site and 7 kb and 13 kb upstream of *Csf2rb*. ATAC-Seq revealed sites 7 kb and 13 kb upstream that were accessible only in hi–77^–/–^ GATA2 cells. ChIP-Seq with human CD34^+^ cells (78) revealed GATA2 occupancy 8.8, 12.1, and 13.2 kb upstream of *CSF2RB*. GATA1 ChIP-Seq with CD34^+^ cells (79) and peripheral blood–derived erythroblast (PBDE) cells (79) revealed GATA1 occupancy 8.8 and 12.1 kb upstream. (**B**) GATA2 regulation of *Csf2rb* (RNA-Seq). GATA2-mediated activation of *Csf2rb* in primary Lin^–^ –77^–/–^ progenitors with or without GATA2 (–77^–/–^ empty vs. –77^–/–^ GATA2) (61), WT or 9.5(Ets) motif–mutant bone marrow LSK cells with 5-FU [9.5^+/+^ 5-FU vs. 9.5(Ets)^–/–^ 5-FU] (82), and G1E-ER-GATA1 erythroblasts with or without β-estradiol (G1E-ER-GATA1 vs. G1E-ER-GATA1 β-est) (68). To compare differences between 2 groups, statistical calculations used unpaired 2-tailed Student’s *t* test. For multiple comparisons, unpaired 1-way ANOVA was used, followed by Tukey’s test; **P < 0.01; ****P < 0.0001.

**Figure 9:**
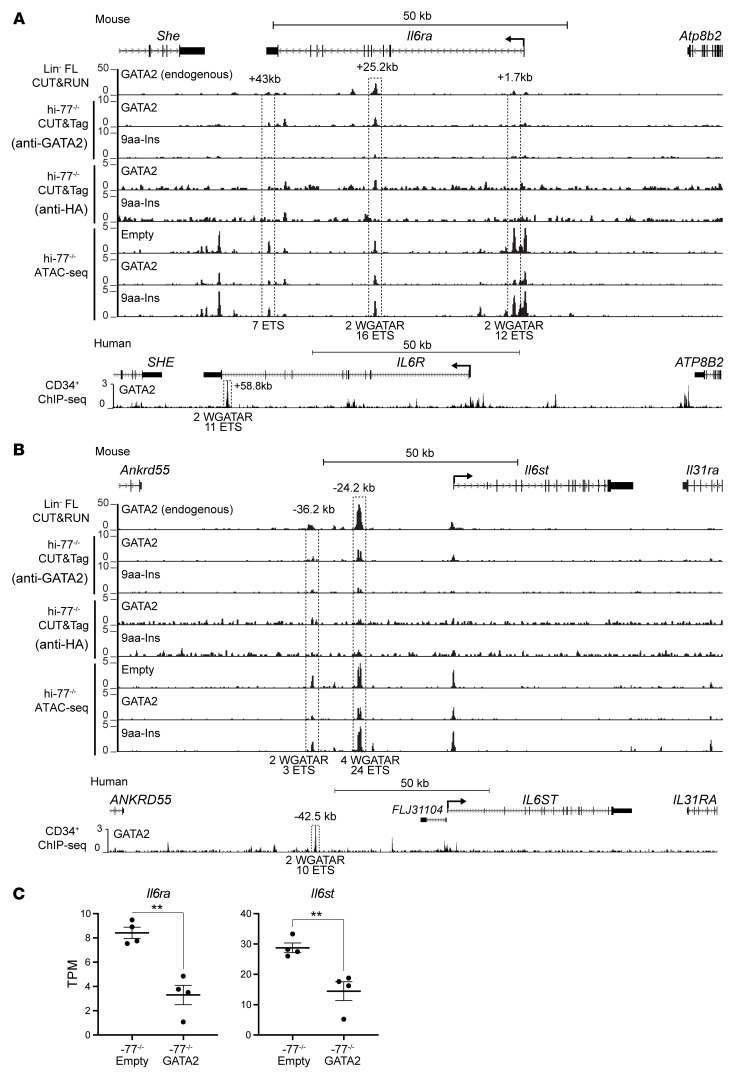
GATA2 occupies and remodels chromatin at *Il6ra* and *Il6st*. (**A**) GATA2 CUT&RUN with murine Lin^–^ FL and GATA2 or HA CUT&Tag with hi–77^–/–^ GATA2 and hi–77^–/–^ 9aa-Ins revealed GATA2, but not 9aa-Ins, occupancy 25.2 kb downstream of *Il6ra*. ATAC-Seq revealed intronic (1.7 kb downstream) and 3′-UTR (43 kb downstream) sites less accessible in hi–77^–/–^ GATA2 cells. ChIP-Seq with human CD34^+^ cells (78) revealed GATA2 occupancy 58.8 kb downstream of *IL6R*. (**B**) GATA2 ChIP-Seq with murine Lin^–^ fetal liver and GATA2 CUT&Tag with hi–77^–/–^ GATA2 and hi–77^–/–^ 9aa-Ins revealed GATA2, but not 9aa-Ins, occupancy 24.2 kb upstream of *Il6st*. ATAC-Seq with hi–77^–/–^ empty, GATA2, and 9aa-Ins revealed intergenic sites (24.2 kb and 36.2 kb upstream) less accessible in hi–77^–/–^ GATA2 cells. ChIP-Seq with human CD34^+^ cells (78) revealed occupancy 42.5 kb upstream of *IL6ST*. (**C**) GATA2-mediated repression of *Il6ra* and *Il6st* in primary Lin^–^ –77^–/–^ hematopoietic progenitors with and without GATA2 (–77^–/–^ empty vs. –77^–/–^ GATA2) (55). Statistical calculations used unpaired 2-tailed Student’s *t* test; **P < 0.01.

**Figure 10:**
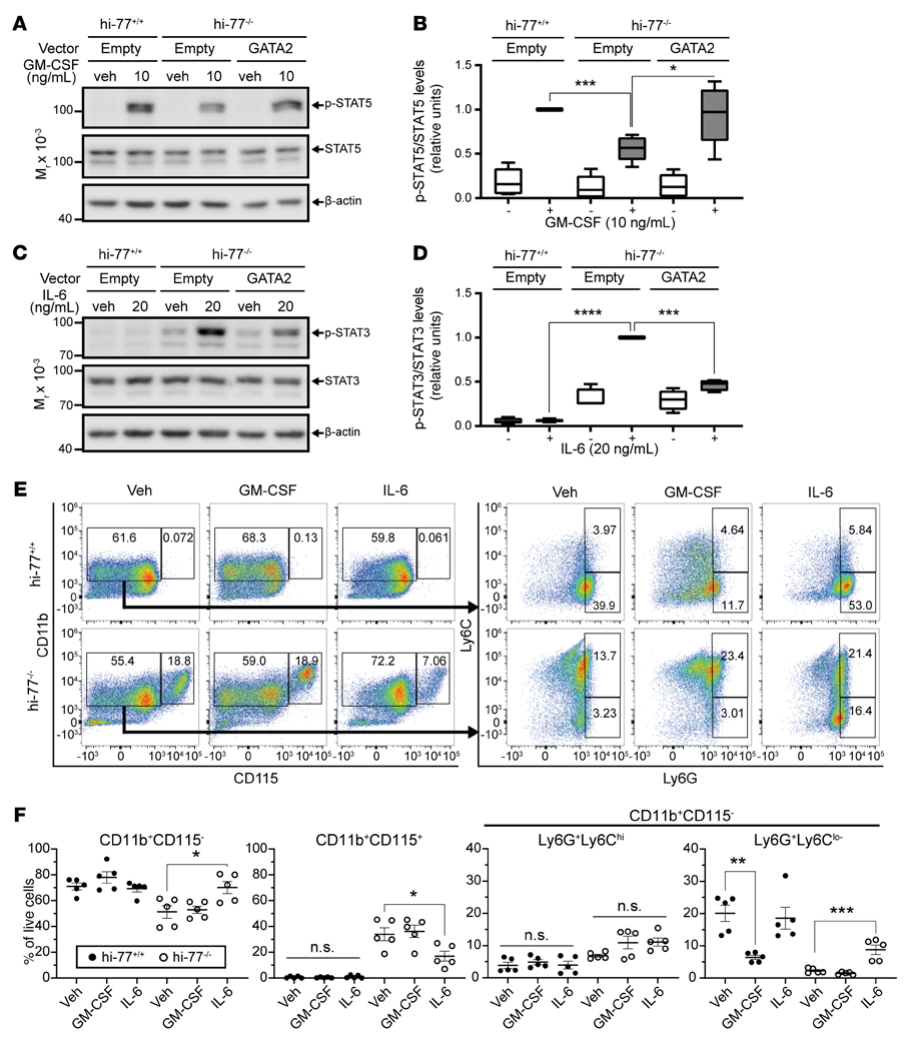
GATA2-mediated regulation of cellular signaling and differentiation. (**A**) Western blot to detect GM-CSF–induced STAT5 phosphorylation (*n* = 6). (**B**) p-STAT5 quantification. Results were normalized to GM-CSF–treated hi–77^+/+^ empty (box-and-whisker plots with bounds from the 25th to the 75th percentiles, the median line, and whiskers ranging from minimum to maximum values) (*n* = 6). (**C**) Western blot to detect IL-6–induced STAT3 phosphorylation (p-STAT3) (*n* = 4). (**D**) p-STAT3 quantification. Results were normalized to IL-6–treated hi–77^–/–^ empty (box-and-whisker plots with bounds from the 25th to the 75th percentiles, the median line, and whiskers ranging from minimum to maximum values) (*n* = 4). Statistical comparisons in **B** and **D** used paired 2-tailed Student’s *t* tests with Benjamini-Hochberg correction; *P < 0.05; ***P < 0.001; ****P < 0.0001. (**E**) Flow cytometric plots of CD11b^+^CD115^–^ (granulocytic) and CD11b^+^CD115^+^ (monocytic) differentiated progenitors cultured for 3 days in control, GM-CSF–containing, or IL-6–containing media (*n* = 5). Plots (gated at CD11b^+^CD115^–^) of Ly6G^+^Ly6C^hi^ and Ly6G^+^Ly6^lo–^ differentiated progenitors cultured for 3 days in control, GM-CSF–containing, or IL-6–containing media (*n* = 5). (**F**) Quantification of CD11b^+^CD115^–^, CD11b^+^CD115^+^, CD11b^+^CD115^–^Ly6G^+^Ly6G^hi^, and CD11b^+^CD115^–^Ly6G^+^Ly6^lo–^ populations. Error bars represent mean ± SEM. For multiple comparisons with vehicle-treated control, statistics were calculated using 1-way ANOVA followed by Dunnett’s test; *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 11:**
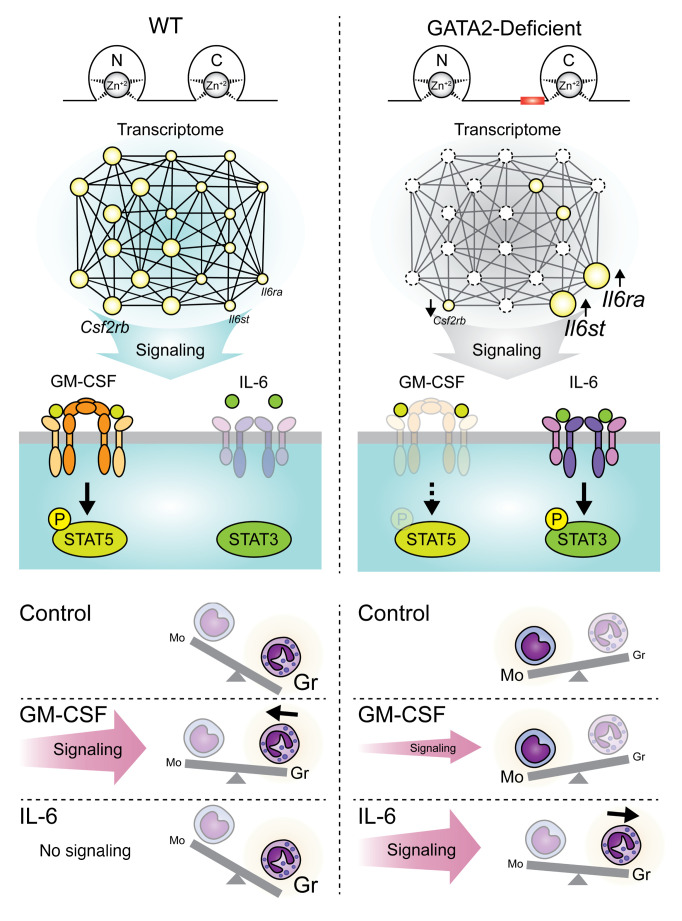
Model of GATA2-regulated genome function, cytokine signaling, and progenitor differentiation. GATA2 deficiency disrupts progenitor cell genome regulation. GATA2 loss decreases *Csf2rb* expression and GM-CSF signaling. GATA2, but not 9aa-Ins, elevates *Csf2rb* expression. GATA2 loss elevates *Il6ra* and *Il6st* expression and IL-6 signaling. WT GATA2, but not 9aa-Ins, reduces *Il6ra* and *Il6st* expression. These alterations impact differentiation and may impact function of progenitor-derived progeny. Normal progenitors exhibit predominantly granulocytic potential, and GM-CSF promotes granulopoiesis. IL-6 does not induce signaling in WT progenitors nor impact differentiation. GATA2-deficient progenitors exhibit predominantly monocytic (Mo) potential, and IL-6 promotes granulocytic (Gr), at the expense of monocytic, differentiation. GM-CSF does not induce signaling in GATA2-deficient progenitors nor impact differentiation. As CSF2RB and IL6ST are shared by additional receptors, their dysregulation will impact a broader ensemble of signaling systems to yield an aberrant network that may disrupt fetal hematopoiesis.

# Supplementary material for: Pathogenic human variant that dislocates GATA2 zinc fingers disrupts hematopoietic gene expression and signaling networks
**Source:** J Clin Invest. 2023 Apr 3;133(7):e162685. doi: 10.1172/JCI162685
**Supplement:** Supplemental data

## Supplementary Methods

### *GATA2 molecular structure.*

A representation of the double GATA1 zinc finger domain (residues 201-310 of human GATA1) bound to DNA was constructed based on the crystal structure of a GATA1:DNA complex (PDB 3VD6, PMID: 26234528). In the original structure, the inter-zinc finger spacer (residues 241-255) was not observed. This sequence was modelled into the structure using the sculpting mode of PYMOL 2.4 (Schroedinger LLC), in a manner that yielded a geometrically reasonable conformation. No attempt was made to model possible interactions between the spacer and DNA, though some contacts with the DNA backbone are likely, given the six basic residues in this 15-residue stretch. The image was created in PYMOL. Structure predictions of the inter-zinc finger spacer were carried out using the Alphafold implementation at: [https://colab.research.google.com/github/sokrypton/ColabFold/blob/main/beta/AlphaFold2\\_advanced.ipynb](https://colab.research.google.com/github/sokrypton/ColabFold/blob/main/beta/AlphaFold2_advanced.ipynb)

### *Protein analysis for GATA2 rescue.*

Infected hi-77<sup>+/+</sup> cells with empty vector and hi-77<sup>-/-</sup> cells with empty vector or GATA2 retroviruses were lysed and boiled for 10 min in SDS lysis buffer. Proteins were resolved on 8% SDS-polyacrylamide gels. Proteins were analyzed by semi-quantitative Western blotting with ECL Plus (Thermo Fisher Scientific) and West Femto (Thermo Fisher Scientific). Antibodies used were rabbit polyclonal anti-GATA2 (1, 2), rabbit monoclonal anti-HA-tag (Cell Signaling Technology, 3724) and mouse monoclonal anti- $\beta$ -actin (Cell Signaling Technology, 3700). Blots were developed by LI-COR Odyssey Imaging System

(LI-COR Biosciences) and quantified by Image Studio Lite (version 5.2) (LI-COR Biosciences)

#### *Immunofluorescence.*

Infected hi-77<sup>+/+</sup> cells with empty vector and hi-77<sup>-/-</sup> cells with empty or GATA2 were collected on poly-L-lysine coated slides (Electron Microscopy Sciences) and fixed with 3.7% paraformaldehyde in PBS for 10 min at room temperature. Slides were washed with PBS and permeabilized with 0.2% Triton X-100 for 10 min at room temperature. Washed slides were blocked with 3% BSA in PBS with 0.1% Tween 20 for 1 h at room temperature and incubated with anti-HA in rabbit (Cell Signaling Technology, 3724) in 3% BSA at 4°C overnight. After washing, slides were incubated with Alexa 594 secondary antibody for 1 h at room temperature, washed and mounted using Vectashield mounting medium with DAPI (Vector Laboratories). Images were acquired with a Nikon A1R-S confocal microscope (Nikon).

#### *Gene expression analysis.*

Total RNA was purified from  $1-5 \times 10^5$  cells with TRIzol (Invitrogen) and 2 µg RNA was treated with DNase I (Thermo Fisher Scientific) for 15 min at room temperature. After heat inactivation of Dnase I with EDTA for 10 min at 65°C, RNA was incubated with 250 ng of a 4:1 mixture of oligo(dT) primers and random hexamer at 68°C for 10 min. RNA/primers were incubated with Moloney murine leukemia virus reverse transcription (M-MLV RT) (Thermo Fisher Scientific), 5X first strand buffer (Thermo Fisher Scientific), 10 mM dithiothreitol (Thermo Fisher Scientific), RNAsin (Promega), and 0.5 mM

deoxynucleoside triphosphates (New England Biolabs) at 42°C for 1 h and then heat inactivated at 95°C for 5 min. Quantitative gene expression analyses was performed by real-time qRT-PCR using Power SYBR Green Master Mix (Applied Biosystems) and analyzed on a ViiA 7 Real-Time PCR System (Applied Biosystems). Control reactions without M-MLV RT yielded little to no signal. Relative expression of mRNA was determined from a standard curve of serial dilutions of cDNA samples, and values were normalized to 18S RNA expression. See Table S5 for primers.

#### *RNA-seq for GATA2 rescue.*

Four biological replicates of hi-77<sup>+/+</sup> cells infected with empty vector, hi-77<sup>-/-</sup> cells infected with empty vector or GATA2 or 9aa-Ins were harvested and sorted for GFP<sup>+</sup> cells on a FACS Aria II instrument (BD Biosciences). RNA was purified using an RNAeasy Micro Kit (Qiagen). Library sequencing through Illumina TruSeq Stranded Total RNA (rRNA reduction) were prepared by the University of Wisconsin-Madison Gene Expression Center and sequenced using an Illumina NovaSeq 6000 sequencer. Global gene expression changes were evaluated by RNA-seq of four biological replicates each of hi-77<sup>+/+</sup> infected with empty vector, hi-77<sup>-/-</sup> infected with empty vector, hi-77<sup>-/-</sup> infected with GATA2-expressing retrovirus, and hi-77<sup>-/-</sup> infected with 9aa-Ins-expressing retrovirus. 

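The annotation used here for gene names and positions was GENCODE M21 on the same genome build. Of the 55487 gene IDs in the expression data, 55394 were found in M21, 55094 of them with the same version number, and 93 were not found and were kept under their ID.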

Reads were aligned by STAR (version 2.5.2b) (3) to the mouse genome (version mm10) with GENCODE basic gene annotations (version M22). Gene expression levels were quantified by RSEM (version 1.3.0) (4), and differential expression was analyzed by edgeR (version 3.30.3) (5). A differentially expressed gene was required to have at least two-fold changes and an adjusted p-value < 0.05. Gene ontology analysis

was performed by DAVID (version 6.8) (6). Heatmaps of gene expression levels were prepared using ComplexHeatmap (7). Fragments per kilobase of transcript per million (FPKM) mapped reads values were added by  $10^{-3}$  to avoid taking logarithm on zero.

#### *ATAC-seq for GATA2 rescue.*

ATAC-seq was performed as described with modifications (8). Briefly,  $5 \times 10^4$  cells were washed twice in PBS and resuspended in 100  $\mu$ l lysis buffer (10 mM Tris-HCl, 10 mM NaCl, 3 mM MgCl<sub>2</sub>, 0.1% IGEPAL CA-630, pH 7.4) with freshly added protease inhibitor cocktail (APExBIO). Nuclei were collected by centrifugation at 500 x *g* for 10 min at 4°C. Nuclei were resuspended in 50  $\mu$ l tagmentation mix (10 mM TAPS, 5 mM MgCl<sub>2</sub>, pH 8.0 and 1.75  $\mu$ l Tn5) and incubated at 37°C for 30 min. Tagmentation reactions were terminated by adding 10  $\mu$ L 0.2% SDS followed by incubation at 55°C for 7 min. Adapter-tagged DNA was purified using MinElute PCR Purification kit (Qiagen) and amplified using KAPA HiFi Hotstart PCR kit (KAPA). ATAC-seq libraries were sequenced on an Illumina NextSeq500 system using the 75-bp high-output sequencing kit. Raw reads were trimmed to remove adapter sequences using Trim Galore! V0.4.1 ([https://www.bioinformatics.babraham.ac.uk/projects/trim\\_galore/](https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/)) with the “—nextera” parameter and aligned to mouse (mm10) genome assembly using Bowtie2 with default parameters (9). Alignment files were converted to BAM format and duplicate reads were removed using Picard Tools (<http://github.com/broadinstitute/picard/>). Tags that uniquely mapped to the genome were used for downstream analysis. Output BAM files were converted to BED format using the “bamtobed” command from BEDTools v.2.29.2 (10). Reads were shifted + 4-bp or – 5-bp for positive and negative strand (11), respectively,

using “awk” command. ATAC-seq peaks were identified from shifted-read BED files using MACS v2.0 (12) with the parameter “—nomodel”. Normalized wiggle files were generated from shifted-read BED files using a custom python script. Bigwig files were then generated using wigToBigWig command with the “-clip” parameter (13).

Peak calling for four biological replicates of hi-77<sup>-/-</sup> infected with empty vector, hi-77<sup>-/-</sup> infected with GATA2-expressing retrovirus, and hi-77<sup>-/-</sup> infected with 9aa-Ins-expressing retrovirus was achieved by MACS2 with the parameter `-nolambda`. Other parameters were set as default. To ensure that peaks were consistent in each condition, we used IDR (Irreproducible Discovery Rate) to compare peaks from pairs of replicates with `--idr-threshold 0.05`. Peaks were filtered for the width to be narrower than 1 kb. Using these peaks, a master peak list was created by merging all ATAC-seq peaks that are overlapping. Read counts within each master peak region were retrieved from the aligned BAM files by BEDTools. A count matrix was built to summarize the ATAC-seq read count for each biological sample in each master peak region across all experimental conditions. Differential peaks between hi-77<sup>-/-</sup> GATA2 vs hi-77<sup>-/-</sup> empty and hi-77<sup>-/-</sup> 9aa-Ins vs hi-77<sup>-/-</sup> empty were identified by R package DESeq2 (14). The resulting p-values were adjusted by Benjamini-Hochberg procedures to control the overall False Discovery Rate.

#### *ATAC-seq peak annotation.*

R package ChIPseeker (15) was utilized to annotate the genomic features of differentially accessible peaks where the maximum range of promoter to transcription start site (TSS) was set at 3 kb. The differentially accessible peaks were assigned to the nearest genes, based on the distance of the peak region to the TSS, or to genes where the peak is

overlapping, to build associations between ATAC-seq peaks and genes. We only considered protein-coding genes. Peaks at distal intergenics more than 100 kb away from the TSS were removed. We used the annotation in the barplot, violin plot, and the heatmap. For the peaks used in the violin plot, we only filtered out regions lacking peaks at hi-77<sup>-/-</sup> empty or hi-77<sup>-/-</sup> GATA2 when analyzing peaks annotated to genes activated/repressed by only GATA2, and filtered out regions lacking peaks at hi-77<sup>-/-</sup> empty or hi-77<sup>-/-</sup> 9aa-Ins when analyzing peaks annotated to genes activated/repressed by only 9aa-Ins. For the violin plot restricted to promoters, we extracted ATAC-seq signals at -2 kb to +100 bp of the gene start for hi-77<sup>-/-</sup> empty, GATA2, and 9aa-Ins. With those regions from the promoters, or the peaks at +/-100 kb, we used the `normalize.quantiles` function from `preprocessCore` package (<https://github.com/bmbolstad/preprocessCore>) to normalize the signal. We calculated the logarithm of the ratio between hi-77<sup>-/-</sup> GATA2 or hi-77<sup>-/-</sup> 9aa-Ins and hi-77<sup>-/-</sup> empty signal. For the peaks used in the barplot, we categorized them as gain, loss, no change based on differential accessibility (Table S6). After obtaining the peak categorization for each gene, we merged peaks in each gene by the following rules: if there was only “gain”, we classified the gene as “gain”, if there was only “loss”, we classified this gene as “loss”, and if both “gain” and “loss” were applicable, we classified this gene as “both”, and if none were present, then it was either “open to open” or “closed to closed”, based on whether peaks existed in this gene.

#### *ATAC-seq motif analyses.*

Peaks categorized as gain, loss, no change based on differential accessibility (Table S6) were used as inputs for the motif analysis. We associated peaks with gain and loss to the

nearest RNA-seq DEG with the same direction of regulation (activation and repression). Instead of merging peaks to be associated to one gene, we utilized all the peaks as the input. HOMER software (version 4.11) (16) was used for motif-based sequence analysis and the findMotifGenome.pl function was used to identify known motifs and *de novo* motifs in the different conditions. All parameters in the function were set as default. Motifs in the enrichment analysis (Figure 5D) were chosen such that q-values were smaller than 0.05 and the percentage of motifs in target sequences was larger than 30%. The top 5 motifs from each comparison are chosen in the discriminative analysis (Figure S4C). The heatmaps depicting motif enrichment were generated using the R package pheatmap (<https://www.rdocumentation.org/packages/pheatmap/versions/0.2/topics/pheatmap>).

#### *GATA2 CUT&RUN.*

Primary fetal liver erythroid progenitors were isolated e12.5-e13.5 C57BL/6 mouse embryos. 5-15 livers were pooled for each experimental replicate, mechanically dissociated in staining buffer (PBS, 0.2% BSA, 5 mM glucose) and strained through a 30 µm strainer. Cells were immunostained at 4°C in the presence of rabbit IgG (200 µg/ml, Jackson Laboratories, 015-000-003) to block Fc receptors. To enrich for early erythroid progenitors, cells were first stained with 5 µg/ml biotin-conjugated anti-Ter119 (BDBiosciences, 553672) for 30 min, before magnetic depletion using streptavidin nanobeads (BioLegend, 480016) following the manufacturer's instructions. Cells were then incubated with 0.5 µg/ml APC-conjugated streptavidin (BD Biosciences, 553672), 0.33 µg/ml PE-Cy7-conjugated anti-CD71 (BioLegend, 113811) and a panel of 5 FITC-conjugated lineage antibodies (anti-CD41, anti-CD45R, anti-CD3e, anti-CD11b and anti-

Ly-6G/6C, all at 1  $\mu\text{g/ml}$ ; 553848, 553087, 553061, 557396, 553126; BD Biosciences) for 45 min. Cells were then resuspended in FACS running buffer (staining buffer plus 2 mM EDTA). 0.66  $\mu\text{g/ml}$  Hoechst was added immediately prior to sorting in order to distinguish live cells. Cells were sorted into Eppendorf tubes containing 500  $\mu\text{l}$  RPMI supplemented with 10% FCS using a BD FACSAria Fusion machine with a 100  $\mu\text{M}$  nozzle size. CUT&RUN was carried out as described (17). Concanavalin A magnetic beads were activated by washing twice in binding buffer (20 mM HEPES-KOH pH 7.9, 10 mM KCl, 1 mM  $\text{CaCl}_2$ , 1 mM  $\text{MnCl}_2$ ). 100,000 FACS-sorted erythroblasts were washed twice in 1.5 ml of wash buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM spermidine and one Roche Complete Protease Inhibitor tablet), resuspended in 200  $\mu\text{l}$  wash buffer and mixed with 10  $\mu\text{l}$  activated bead suspension and rotated for 5–10 min at RT. Tubes were placed in a magnetic rack, wash buffer was replaced with 200  $\mu\text{l}$  of antibody buffer (wash buffer plus 0.02% digitonin, 2 mM EDTA and 100 ng anti-GATA2 affinity-purified rabbit polyclonal anti-GATA2 antibody (1, 2), and the tubes rotated for 2 h at 4°C. Tubes were placed on a magnetic rack, and the cells were washed once with digitonin buffer (wash buffer plus 0.02% digitonin) before resuspension in 200  $\mu\text{l}$  digitonin buffer. pA-MNase enzyme (kind gift from the Henikoff lab) was added to each tube at a final concentration of 700  $\text{ng ml}^{-1}$  and the tubes rotated for 1 h at 4°C. Tubes were placed on a magnetic rack, and cells were washed twice with digitonin buffer before resuspending in 150  $\mu\text{l}$  digitonin buffer. The digestion was initiated by the addition of 3  $\mu\text{l}$  100 mM  $\text{CaCl}_2$  to each sample and allowed to proceed for 30 min on ice before quenching with 50  $\mu\text{l}$  4x stop buffer (680 mM NaCl, 40 mM EDTA, 8 mM EGTA, 0.04% digitonin, 0.1  $\text{mg ml}^{-1}$  of RNase A, 0.1  $\text{mg ml}^{-1}$  glycogen). Tubes were incubated for 10 min at 37°C, centrifuged for 5 min

at 4°C at 16,000 x g. The supernatant was moved to fresh tubes, mixed with 1 µl of 20% SDS and 1.5 µl of 20 mg ml<sup>-1</sup> proteinase K and incubated for 10 min at 70°C. DNA was purified by phenol-chloroform extraction and ethanol precipitation. Libraries were prepared with the Ultra-II DNA library prep kit (NEB) following the manufacturer's protocol with 13 PCR cycles. The mm9 and mm10 builds of the mouse genome were concatenated with the *E. coli* genome and a new Bowtie index was constructed using bowtie-build. Reads were aligned to the mm9+ecoli and mm10+ecoli indices using Bowtie (version 2.4.1) (9). PCR duplicates were removed using Samtools (version 1.10) (18). Reads from a contaminating PCR amplicon mapping to chr11:32270389-32273090 (mm10) were removed. BigWig files were generated from genome coverage using DeepTools (version 3.4.3) (19) and a scaling factor of 1000/[number of reads mapped to *E. coli* genome].

#### *GATA2 and 9aa-Ins CUT&Tag.*

CUT&Tag was conducted as described (20). hi-77<sup>-/-</sup> cells infected with HA-GATA2 or 9aa-Ins were cultured for 3 days and sorted for live, GFP<sup>+</sup> cells. Collected cells were pooled and lightly permeabilized with 0.1% formaldehyde in room temperature for 2 min and split into 2 replicates per condition (1.25 x 10<sup>5</sup> cells per replicate). Antibodies used were rabbit polyclonal anti-GATA2 (1, 2) and rabbit monoclonal anti-HA-tag (Cell Signaling Technology, 3724).

#### *CUT&Tag peak annotation.*

The CUT&Tag data analysis pipeline was implemented as described (21). Raw reads data were aligned to mouse reference genome (mm10) using Bowtie2 (9). Reads that

were duplicated or mapped to the blacklist regions (22) were removed from the analysis. The resulted bam files were sorted and subjected to MACS3 (12) for peak calling. For visualization of the bind profiles, deepTools (19) bamCoverage was used to generate coverage track (bigWig). Peaks called for MACS3 q-value  $1e^{-6}$  in the 2 replicates were merged with HOMER (16) mergePeaks. Differential peak analysis was performed in R using the Bioconductor package Diffbind (23, 24). Peaks with an FDR < 0.05 were considered significantly differentially enriched. Diffbind results were used to merge peaks from prior analysis.

#### *Quantitative chromatin immunoprecipitation (ChIP-qPCR).*

ChIP analysis was conducted as described (25). hi-77<sup>-/-</sup> cells infected with HA-GATA2, 9aa-Ins or control vector were cultured for 3 days with 2  $\mu$ g/ml puromycin. Samples containing  $3 \times 10^6$  cells were crosslinked with 1% formaldehyde for 10 min. Lysates were immunoprecipitated with rabbit anti-HA antibody (Cell Signaling Technology, 3724) using rabbit normal IgG (Cell Signaling Technology, 2729) as a control. DNA was quantified by real-time PCR (Applied Biosystems Viia 7 instrument) with SYBR green fluorescence, and product was quantified relative to a standard curve created from serial dilution of input chromatin.

#### *GATA2 and 9aa-Ins dual zinc finger domain protein production.*

GATA2 residues 291-399 and 9aa-Ins residues 291-399 containing the 9aa insertion were cloned into a modified pET15b-based vector. This vector uses the improved translation initiation region TIR-2 (26), expresses proteins without tags but adds 'Met-Gln-

Leu' on the N-terminus as a result of the TIR-2 sequence. Proteins were expressed in *E. coli* BL21(DE3) Rosetta 2 cells for 24 h using autoinduction (27). Cells were lysed by sonication in 50 mM Tris, 100 mM NaCl, 40  $\mu$ M ZnSO<sub>4</sub>, 0.5 mM PMSF, 0.1% (v/v)  $\beta$ -mercaptoethanol, pH 7.4, DNase I (10  $\mu$ g/mL), RNase A (10  $\mu$ g/mL) and MgCl<sub>2</sub> (10 mM). The lysate was clarified by centrifugation at 15,000  $\times$  g for 20 min at 4 °C. The soluble fraction was applied to SP Sepharose Fast Flow (Sigma-Aldrich) resin, and protein was eluted with a NaCl step gradient (0.2–1 M). The NaCl concentration in the eluates containing crude GATA2 proteins was adjusted to 0.2 M, and the protein was purified by cation exchange chromatography on a Uno S-1 column (BioRad) in 50 mM Tris, 40  $\mu$ M ZnSO<sub>4</sub>, 1 mM DTT, pH 7.4 and eluted using a gradient comprising 0.1–0.8 M NaCl. Proteins were dialyzed into 50 mM Tris, 150 mM NaCl, 1 mM DTT, pH 7.4 and were ~80% pure based on SDS-PAGE analysis. Protein folding was confirmed by analyzing one-dimensional <sup>1</sup>H NMR spectra (600 MHz) in 50 mM Tris, 150 mM NaCl, 1 mM DTT, 5% D<sub>2</sub>O (v/v), 60  $\mu$ M DSS pH 7.4.

#### *Electrophoretic mobility shift assay.*

Oligonucleotides were obtained at ~90% purity from IDT (Integrated DNA Technologies) and contained a 5' 6-carboxyfluorescein (6-FAM) on one strand. Complementary pairs of oligonucleotides in 1 $\times$  TE (10 mM Tris, 1 mM EDTA, pH 8) were annealed by heating at 100 °C for 1 min, followed by cooling slowly to room temperature to generate dsDNA. Proteins were added to dsDNA (10 nM or 5 nM) in 1 $\times$  EMSA buffer [10 mM MOPS, 50 mM KCl, 5 mM MgCl<sub>2</sub>, 10% (v/v) glycerol, pH 7], incubated on ice for 30 min, and analyzed on 10% (w/v) 19:1 polyacrylamide gels in 0.5 $\times$  TB buffer (45 mM Tris, 45 mM boric acid, pH 8.3) at 200 V for 45 mins. Gels were imaged on a Typhoon FLA9000 (GE Healthcare)

scanner, using an excitation wavelength of 473 nm and detected using a >510 nm long pass filter.

#### *Ectopic expression of EBF1.*

Hemagglutinin (HA)-tagged *Ebf1* coding sequence, corresponding to isoform 2 (NM\_007897.3), was amplified from a hi-77 cDNA library using the primers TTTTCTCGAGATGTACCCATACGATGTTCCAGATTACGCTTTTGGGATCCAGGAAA GCATC and AACTATCACATGGGAGGGACAATCATG and cloned into *XhoI* and *HpaI* sites of the MSCV-PIG retroviral vector. HA-EBF1-expressing and empty retrovirus were packaged in HEK 293T cells and infectious supernatant collected 48 h after transfection. hi-77<sup>+/+</sup> cells were infected by spinoculation and cultured for 3 d prior to sorting live GFP<sup>+</sup> cells.

#### *CRISPR-mediated knockout of the Spi1 -14 kb URE*

Cas9 guide RNAs flanking the *Spi1* -14b URE were assembled from crRNAs (GTGGCGGACCAAGGACCTCG and CCAAGACTAGGACTCAATAT) annealed to TracrRNA (Integrated DNA Technologies). The guide RNAs were complexed with Cas9 (Integrated DNA Technologies), and the complex was nucleofected (Amaxa) into hi-77<sup>-/-</sup> cells. Clones were isolated by limiting dilution and evaluated by PCR for URE ablation.

#### *Protein analysis for cytokine signaling.*

hi-77<sup>+/+</sup> cells infected with empty retrovirus and hi-77<sup>-/-</sup> cells with empty or GATA2 retroviruses were collected for treatment with GM-CSF or IL-6. For comparison of

signaling in retrovirally-infected hi-77<sup>-/-</sup> cells, GFP<sup>+</sup> cells were sorted and expanded 2 d prior to treatment. To induce GM-CSF/STAT5 or IL-6/STAT3 signaling, cells were serum-starved for 2 h and treated with 10 ng/ml recombinant mouse GM-CSF (R&D Systems) or 20 ng/ml mouse IL-6 (PeproTech) for 15 min. Samples were washed with PBS and boiled for 10 min in sodium dodecyl sulfate (SDS) lysis buffer (50 mM Tris (pH 6.8), 2%  $\beta$ -mercaptoethanol, 2% SDS, 0.1% bromophenol blue, 10% glycerol) containing phosphatase inhibitor cocktail 1 and 2. Proteins were analyzed by semi-quantitative Western blotting with ECL 2 (Thermo Fisher Scientific) and West Femto (Thermo Fisher Scientific). Antibodies used were rabbit polyclonal anti-pSTAT5 (9351), rabbit monoclonal anti-STAT5 (94205), rabbit monoclonal anti-pSTAT3 (9145), rabbit monoclonal STAT3 (12640) and mouse monoclonal anti- $\beta$ -actin (3700) from Cell Signaling Technology. Blots were developed by LI-COR Odyssey Imaging System (LI-COR Biosciences) and quantified by Image Studio Lite (version 5.2) (LI-COR Biosciences).

#### *Cell differentiation and flow cytometry.*

To induce differentiation, hi-77<sup>+/+</sup> and hi-77<sup>-/-</sup> cells were pelleted and washed with PBS and resuspended in differentiation medium consisting of OPTI-MEM supplemented with 10% FBS, 1% penicillin-streptomycin, 1% SCF-conditioned medium, 1% IL-3-conditioned medium, and 30 mM  $\beta$ -mercaptoethanol. Cells were cultured for 3 d at 37°C and analyzed for monocytic and granulocytic populations. Prior to staining, cells were pelleted and washed with PBS. Cells were stained at 4°C for 30 min using 1:200 diluted combinations of PE Cy7-Ly6C (BioLegend), FITC-CD11b (BioLegend), PE-CD115 (BioLegend) and APC-Ly6G (eBioscience) in PBS with 10% FBS. After staining, cells were washed once

with PBS with 2% FBS and analyzed on an Attune™ NxT Flow Cytometer (Thermo Fisher Scientific). Differentiated cell populations were analyzed using FlowJo v10.8.0 software (BD Biosciences).

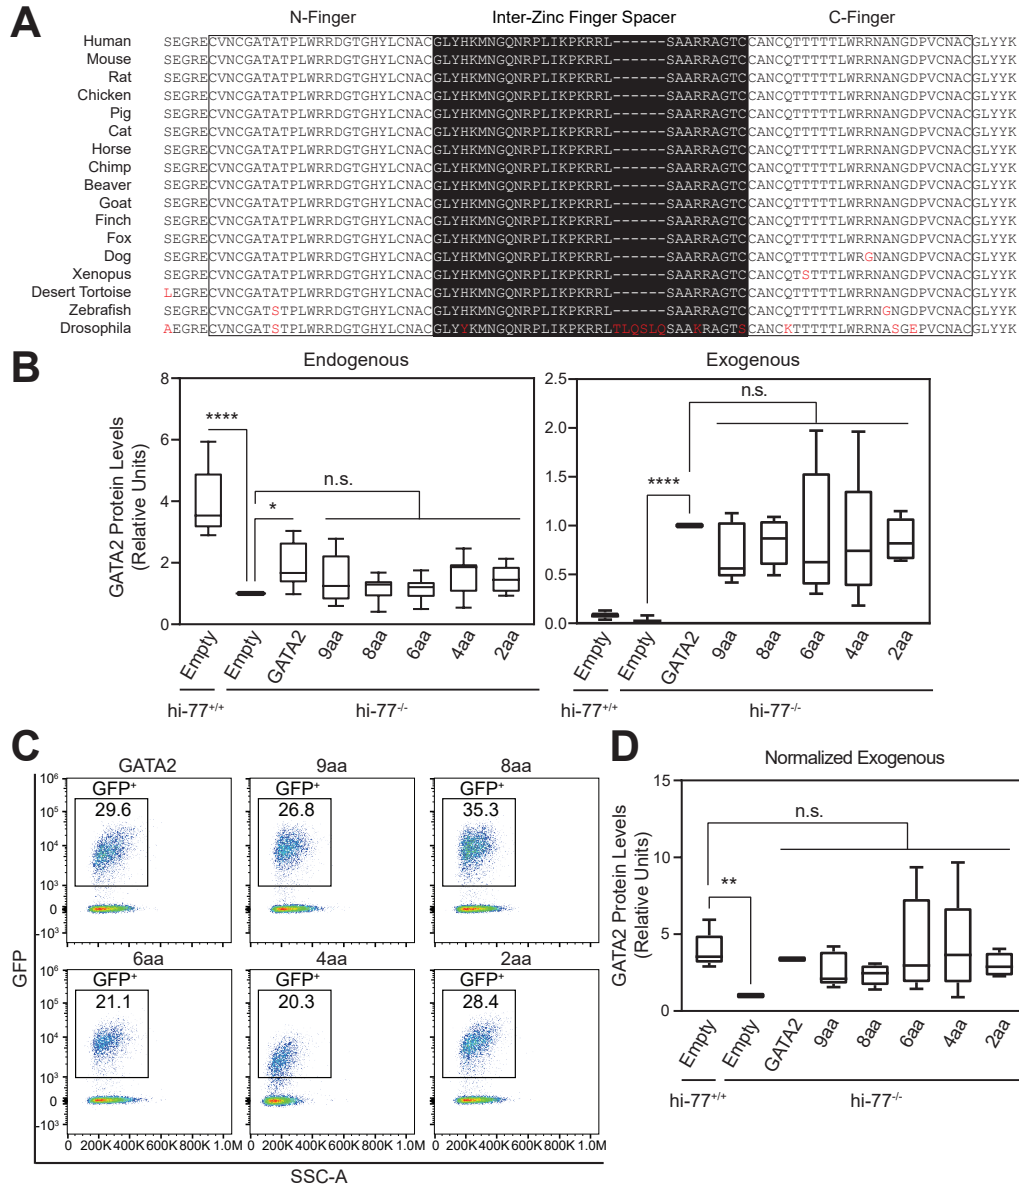

**Figure S1. Artificial GATA2 transcription factors with variable inter-zinc finger spacers. (A)** Sequence of the GATA2 N-finger, inter-zinc finger spacer, and C-finger among different species. GATA2 homologs Gata2a and Grain were compared for Zebrafish and Drosophila, respectively. All sequences are from UniProt (<https://www.uniprot.org/>). **(B)** Quantification of endogenous or exogenous GATA2 levels in hi-77 cells with or without expression of GATA2 or variants ( $n=9$ ). The results were normalized to the hi-77<sup>-/-</sup> empty condition or the hi-77<sup>-/-</sup> GATA2 condition. Box-and-whisker plots are plotted with bounds from the 25th to the 75th percentiles, the median line, and whiskers ranging from minimum to maximum values. Endogenous protein levels were compared to hi-77<sup>-/-</sup> empty. Exogenous protein levels were compared to hi-77<sup>-/-</sup> GATA2. **(C)** Flow cytometric plots of GFP<sup>+</sup> hi-77<sup>-/-</sup> cells expressing HA-tagged GATA2 or variants. **(D)** Quantification of exogenous HA-GATA2 or variants in hi-77<sup>-/-</sup> normalized based on infection efficiency. Protein levels of endogenous GATA2 in hi-77<sup>+/+</sup> cells vs. the combination of endogenous and exogenous levels in HA-GATA2 and variants were comparable. Statistical calculations in (B) and (D) utilized one-way ANOVA, followed by Dunnett's test; \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*\*,  $P < 0.0001$ ; n.s., not significant.

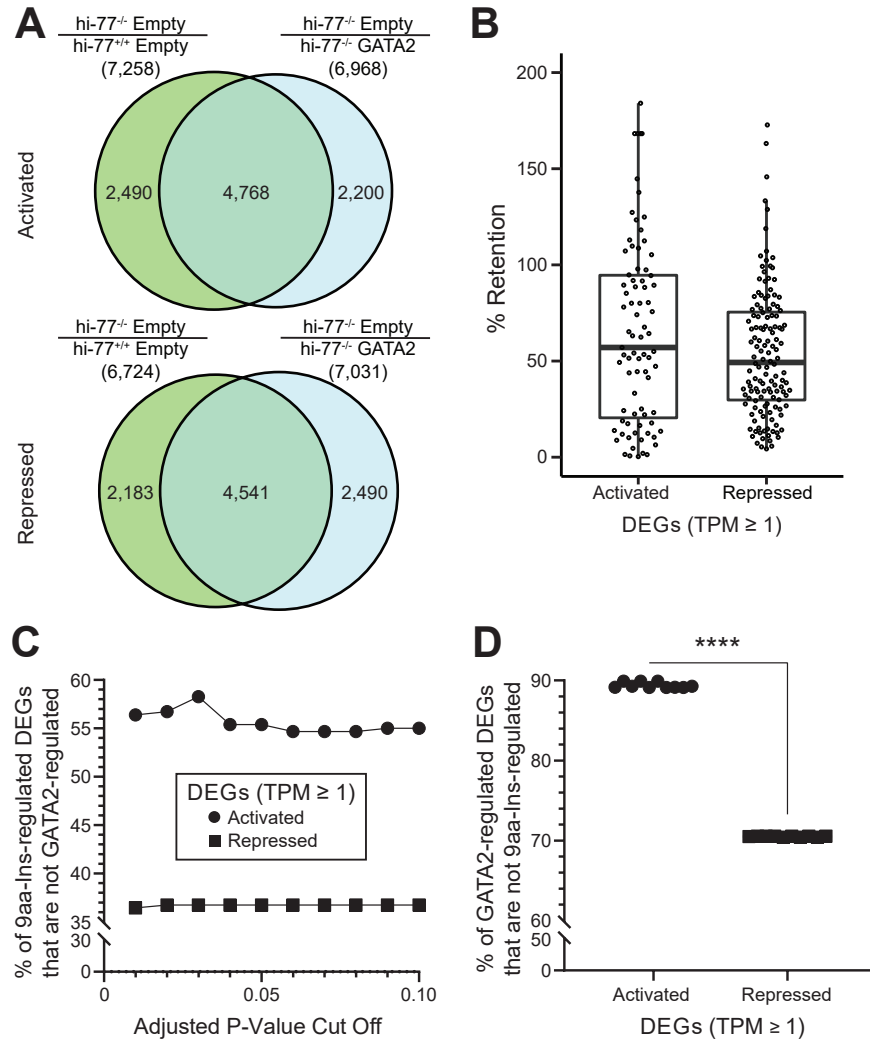

**Figure S2. Genome regulation by GATA2 and 9aa-Ins analyzed over a range of statistical stringencies.** (A) Overlap of DEGs between  $(hi-77^{-/-} \text{ empty})/(hi-77^{+/+} \text{ empty})$  and  $(hi-77^{-/-} \text{ empty})/(hi-77^{-/-} \text{ GATA2})$  that were  $|\log_2(\text{fold change})| > 0$  and no adjusted P-value cutoff deployed. DEGs were parsed into activated and repressed. Genes with fold changes equal to 1 were excluded. (B) Percent of 9aa-Ins-regulated genes that are not GATA2-regulated analyzed by subtracting overlap of  $(hi-77^{-/-} \text{ empty})/(hi-77^{-/-} \text{ GATA2})$  from  $(hi-77^{-/-} \text{ empty})/(hi-77^{-/-} \text{ 9aa-Ins})$ . Genes were required to have TPM  $\geq 1$  in all four RNA-seq replicates of at least one of the two conditions under comparison. Different P-cutoffs ranges from 0.01 to 0.1. (C) Percent of GATA2-regulated genes not 9aa-Ins-regulated analyzed by subtracting  $(hi-77^{-/-} \text{ empty})/(hi-77^{-/-} \text{ 9aa-Ins})$  from  $(hi-77^{-/-} \text{ empty})/(hi-77^{-/-} \text{ GATA2})$ . The same ten P-cutoffs in (A) were used. Genes were required to have TPM  $\geq 1$  in all of the four RNA-seq replicates of at least one of the two conditions under comparison. Different P-cutoffs ranges from 0.01 to 0.1. The percent of DEGs for each P-cutoff are parsed into activated or repressed. Statistical calculations utilized Mann-Whitney test; \*\*\*\*,  $P < 0.0001$ . (D) Percent retention of 9aa-Ins-regulated genes compared to GATA2. The fold change of  $(hi-77^{-/-} \text{ empty})/(hi-77^{-/-} \text{ GATA2})$  was compared with  $(hi-77^{-/-} \text{ empty})/(hi-77^{-/-} \text{ 9aa-Ins})$ . Error bars represent mean  $\pm$  SEM. Genes were required to have TPM  $\geq 1$  in four RNA-seq replicates of  $hi-77^{-/-}$  GATA2 for activation and  $hi-77^{-/-}$  empty for repression.

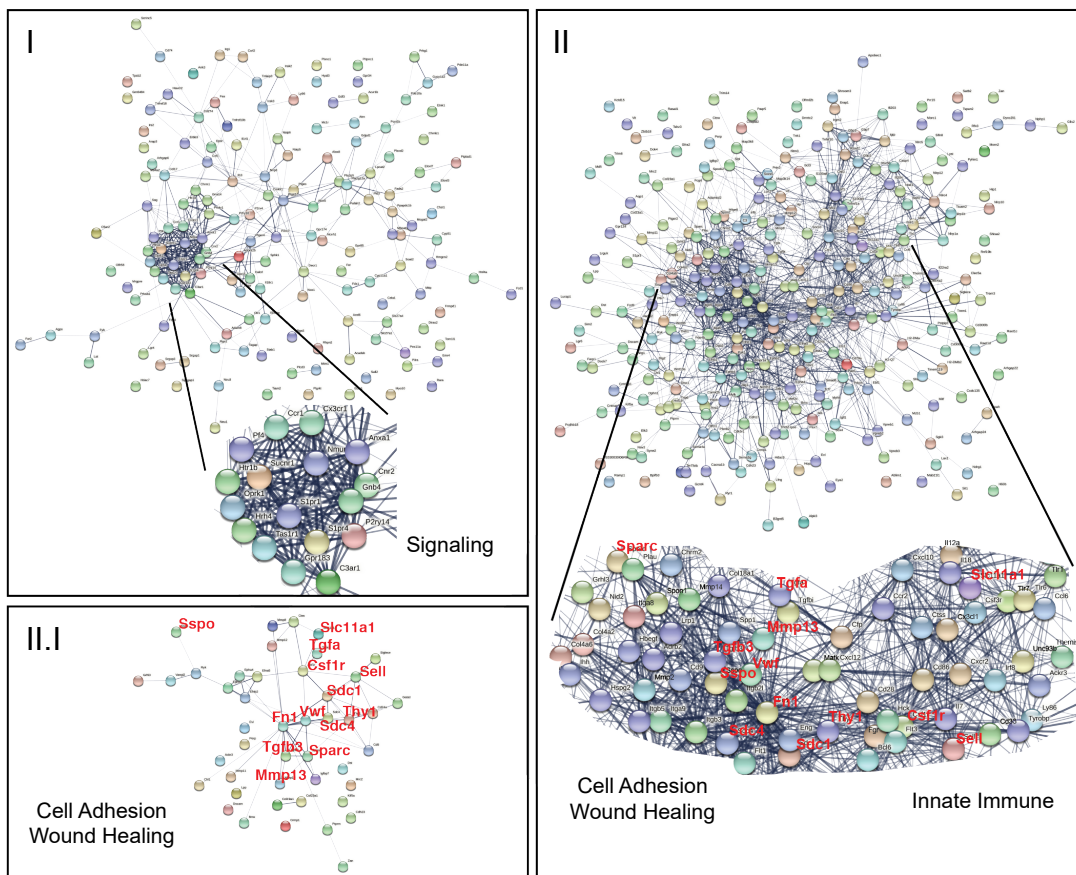

**Figure S3. 9aa-lns mutant is defective in regulating signaling and inflammatory genes.** Network Analysis (<https://string-db.org/>) with genes comprising significant GO terms in each category from Figure 4B.

| Gene         | hi-77 <sup>+/+</sup> empty | hi-77 <sup>-/-</sup> empty | hi-77 <sup>-/-</sup> GATA2 | hi-77 <sup>-/-</sup> 9aa-Ins |
|--------------|----------------------------|----------------------------|----------------------------|------------------------------|
| <i>Ehf</i>   | 0.0025                     | 0                          | 0.005                      | 0                            |
| <i>Erg</i>   | 37.45                      | 47.3275                    | 46.58                      | 41.185                       |
| <i>Etv1</i>  | 0                          | 0.005                      | 0                          | 0                            |
| <i>Etv2</i>  | 0.0175                     | 0                          | 0                          | 0                            |
| <i>Etv3</i>  | 6.9075                     | 7.45                       | 6.79                       | 6.2375                       |
| <i>Etv3l</i> | 0                          | 0                          | 0                          | 0                            |
| <i>Etv4</i>  | 9.3675                     | 2.39                       | 6.9325                     | 2.28                         |
| <i>Etv5</i>  | 5.075                      | 5.77                       | 14.7175                    | 7.165                        |
| <i>Etv6</i>  | 39.1475                    | 44.305                     | 37.2475                    | 43.2325                      |
| <i>Elf1</i>  | 68.8075                    | 95.0175                    | 75.565                     | 73.9825                      |
| <i>Elf2</i>  | 40.2125                    | 46.9575                    | 38.9525                    | 37.3                         |
| <i>Elf3</i>  | 0                          | 0.0025                     | 0                          | 0.0175                       |
| <i>Elf4</i>  | 7.975                      | 9.8375                     | 9.72                       | 8.965                        |
| <i>Elf5</i>  | 0.0075                     | 0                          | 0                          | 0                            |
| <i>Elk1</i>  | 1.955                      | 1.73                       | 2.205                      | 1.5825                       |
| <i>Elk3</i>  | 21.93                      | 28.1425                    | 15.3525                    | 21.8                         |
| <i>Elk4</i>  | 10.4875                    | 12.75                      | 13.4875                    | 10.1475                      |
| <i>Fev</i>   | 0                          | 0                          | 0                          | 0                            |
| <i>Spdef</i> | 0.0075                     | 0                          | 0.0025                     | 0                            |
| <i>Ets1</i>  | 4.9575                     | 0.84                       | 0.39                       | 0.305                        |
| <i>Ets2</i>  | 6.0225                     | 6.0325                     | 8.185                      | 6.89                         |
| <i>Gabpa</i> | 37.95                      | 39.415                     | 38.125                     | 37.02                        |
| <i>Spi1</i>  | 26.8075                    | 33.0575                    | 29.6975                    | 37.9525                      |
| <i>Spib</i>  | 0.025                      | 0.05                       | 0.0425                     | 0.0125                       |
| <i>Spic</i>  | 0                          | 0                          | 0                          | 0                            |
| <i>Fli1</i>  | 43.375                     | 41.3725                    | 50.93                      | 46.9075                      |

**Table S3. Expression of genes encoding ETS transcription factor family members.** Average TPM of 26 genes encoding ETS transcriptions from 4 biological replicates of hi-77<sup>+/+</sup> empty, hi-77<sup>-/-</sup> empty, hi-77<sup>-/-</sup> GATA2, and hi-77<sup>-/-</sup> 9aa-Ins.

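TPM scales each gene's counts by its effective length and the total of its sample, so values of different genes in a sample can be set side by side. Besides the 15 ETS factors with mean TPM of at least 1 in every group, *Ets1* (chromosome 9, 32636221 to 32757820) passed the count filter. Its TPM was 4.96 ± 0.50 in hi–77+/+ empty, 0.84 ± 0.17 in hi–77-/- empty, 0.39 ± 0.08 in hi–77-/- GATA2 and 0.305 ± 0.05 in hi–77-/- 9aa-Ins (SD, n = 4). The log2 fold change was −1.19 with GATA2 (SE 0.12, edgeR adjusted p = 5.94e-08) and −1.48 with 9aa-Ins (SE 0.13, edgeR adjusted p = 1.69e-08). After the subtraction of the hi–77+/+ share, 0 to 24 counts of *Ets1* were left in the hi–77-/- empty replicates, so these falls cannot be told apart from a lower share of hi–77+/+-like RNA. *Erg*, *Fli1* and *Spi1* changed by −0.09, 0.21 and −0.23 with GATA2.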

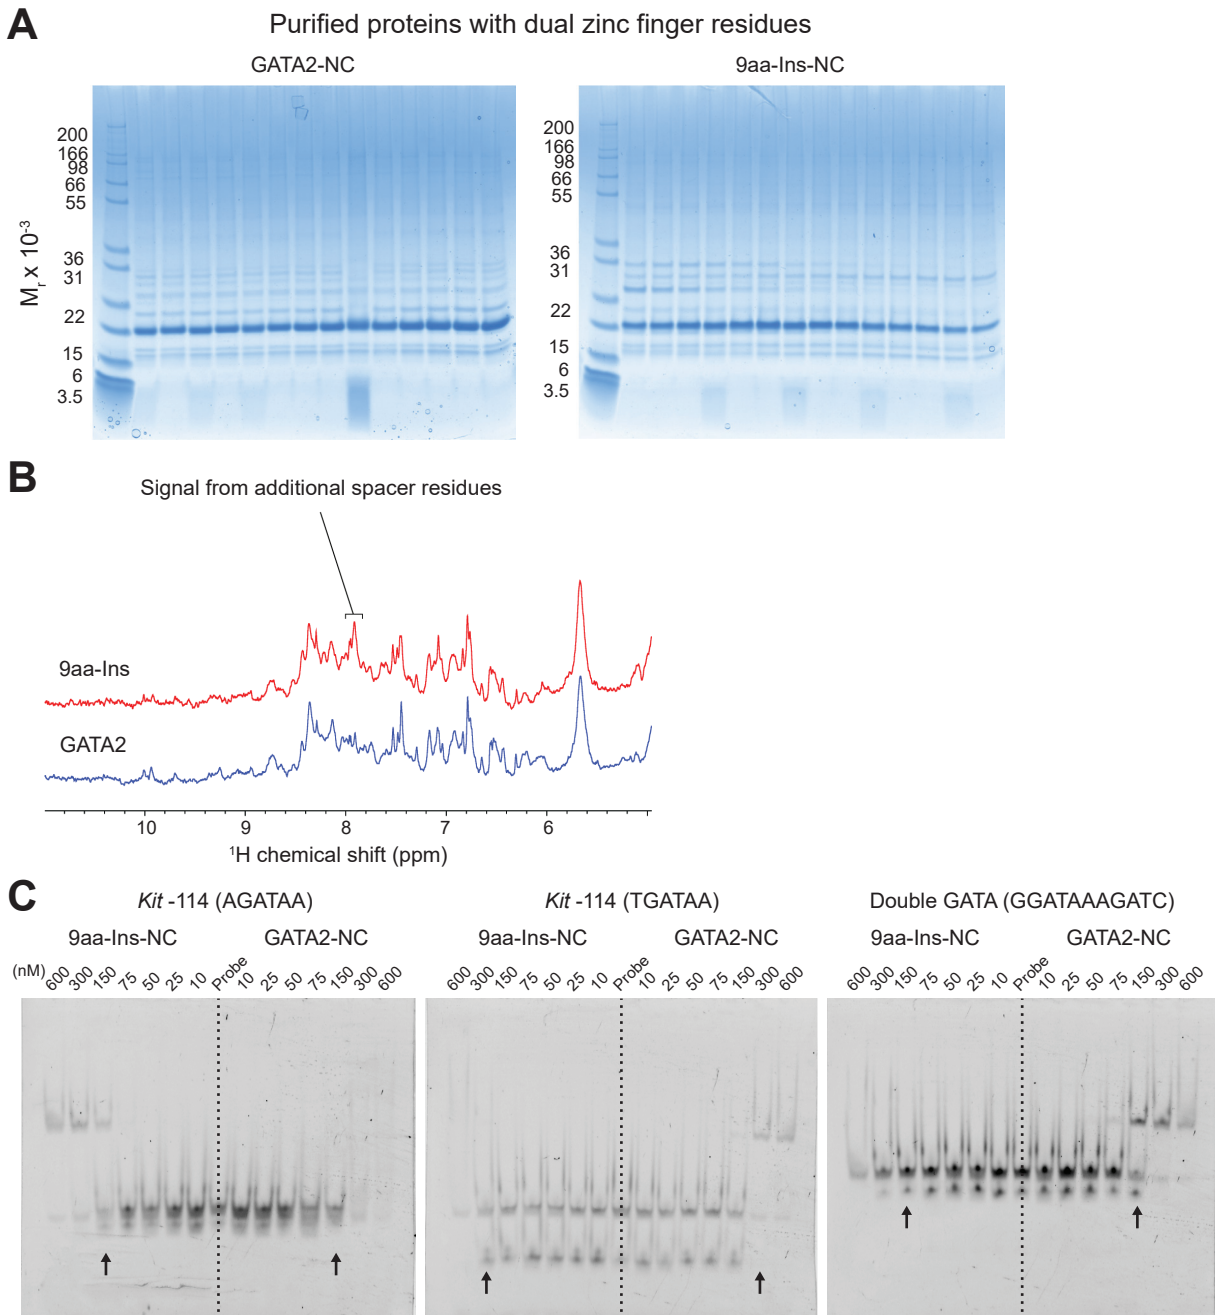

**Figure S5. 9aa-Ins mutant has variable influences on naked DNA binding. (A)** SDS-PAGE analysis and Coomassie blue staining to assess purity of GATA2 and 9aa-Ins dual zinc finger domain proteins; GATA2 dual zinc finger, GATA2-NC; 9aa-Ins dual zinc finger, 9aa-Ins-NC. The GATA2-NC and 9aa-Ins-NC proteins contain GATA2 291-399 residues or 291-399 residues with 9 insertions between 345 and 346, respectively. **(B)** One-dimensional  $^1\text{H}$  NMR spectra of amide proton region of GATA2 and 9aa-Ins. **(C)** Electrophoretic mobility shift assay showing probe alone in the center lane and increasing concentrations of each protein in lanes radiating left and right from the center. Arrows show concentration when differences in apparent binding affinities were observed. Compared to WT, 9aa-Ins had a stronger apparent affinity for AGATAA at *Kit* -114kb locus, and an apparent weaker affinity for *Kit* -114 kb TGATAA and double GATA sequence (GGATAAAGATC).

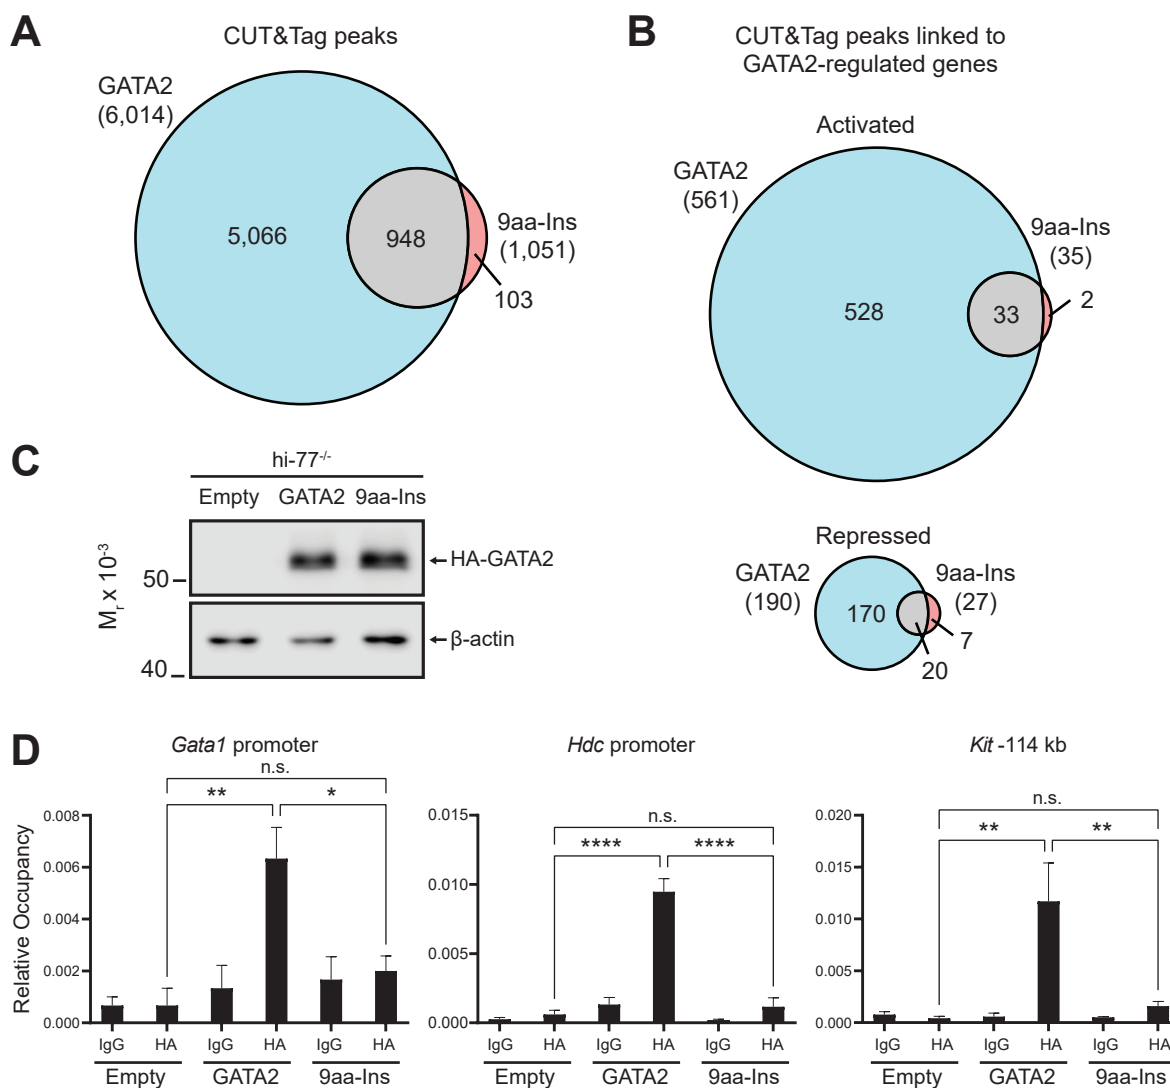

**Figure S6. 9aa-Ins mutant substantially loses occupancy in many but not all GATA2 occupancy sites.** (A) Venn diagram showing number of CUT&Tag peaks annotated from hi-77<sup>-/-</sup> GATA2 and hi-77<sup>-/-</sup> 9aa-Ins. Peaks were called for 2 replicates at MACS3 q-value  $1e^{-6}$  and merged with HOMER mergePeaks and Diffbind. (B) Venn diagram showing number of GATA2 and 9aa-Ins CUT&Tag peaks linked to GATA2-regulated genes. Peaks < 100 kb from the gene start site were analyzed. Resulting peaks were parsed into activated and repressed. (C) Representative Western blot with anti-HA antibody of hi-77 cells expressing exogenous HA-tagged GATA2 or 9aa-Ins (n=3). (D) HA ChIP-qPCR of select three loci (*Gata1* promoter, *Hdc* promoter, *Kit* -114 kb) mined from CUT&Tag analysis (n=3). Statistical calculations utilized unpaired one-way ANOVA, followed by Tukey's test; \*, P < 0.05; \*\*, P < 0.01; \*\*\*\*, P < 0.0001

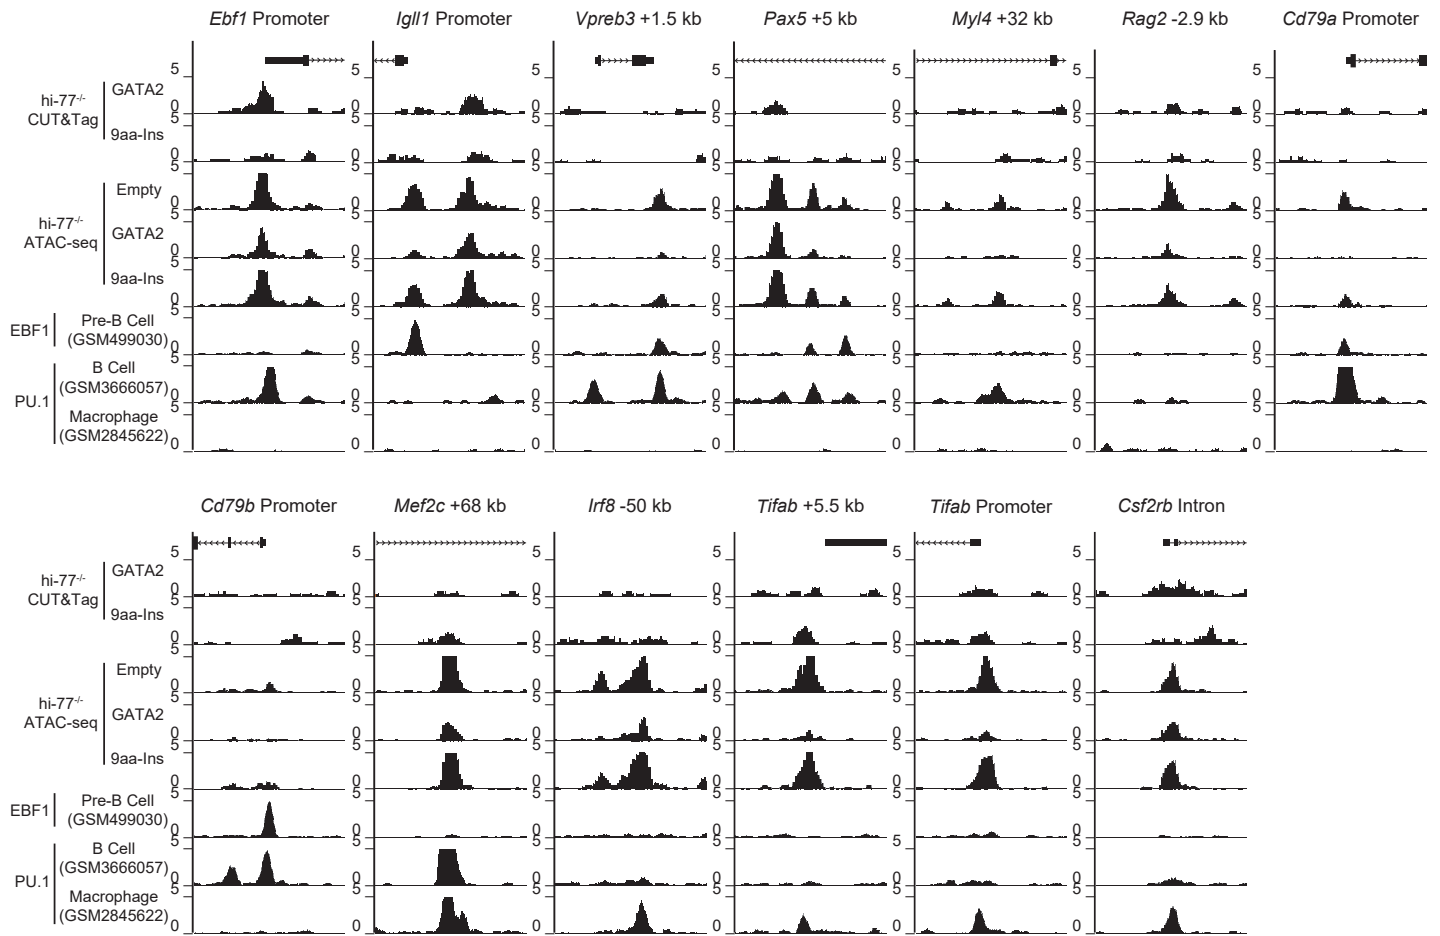

**Figure S7. Loci of GATA2-repressed target genes are occupied by EBF and PU.1. (A)** ChIP-seq profiles for EBF1 and PU.1 in B cell and myeloid lineages mined from existing datasets (GEO: GSM499030, GSM3666057, GSM2845622) compared to the CUT&Tag *hi-77*<sup>-/-</sup> GATA2 and *hi-77*<sup>-/-</sup> 9aa-Ins profiles and ATAC-seq profiles generated in this study. The -50 kb *Irf8* enhancer was previously described (28).

| Resource<br>Gene | ATAC-seq                                                     | RNA-seq                                           |             |          |          |
|------------------|--------------------------------------------------------------|---------------------------------------------------|-------------|----------|----------|
|                  |                                                              | hi-77                                             | -77 primary | 9.5(Ets) | -77 R1   |
|                  | Chromatin accessibility<br>( $ \log_2 \text{fold change} $ ) | Gene expression ( $ \log_2 \text{fold change} $ ) |             |          |          |
| <i>Il1rl1</i>    | n.s.                                                         | ↑ (+5.7)                                          | ↑ (+4.6)    | n.s.     | ↑ (+4.5) |
| <i>Il3ra</i>     | n.s.                                                         | n.s.                                              | n.s.        | n.s.     | ↓ (-1.4) |
| <i>Il5ra</i>     | ↑ (+2.7)                                                     | ↑ (+4.5)                                          | ↑ (+5.7)    | ↓ (-5.1) | ↓ (-1.1) |
| <i>Csf2rb</i>    | ↑ (+1.3)                                                     | ↑ (+2.9)                                          | ↑ (+1.2)    | n.s.     | ↓ (-3.7) |
| <i>Il6ra</i>     | n.s.                                                         | ↓ (-3.9)                                          | ↓ (+1.1)    | n.s.     | ↓ (-4.3) |
| <i>Il6st</i>     | n.s.                                                         | ↓ (-2.1)                                          | n.s.        | n.s.     | ↓ (-3.4) |
| <i>Il7r</i>      | ↓ (-1.1)                                                     | n.s.                                              | ↑ (+1.2)    | ↓ (-6.3) | ↓ (-3.4) |
| <i>Il9r</i>      | ↑ (1.6)                                                      | ↑ (+5.4)                                          | ↑ (+3.6)    | ↓ (-4.8) | ↓ (-1.6) |
| <i>Il2rg</i>     | n.s.                                                         | n.s.                                              | n.s.        | n.s.     | ↓ (-1.3) |
| <i>Il10ra</i>    | ↓ (-2.2)                                                     | n.s.                                              | n.s.        | n.s.     | ↓ (-5.4) |
| <i>Il10rb</i>    | ↓ (-1.5)                                                     | n.s.                                              | n.s.        | n.s.     | n.s.     |
| <i>Il12rb1</i>   | n.s.                                                         | n.s.                                              | n.s.        | n.s.     | ↓ (-1.2) |
| <i>Il13ra1</i>   | ↓ (-1.7)                                                     | n.s.                                              | n.s.        | ↓ (-4.7) | ↓ (-5.4) |
| <i>Il18r1</i>    | n.s.                                                         | ↑ (+4.5)                                          | ↑ (+3.2)    | n.s.     | n.s.     |
| <i>Il18rap</i>   | ↓ (-2.3)                                                     | ↑ (+1.3)                                          | ↑ (+1.4)    | n.s.     | ↓ (-1.8) |
| <i>Il20ra</i>    | ↓ (-2.2)                                                     | n.s.                                              | n.s.        | n.s.     | n.s.     |
| <i>Il21r</i>     | n.s.                                                         | n.s.                                              | ↓ (-1.1)    | n.s.     | ↓ (-2.5) |
| <i>Il31ra</i>    | ↓ (-2.0)                                                     | n.s.                                              | ↑ (+2.0)    | n.s.     | ↑ (+1.2) |

**Table S4. Genomic resources that reveal GATA2-dependent multi-cytokine signaling network.** ATAC-seq and RNA-seq datasets that revealed GATA2 regulation of interleukin receptors; increased (arrow up) and decreased (arrow down), chromatin accessibility from ATAC-seq, and activation (arrow up) and repression (arrow down) measured by RNA-seq; n.s., not significant. For accessibility, the nearest differentially accessible ATAC-seq peak from the transcriptional start site was chosen.

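The values here are from hi–77 cells only, with hi–77-/- GATA2 or hi–77-/- 9aa-Ins compared with hi–77-/- empty. Of the listed genes that passed the count filter, 6 had less than a 2-fold change with GATA2. *Il21r* (chromosome 7, 125603429 to 125633570) changed by −0.94 with GATA2 and by 0.39 with 9aa-Ins. After the subtraction of the hi–77+/+ share the GATA2 change of *Il21r* was −1.10, past the 2-fold minimum, and the 9aa-Ins change was 0.28 and no longer past an adjusted p of 0.05. *Il12rb1* (chromosome 8, 70808449 to 70821424) changed by −0.22 with GATA2 (SE 0.13, edgeR adjusted p = 0.141) and by 0.02 with 9aa-Ins (SE 0.13, edgeR adjusted p = 0.931), of unstable sign between settings. *Il10rb* changed by −0.63 and *Il2rg* by 0.26 with GATA2. Mean TPM of the genes that did not pass the filter, *Il10ra*, *Il13ra1*, *Il20ra* and *Il31ra*, was at most 0.0625 in any group.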

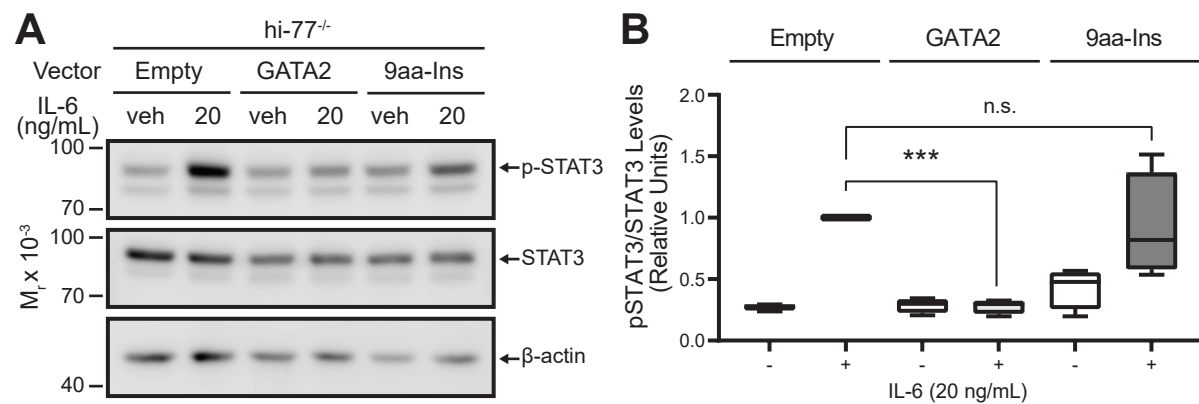

**Figure S8. Dislocating GATA2 zinc fingers impairs GATA2-mediated suppression of IL-6 signaling.** (A) Representative Western blot to detect IL-6-induced STAT3 phosphorylation (p-STAT3) (n = 4) in hi-77<sup>-/-</sup> GATA2 and hi-77<sup>-/-</sup> 9aa-Ins compared to hi-77<sup>-/-</sup> empty control. (B) p-STAT3 quantification. The data was normalized to IL-6-treated hi-77<sup>-/-</sup> empty and presented as box-and whisker plots with bounds from the 25<sup>th</sup> to the 75<sup>th</sup> percentiles, the median line, and whiskers ranging from minimum to maximum values (n = 4). Statistical comparisons utilized paired two-tailed Student's t tests with Benjamini-Hochberg correction; \*\*\*, P < 0.001; n.s., not significant.

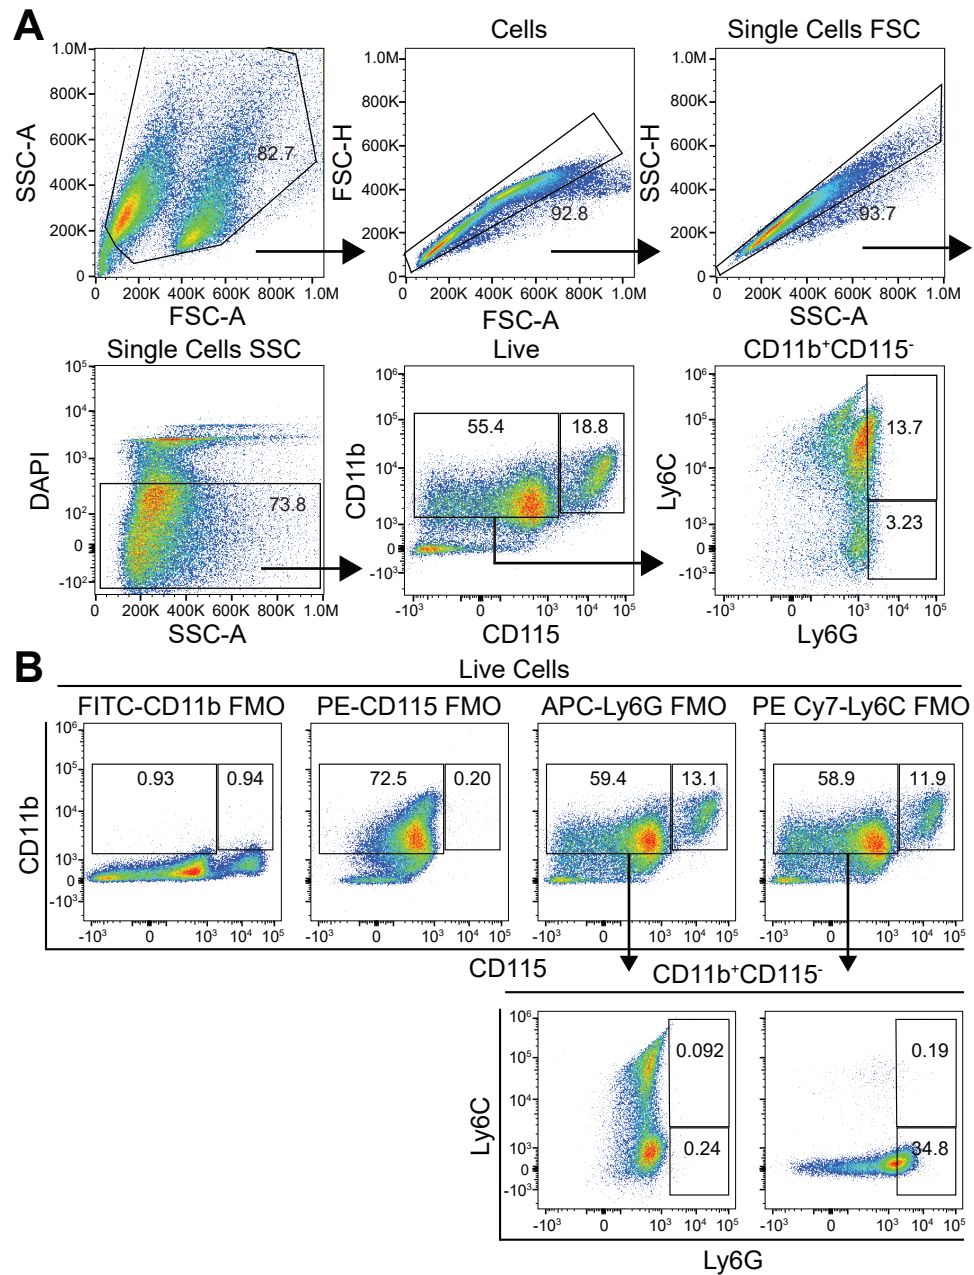

**Figure S9. Gating strategy for progenitor differentiation analysis. (A)** Flow cytometric gating strategy for hi-77 progenitors to identify populations that undergo granulocytic (CD11b<sup>+</sup>CD115<sup>-</sup>) or monocytic (CD11b<sup>+</sup>CD115<sup>+</sup>) differentiation. CD11b<sup>+</sup>CD115<sup>-</sup> populations were parsed into Ly6G<sup>+</sup>Ly6C<sup>hi</sup> and Ly6G<sup>+</sup>Ly6C<sup>lo</sup>. The sample shown was vehicle-treated hi-77<sup>-/-</sup>. **(B)** Representative FMOs to guide gating of (A). A combination of vehicle-treated hi-77<sup>+/+</sup> and hi-77<sup>-/-</sup> samples was used for FMOs.

**Table S5. Primers for qRT-PCR and ChIP-qPCR.**

| Primers                    | Species | Sequence (5'->3')                               |
|----------------------------|---------|-------------------------------------------------|
| <i>Hdc</i> mRNA            | mouse   | AGCTGGGACAGCATCTTTGG<br>CAGGATAGTAGGCGTGCATGTG  |
| <i>Gata1</i> mRNA          | mouse   | GGCCCAAGAAGCGAATGATT<br>GGTTCACCTGATGGAGCTTGA   |
| <i>Il1r1</i> mRNA          | mouse   | GGCTCTCACTTCTTGCTGATG<br>CAATCCATGTCATTGCTGGAA  |
| <i>Csf2rb</i> mRNA         | mouse   | ACATTCCAGGTCCAGTACAAG<br>GTAGTTAGAGATGGGCTTGACC |
| <i>Irf8</i> mRNA           | mouse   | TGCCACTGGTGACCGGATAT<br>GCCCCCGTAGTAGAAGCTGA    |
| <i>Tifab</i> mRNA          | mouse   | GTCCTGTCTGCTCATCTGTTC<br>GGGCTCTCCATAGATCCAG    |
| <i>Il6ra</i> mRNA          | mouse   | CCCTCTCCAACCACGAAG<br>GGTATACTTTGTCAACCCTCCAG   |
| <i>Il6st</i> mRNA          | mouse   | GAAACAAGGTGGGCAAATCAG<br>GGGTTTAGGTGGAGGTGTC    |
| <i>Gata1</i> promoter ChIP | mouse   | CCAGGACTAGTGGGTAAGGGT<br>AGCCCCAAGACAGCCTGTTA   |
| <i>Hdc</i> promoter ChIP   | mouse   | TGGATGGACGCTTCTACAGC<br>AGTGGCAATTCTTCCCCCTT    |
| <i>Kit</i> -114 kb ChIP    | mouse   | GCACACAGGACCTGACTCCA<br>GTTCTGAGATGCGGTTGCTG    |
| <i>Ebf1</i> mRNA           | mouse   | ATCTGGTTGAAGCCCTGTATG<br>TGGACCGAAGTGTTAGCAAG   |
| <i>Cd79a</i> mRNA          | mouse   | AAGGTACCAAGAACCGCATC<br>ATGTCCACCCCCAACTTCTC    |
| <i>Cd79b</i> mRNA          | mouse   | CCCATCTTCTGCTACTTGAC<br>TCCTACCGACCACTTTACCTC   |
| <i>Myl4</i> mRNA           | mouse   | AACACATCTCCCGCAACA<br>CTCTGCCTCGCTCATCTTC       |
| <i>Gata2</i> mRNA          | mouse   | GCAGAGAAGCAAGGCTCGC<br>CAGTTGACACACTCCCGGC      |
| <i>Pax5</i> mRNA           | mouse   | CACAGTCCTACCCTATTGTCAC<br>TCCAGAAAATTCACTCCCAGG |
| <i>Igll1</i> mRNA          | mouse   | GTTTTGGTATGTCTTTGGTGGTG<br>CCTGGGTAGAATTCGCTCAC |
| <i>Mef2c</i> mRNA          | mouse   | CCAGATCTCCGCGTTCTTATC<br>CCTCCCATTCCTTGTCCTG    |
| <i>Vpreb3</i> mRNA         | mouse   | TGATAGGAACCTTTGTGGCAG<br>GTACCACGACACCCCAATATC  |
| <i>Rag2</i> mRNA           | mouse   | GAGTTTAATTCTGGCTTGGC<br>GTGAGAAGCCTGGTTGAATTAAG |
| <i>Spi1</i> mRNA           | mouse   | GGCAGCGATGGAGAAAGC<br>GGACATGGTGTGCGGAGAA       |

**Table S6. Categorization of differentially accessible peaks.**

| Peaks             | hi-77 <sup>-/-</sup> GATA2 / hi-77 <sup>-/-</sup> empty |         | hi-77 <sup>-/-</sup> 9aa-Ins / hi-77 <sup>-/-</sup> empty |         | Categorization |
|-------------------|---------------------------------------------------------|---------|-----------------------------------------------------------|---------|----------------|
|                   | Log <sub>2</sub> fold change                            | P-value | Log <sub>2</sub> fold change                              | P-value |                |
| GATA2 and 9aa-Ins | < 0                                                     | < 0.05  | < 0                                                       | < 0.05  | Loss           |
|                   | > 0                                                     | < 0.05  | > 0                                                       | < 0.05  | Gain           |
|                   | /                                                       | > 0.05  | /                                                         | > 0.05  | No change      |
| Only GATA2        | < 0                                                     | < 0.05  | /                                                         | /       | Loss           |
|                   | > 0                                                     | < 0.05  | /                                                         | /       | Gain           |
|                   | /                                                       | > 0.05  | /                                                         | /       | No change      |
| Only 9aa-Ins      | /                                                       | /       | < 0                                                       | < 0.05  | Loss           |
|                   | /                                                       | /       | > 0                                                       | < 0.05  | Gain           |
|                   | /                                                       | /       | /                                                         | > 0.05  | No change      |

## References

1. Im H, Grass JA, Johnson KD, Kim S-I, Boyer ME, Imbalzano AN, et al. Chromatin domain activation via GATA-1 utilization of a small subset of dispersed GATA motifs within a broad chromosomal region. *Proc Natl Acad Sci U S A*. 2005;102:17065-70.
2. Fujiwara T, O'Geen H, Keles S, Blahnik K, Linnemann AK, Kang YA, et al. Discovering hematopoietic mechanisms through genome-wide analysis of GATA factor chromatin occupancy. *Mol Cell*. 2009;36(4):667-81.
3. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*. 2013;29(1):15-21.
4. Li B, and Dewey CN. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics*. 2011;12:323.
5. Robinson MD, McCarthy DJ, and Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics*. 2010;26(1):139-40.
6. Huang DW, Sherman BT, Tan Q, Kir J, Liu D, Bryant D, et al. DAVID Bioinformatics Resources: expanded annotation database and novel algorithms to better extract biology from large gene lists. *Nucleic Acids Res*. 2007;35(Web Server issue):W169-75.
7. Gu Z, Eils R, and Schlesner M. Complex heatmaps reveal patterns and correlations in multidimensional genomic data. *Bioinformatics*. 2016;32(18):2847-9.
8. Liu X, Zhang Y, Chen Y, Li M, Zhou F, Li K, et al. In Situ Capture of Chromatin Interactions by Biotinylated dCas9. *Cell*. 2017;170(5):1028-43 e19.
9. Langmead B, and Salzberg SL. Fast gapped-read alignment with Bowtie 2. *Nat Methods*. 2012;9(4):357-9.
10. Quinlan AR, and Hall IM. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics*. 2010;26(6):841-2.
11. Yan F, Powell DR, Curtis DJ, and Wong NC. From reads to insight: a hitchhiker's guide to ATAC-seq data analysis. *Genome Biol*. 2020;21(1):22.
12. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, et al. Model-based analysis of ChIP-Seq (MACS). *Genome Biol*. 2008;9(9):R137.
13. Kent WJ, Zweig AS, Barber G, Hinrichs AS, and Karolchik D. BigWig and BigBed: enabling browsing of large distributed datasets. *Bioinformatics*. 2010;26(17):2204-7.
14. Love MI, Huber W, and Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*. 2014;15(12):550.
15. Yu G, Wang LG, and He QY. ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. *Bioinformatics*. 2015;31(14):2382-3.
16. Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, et al. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell*. 2010;38(4):576-89.
17. Skene PJ, and Henikoff S. An efficient targeted nuclease strategy for high-resolution mapping of DNA binding sites. *Elife*. 2017;6.
18. Danecek P, Bonfield JK, Liddle J, Marshall J, Ohan V, Pollard MO, et al. Twelve years of SAMtools and BCFtools. *Gigascience*. 2021;10(2).
19. Ramírez F, Ryan DP, Grüning B, Bhardwaj V, Kilpert F, Richter AS, et al. deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res*. 2016;44(W1):W160-5.
20. Li Y, Nakka K, Olender T, Gingras-Gelinas P, Wong MM, Robinson DCL, et al. Chromatin and transcription factor profiling in rare stem cell populations using CUT&Tag. *STAR Protoc*. 2021;2(3):100751.

21. Kaya-Okur HS, Wu SJ, Codomo CA, Pledger ES, Bryson TD, Henikoff JG, et al. CUT&Tag for efficient epigenomic profiling of small samples and single cells. *Nat Commun.* 2019;10(1):1930.
22. Amemiya HM, Kundaje A, and Boyle AP. The ENCODE Blacklist: Identification of Problematic Regions of the Genome. *Sci Rep.* 2019;9(1):9354.
23. Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M, Dudoit S, et al. Bioconductor: open software development for computational biology and bioinformatics. *Genome Biol.* 2004;5(10):R80.
24. Ross-Innes CS, Stark R, Teschendorff AE, Holmes KA, Ali HR, Dunning MJ, et al. Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. *Nature.* 2012;481(7381):389-93.
25. Katsumura KR, Yang C, Boyer ME, Li L, and Bresnick EH. Molecular basis of crosstalk between oncogenic Ras and the master regulator of hematopoiesis GATA-2. *EMBO Rep.* 2014;15(9):938-47.
26. Shilling PJ, Mirzadeh K, Cumming AJ, Widesheim M, Köck Z, and Daley DO. Improved designs for pET expression plasmids increase protein production yield in Escherichia coli. *Commun Biol.* 2020;3(1):214.
27. Studier FW. Protein production by auto-induction in high density shaking cultures. *Protein Expr Purif.* 2005;41(1):207-34.
28. Schönheit J, Kuhl C, Gebhardt ML, Klett FF, Riemke P, Scheller M, et al. PU.1 level-directed chromatin structure remodeling at the Irf8 gene drives dendritic cell commitment. *Cell Rep.* 2013;3(5):1617-28.

How the deposited data were processed for this re-analysis (not part of the article)

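RNA-Seq values of 16 samples from mouse hi–77 progenitor cells were used, 4 replicates each of hi–77+/+ empty, hi–77-/- empty, hi–77-/- GATA2 and hi–77-/- 9aa-Ins. The cells were cultured for 3 days after infection and sorted for GFP. Groups and replicate numbers were taken from the sample labels. The labels and the paper name no pairing of replicates between groups, so none was used. The label field for genotype gives hi–77-/- for all samples, and the genotype in the paper and in the label descriptions was used for the 4 WT samples.

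The authors aligned the reads with STAR 2.5.2b to mm10 and quantified genes with RSEM 1.3.0 and the GENCODE basic annotation M22. The deposited expected counts are the read numbers that the authors' RSEM run assigned to each gene, with reads that match several genes divided among them, and are not normalized. The deposited TPM values were computed by the authors with RSEM, which scales counts by effective gene length and the total of the sample. The deposited FPKM values were computed by the authors with RSEM from the same counts, and they were not used here. The authors tested genes with edgeR 3.30.3 and called genes with at least a 2-fold change and an adjusted p under 0.05. The text of the paper names neither the edgeR test nor the count filter.

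Expected counts were rounded to whole numbers and fitted in edgeR 4.0.16 (R 4.3.3, limma 3.58.1), with filterByExpr at its default settings, TMM normalization, a quasi-likelihood fit of all 16 samples, 2-sided F tests and Benjamini-Hochberg adjustment. The same fold and adjusted p limits as in the paper were applied. The 4 comparisons were hi–77-/- empty with hi–77+/+ empty, with hi–77-/- GATA2 and with hi–77-/- 9aa-Ins, and hi–77-/- 9aa-Ins with hi–77-/- GATA2. On simulated counts for 13700 genes, 200 of which were given a change, the fit found 200 of 200 and called 2 unchanged genes. All simulated changes were well past the 2-fold minimum and in genes above a minimum mean CPM. The simulation therefore does not test calls near the 2-fold minimum or at low expression. Gene names and positions came from GENCODE M21 on the same genome build. SE values of log2 fold changes were back-calculated from the test, as the absolute log2 fold change divided by the square root of F. TPM values are given as mean and SD of 4 replicates. Exact permutation tests used log2 of TPM + 0.1. Retention was computed from the linear fold changes of genes with TPM of at least 1. A fold change against a group whose replicates all had at most 3 counts is given as a lower bound computed at 3 counts. Calculations outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

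Genes are named by a rule fixed at the outset. It takes every gene that the paper names for the RNA-Seq and, in each of the 4 comparisons, the 2 largest rises and the 2 largest falls among called genes whose 8 replicates do not overlap and whose mean TPM is at least 5 in the higher group. The list of erythroid genes was also fixed at the outset, since the paper names none there, and 1 gene of the list is not reported here. Total expected counts lay between 42693425 and 62549217 per sample. Of 55487 gene IDs, filterByExpr kept 14008, and the others were too low for a test.

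Alternatives tried were DESeq2 1.42.0, its size factors within edgeR, the likelihood ratio and exact tests of edgeR, no count filter, a TPM minimum of 1 in all replicates of at least one group compared, and fits of only the groups compared. Further ones were a replicate block, glmTreat against a 1.2-fold and a 2-fold change, another prior count, adjusted p limits of 0.01 and 0.1, and leaving out each sample in turn. The subtraction of the hi–77+/+ share was added after the Y-linked values were seen. The quantitative RT-PCR, ATAC-Seq, CUT&Tag, Western blot, flow cytometry and primary cell experiments of the paper were not analysed here. The gene ontology analysis with DAVID was not repeated.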

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

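The tests of Y-linked transcripts, all tests with the subtraction of the hi–77+/+ share and the tests on other splits were chosen only after the results were seen. The tests of embryo sex were chosen earlier.

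Single replicates stood far from the other 3 of their group in 22 of 281 groups of 4 values, taken from 68 genes, the measures of depth, the TMM factors and the Y-linked level, where 14.05 are expected by chance. A replicate counted as far when its gap to the nearest other value, relative to the range of the group, was over the 95% limit of Dixon's test. These were the share of TPM from *Rn7s1* and *Rn7s2* in hi–77-/- 9aa-Ins (25.492% in replicate 4), *Alas2* in hi–77-/- 9aa-Ins (0.04 TPM), *Hbb-bs* in hi–77-/- 9aa-Ins (0.39 TPM), *Igll1* in hi–77-/- 9aa-Ins (365.63 TPM), *Il27ra* in hi–77-/- empty (0.53 TPM) and *Il6st* in hi–77-/- 9aa-Ins (1.08 TPM). The others were *Il7r* in hi–77-/- empty (5.96 TPM), *Pax5* in hi–77-/- GATA2 (0.07 TPM) and in hi–77-/- 9aa-Ins (1.24 TPM), *Xist* in hi–77-/- empty (10.91 TPM) and in hi–77-/- GATA2 (7.33 TPM), *Cma1* in hi–77-/- GATA2 (30.04 TPM), *Il10rb* in hi–77-/- GATA2 (40.65 TPM) and in hi–77-/- 9aa-Ins (34.64 TPM) and *Il21r* in hi–77-/- 9aa-Ins (2.78 TPM). There were also *Il5ra* in hi–77-/- 9aa-Ins (2.39 TPM), *Tlr6* in hi–77-/- GATA2 (0.88 TPM), *Tlr7* in hi–77-/- empty (0.08 TPM), *Rnu3b1* and *Rnu3b3* in hi–77-/- 9aa-Ins (1810.1 TPM each, in replicate 4), and *Heph* (0.03 TPM) and *Ptpn13* (0.01 TPM) in hi–77-/- 9aa-Ins, the last 2 at few counts. TPM is relative to a total that includes *Rn7s1* and *Rn7s2*, and hi–77-/- 9aa-Ins replicate 4 had the lowest share of these in its group and the highest TPM of *Igll1*, *Il6st*, *Il5ra* and *Il10rb*. No biological explanation was tested for the single replicates.

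The hi–77-/- empty replicates express *Xist*, at a mean of 12.928 TPM and a lowest value of 10.91 TPM, while the 4 hi–77+/+ empty replicates were listed at 0 TPM. The paper does not report this. The 4 Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were expressed in hi–77+/+ empty. Their level in hi–77-/- samples was 16.754% of that in hi–77+/+ empty with empty retrovirus, 6.3473% with GATA2 and 6.1942% with 9aa-Ins. The range was 15.3 to 18.2% in hi–77-/- empty. The levels with empty retrovirus and GATA2, and with empty retrovirus and 9aa-Ins, were compared with exact permutation tests (2-sided), each with p = 0.0286, the smallest value possible. Between GATA2 and 9aa-Ins the exact permutation p was 0.743.

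For differences between the 2 lines, a candidate explanation is that the hi–77-/- line came from a female and the hi–77+/+ line from a male embryo. *Xist* expression in 1 line only, with a lowest TPM of 10.91 in hi–77-/- empty, fits it and is not a test separate from the *Xist* values above. Sex and genotype then cannot be told apart in the comparison of hi–77-/- empty with hi–77+/+ empty for genes that depend on sex. Any other difference between the 2 lines is likewise not told apart from –77, for every gene. The paper does not say whether replicates of a genotype came from separate lines. The p values of this comparison may therefore measure only the spread between cultures. A strain difference around *Gata2* was weighed by the called genes within 10 Mb of it, 19 of 138 (13.8%) against 14.9% elsewhere (Fisher's exact test, 2-sided, p = 0.81). No excess near *Gata2* was seen. With so many genes called elsewhere, the test could miss a few added genes, so a strain difference is not excluded.

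For the Y-linked transcripts in hi–77-/- samples, several technical explanations were weighed. For reads of other libraries, *Xist* counts in hi–77+/+ empty were 0.00217% of those in hi–77-/- empty. This measures only reads that enter hi–77+/+ empty libraries, so the pattern cannot be told apart from hi–77+/+ empty reads in the hi–77-/- libraries by this value. For library size, 5 of the 8 hi–77-/- GATA2 and hi–77-/- 9aa-Ins libraries had totals inside the range of hi–77-/- empty and all 8 had lower Y-linked levels, which goes against this explanation. A share of unaltered hi–77+/+ cells would set a lower limit for every gene, at the Y-linked level of 16.75% in hi–77-/- empty. Of 9151 genes with at least 5 CPM in hi–77+/+ empty, 10 had a hi–77-/- empty to hi–77+/+ empty ratio under 0.0838. This cutoff lies well below that limit, and genes between the cutoff and the limit were not counted. The 10 genes (*Dnajc6*, *Sox13*, *Rhobtb3*, *Zc3h12c*, *Maoa*, *Trib2*, *Chd3*, *Ppp1r9a*, *Kdelc2* and *Ptprt*, chosen after their values were seen) go against a strict mixture. If instead each hi–77-/- cell expressed the Y genes at a low level, with no other gene involved, about as many genes of hi–77+/+ empty should reach so low a share in hi–77-/- empty as genes of hi–77-/- empty reach in hi–77+/+ empty. Of 9235 genes with at least 5 CPM in hi–77-/- empty, 119 reached it in hi–77+/+ empty, against the 10 in the other direction. That strong losses and strong rises without –77 are equally many was assumed and not tested, so the pattern cannot be told apart from this explanation.

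Cells or RNA with a hi–77+/+-like transcriptome in the hi–77-/- samples may be a source of the Y-linked transcripts. If so, genes with a hi–77-/- empty to hi–77+/+ empty ratio of 0.12 to 0.25 should fall with 9aa-Ins in proportion to the Y genes, whose ratio of 9aa-Ins to empty was 0.370. The median of the 127 such genes was 0.554, and 107 of them were lower with 9aa-Ins, while the median with GATA2 was 1.06 against 0.379 for the Y genes. Genes with a ratio of 0.3 to 0.6, taken for comparison, had medians of 1.02 and 1.47. The window genes were chosen by their ratio, so they cannot decide for or against such a mixture. The 10 genes with ratios under 0.0838 argue against a mixture that holds for every gene. Male hi–77-/- cells among the hi–77-/- cells were not tested separately and remain open as a source.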

How the results depend on the processing

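The alternatives were set before the data were examined, except the subtraction of the hi–77+/+ share, which was chosen after the Y-linked values were seen. Of 5283 alternative values, 32 summary results gave 884 that did not count as moved and 88 that did. A count moved when it changed by more than 1.5 times, a percentage when it left its 95% Wilson interval, retention when it changed by more than its replicate SD, and the impairment difference when its sign changed or its p crossed 0.05. By these limits the overlap of –77 and GATA2, 915 genes and 1270 after the subtraction, and the –77-regulated genes, 2092 and 2518, did not count as moved. For 143 single-gene comparisons of 64 genes, 4217 values kept their direction and side of the adjusted p limit. A further 33 no longer passed it, 12 passed it newly and 41 reversed. Of the values relative to empty, 8 moved with CPM. The 2-fold minimum was not part of these counts. For example, the 9aa-Ins changes of *Cnr2*, *Ebf1*, *Mef2c*, *Il6ra* and *Il18rap* passed it only after the subtraction and count as kept. The cause was not tested for any result given here.

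The share of impaired genes was larger among activated than among repressed genes under every alternative, by 14.27 percentage points after the subtraction and by more under the others, each with a 2-sided p under 0.05 (Fisher's exact test, except a logistic model for the odds adjusted for size of change and expression). Rescue in activated genes was 63.84% with DESeq2 and 63.80% with its size factors. Without a count filter, impairment was 89.21% and 67.80%, rescue was 61.54% and 63.33%, and the number of erythroid genes changed was 8. With the exact test, impairment of activated genes was 89.18%, and ectopic shares were 54.51% and 38.73%. With only the 2 groups compared in the fit, these were 89.42%, 53.85% and 37.87%.

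With a TPM minimum of 1, –77 regulated 981 genes (467 activated, 514 repressed), GATA2 1048 (558 and 490) and 9aa-Ins 366 (132 and 234). The direct comparison gave 882 (327 higher, 555 lower with 9aa-Ins). Overlaps were 398 for –77 and GATA2, 145 for –77 and 9aa-Ins, and 208 for GATA2 and 9aa-Ins (60 activated, 148 repressed). The ectopic genes numbered 158 (72 and 86), of which 94 were separated. Impairment was 89.25% and 69.80%, ectopic shares were 54.55% and 36.75%, and rescue was 62.99% and 69.27%.

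With glmTreat against a 2-fold change, there were 625 –77-activated genes, 1423 GATA2-regulated genes (680 repressed), 348 9aa-Ins–regulated genes (129 activated, 219 repressed) and 1182 in the direct comparison (420 higher). Overlaps were 545, 147 and 218 (63 and 155). The ectopic genes numbered 130 (66 and 64), of which 74 were separated. Impairment was 91.52% and 77.21%, the ectopic repressed share was 29.22%, and retention of repression was 53.77%.

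After the subtraction of the hi–77+/+ share, the overlap of –77 and 9aa-Ins was 624 genes and 267 genes were activated by both GATA2 and 9aa-Ins. Impairment of activated genes was 79.03%, ectopic shares were 35.51% and 36.34%, rescue was 67.83% and 71.78%, and retention was 53.41% for activation and 53.98% for repression. The order of activation and repression thus changed for the ectopic shares and for retention. Of the 267 genes, 62 had at most 3 counts left in each hi–77-/- empty replicate, against 20 of 148 without the subtraction. Rescue was 63.39% and 64.56% with separate pairs of empty replicates, and 69.72% and 75.05% over genes with an edgeR adjusted p under 0.05. Retention was 11.83% and 32.39% over all GATA2-regulated genes by log2 ratio. For repression it was 67.34% by log2 ratio of the shared genes and 51.16% as a median.

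Single genes reversed in the comparison of 9aa-Ins with empty under some alternatives, all from log2 fold changes near 0 unless stated. *Etv4* was −0.011 with DESeq2, −0.010 with its size factors and −0.017 with the TPM minimum. *Il9r* was −0.026, −0.023 and, without a count filter, −0.002. *Il12rb1* was −0.008 with DESeq2 and with its size factors and −0.016 with the TPM minimum. After the subtraction, *Gata1* was 0.595, *Il1rl1* 0.435, *Csf2rb* 0.224 and *Il7* −0.171 with 9aa-Ins, and *Il7r* was −0.010 with GATA2. Of these, only *Csf2rb* had an edgeR adjusted p under 0.05 (0.0148), and *Gata1* and *Il1rl1* were not near 0 before the subtraction. For *Tgfa*, the fit gave 0 with GATA2 and 4.348 with 9aa-Ins, but the subtraction left 0 counts in every hi–77-/- empty replicate, so these are not measured changes.

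Across the fits that each left out one replicate, rescue ranged from 64.78 to 67.03% and from 65.69 to 68.09%. The log2 fold change with 9aa-Ins ranged from −0.029 to 0.080 for *Etv4*, from −0.132 to 0.134 for *Il9r*, from −0.155 to 0.094 for *Il12rb1* and from −0.170 to 0.396 for *Il7*.

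With replicate number as a replicate block, there were 2073 called genes for –77, 2130 for GATA2 and 917 for 9aa-Ins, and *Il9r* was −0.001 with 9aa-Ins. Deviations of same-numbered replicates from their group means had correlations of 0.001, −0.029, −0.024 and 0.035.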

Differences from the paper's values

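By the criteria used, none of the compared values of the paper differed from the values here. The statements below differ. The tests behind them were set before the data were examined.

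The paper states that GATA2 did not alter the expressed ETS factors, whereas *Etv4* (log2 fold change 1.45), *Etv5* (1.25) and *Elk3* (−1.03) passed the fold and adjusted p limits with GATA2. With glmTreat against a 2-fold change, *Elk3* was not past the threshold, and *Etv4* and *Etv5* were. With 9aa-Ins, no ETS factor with a mean TPM of at least 1 in every group changed 2-fold in the main fit. After the subtraction of the hi–77+/+ share, *Etv4* was 1.251 with 9aa-Ins, past the 2-fold minimum.

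The paper states that erythroid genes of the GATA1 program were not regulated by GATA2, whereas *Hbb-bt* (3.51), *Hbb-bs* (3.47) and *Alas2* (at least 31.9-fold) were higher with GATA2. The paper names no genes there, and its list is not known to match the one used here. Without a count filter 8 genes of the list passed, and 3 with the TPM minimum.

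The paper describes interleukin receptor genes regulated by GATA2 as not regulated by 9aa-Ins, whereas *Il5ra* (2.12) and *Il6st* (−1.22) passed the limits with both. *Il7r* (−3.64) passed them with 9aa-Ins and not with GATA2, and the paper reports that gene as ectopically repressed. *Il6st* was not past the threshold with glmTreat against a 2-fold change, and *Il5ra* was.

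Of the 520 genes of Supplemental Table 1 that could be compared, 516 had log2 values within 0.1 of the GATA2 values here and 47 of the 9aa-Ins values, while its heading names 9aa-Ins. Of 413 compared in Supplemental Table 2, 412 lay within 0.1 of the 9aa-Ins values and 1 of the GATA2 values, while its heading names GATA2. In Supplemental Table 1, the gene ID belonged to the gene symbol for 488 of 525 entries. Of the 525 and 414 symbols in the tables, 517 and 408 were also called here.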

Other observations

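The tests on other splits and those with the subtraction of the hi–77+/+ share were chosen only after the results were seen. The tests of the shared empty samples, the *Gata2* level and the size of the change were chosen earlier.

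With 4 against 4 samples there are 35 splits of the 8 samples, the real one included. Of the 8 splits that part the 4 same-numbered pairs, 1 (the real split) gave as many called genes for –77, 1 for GATA2, 1 for 9aa-Ins and 1 for the direct comparison. The other 7 gave 0 genes, as did the 27 splits that do not part all pairs. At an unadjusted p under 0.05 the other splits gave 90 to 2484, 71 to 3276, 190 to 3585 and 115 to 3041 genes, against 8190, 8717, 6720 and 8066 for the real splits. The smallest share that the 8 splits can give is 12.5%, so a chance result cannot be told apart by these 8 alone, and the real split was the only 1 of the 35 with called genes.

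GATA2 and –77 share the hi–77-/- empty samples, so chance in these samples could raise the match in sign of the 2 changes. With separate pairs of hi–77-/- empty replicates, the activated match was 63.391%, against 66.9% with the same pair in both. This is a drop of 3.48 points for activated and 3.85 for repressed genes, so the shared samples do not account for most of it.

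Total *Gata2* transcripts were lower with 9aa-Ins than with GATA2 (log2 fold change −0.637). A lower level of the transcript may contribute to the smaller number of genes regulated by 9aa-Ins, which this value fits. The effect of the level on the number of genes was not tested, and protein levels are not part of these data. The paper reports by Western blot that 9aa-Ins protein was similar in amount to HA-GATA2. That goes against a lower protein level as the cause, although the blots were not of these RNA samples.

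The odds of impairment were also estimated with the size of the GATA2 change and the expression level held constant, because GATA2-activated genes could be larger or differently expressed. The adjusted odds ratio was 4.553 (95% confidence interval 3.60 to 5.76), against 3.40 without adjustment. The marginal difference was 24.6 percentage points, against 21.5. The difference between activated and repressed genes is therefore not accounted for by these 2 properties.

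A lower share of hi–77+/+-like RNA with GATA2 and 9aa-Ins than with empty retrovirus could look like repression by both. After subtraction, 334 of the 382 genes repressed by both were still repressed by both, so this does not account for most of them. Among the 60 of them at least 2-fold higher in hi–77+/+ empty, 19 were. For the 9aa-Ins–repressed genes without GATA2 repression that were at least 2-fold higher in hi–77+/+ empty, 37 of 112 were still repressed. For these subsets, repression cannot be told apart from the lower share.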
